# Metabolic beneficial effects of targeting a long non-coding RNA, lnc-megacluster, in obesity

**DOI:** 10.1016/j.omtn.2025.102792

**Published:** 2025-12-08

**Authors:** Maryam Abdollahi, Vajir Malek, Vinay Singh Tanwar, Mitsuo Kato, Linda Lanting, Alireza Rezaei, Lingxiao Zhang, Lixin Yang, Raju K. Pillai, Leah Kebrom, Jathan Nandi, Wendong Huang, Ke Ma, Rama Natarajan

**Keywords:** MT: Non-coding RNAs, lncMGC, obesity, adipose tissue, GapmeR, ER stress, mitochondria, lncRNA, insulin resistance, angiogenesis, adipocyte hypertrophy

## Abstract

The long noncoding RNA (lncRNA) lnc-megacluster (lncMGC) is implicated in diabetic kidney disease and pancreatic islet dysfunction. However, its role in obesity and insulin resistance (IR) is unknown. Herein, we investigated the regulatory role of lncMGC in obesity and adipose dysfunction using lncMGC knockout-(KO) mice and further determined the translational potential of lncMGC-based therapeutics for obesity using GapmeR antisense oligonucleotides in wild-type and partially humanized-lncMGC mice. We found lncMGC is upregulated in perigonadal white adipose (gWAT) and brown adipose tissues (BAT) from high-fat diet (HFD)-induced obese mice along with increased endoplasmic reticulum stress signaling. Inhibition of lncMGC in mice via genetic ablation or GapmeRs targeting mouse or human lncMGC displayed protective effects against HFD-induced IR, weight gain, and associated adipose dysfunction, with some sex-specific differences. In parallel, key lncMGC targets regulating gWAT and BAT functions were altered. In gWAT, loss of lncMGC either in KO mice or through GapmeR treatment improved angiogenesis and reduced adipocyte hypertrophy and inflammation. In BAT, lncMGC deficiency or inhibition enhanced mitochondrial thermogenesis and mitophagy markers. Collectively, these new findings underscore the pathogenic role of lncMGC in adipose dysfunction and the therapeutic potential of targeting key lncRNAs for obesity and associated metabolic dysfunction.

## Introduction

The prevalence of obesity has reached epidemic proportions worldwide, posing a major public health challenge,^1^^,^^2^ because obesity, a chronic inflammatory condition, greatly increases the risk for type 2 diabetes (T2D) and associated comorbidities like kidney, liver, and cardiovascular diseases.^2^^,^^3^^,^^4^ The number of overweight adults is estimated to increase significantly, with over 40% of adults expected to be obese in the U.S. by 2030^5^^,^^6^ and hence effective interventions are needed to counteract this trend. Currently, lifestyle and dietary modifications, along with therapeutic treatment including glucagon-like peptide receptor-1 agonists (GLP1-RAs), have been highly effective in managing obesity.^7^ However, these drugs can also have adverse outcomes, including body weight regain after discontinuation of medication, weight loss accompanied by reduction in muscle mass, and high costs.^8^^,^^9^ There is thus an urgent need to increase efforts in identifying additional factors driving obesity and target them using mono- or combination therapies to prevent obesity.^10^

Over 90 percent of the human genome encodes for RNAs that are not translated into proteins, known as noncoding RNAs (ncRNAs), including long noncoding RNAs (lncRNAs, greater than 200 nucleotides), microRNAs (miRNAs), and tRNA-derived and rRNA-derived small RNAs. Since their discovery, the biological relevance of ncRNAs has become increasingly apparent, including their involvement in genome organization and regulation of gene expression through various mechanisms, such as post-translational modifications and epigenetic regulation.^11^ Besides, ncRNAs are increasingly recognized as crucial contributors to various diseases, including obesity.^12^^,^^13^ miRNAs regulate gene expression via interaction with their target genes to repress their translation or induce their degradation, thereby altering cellular states and disease conditions regulated by these target genes. LncRNAs, on the other hand, can have several mechanisms of action, which also depend on their subcellular location. Some lncRNAs can serve as host genes for miRNAs, or as sponges for miRNAs, thereby preventing interactions with the corresponding miRNA target genes.^14^^,^^15^ LncRNAs are emerging as promising therapeutic targets and biomarkers due to their roles in regulating cellular processes and disease progression.

Using various molecular techniques in combination with genetic mouse models, our previous studies revealed the functional involvement of several key miRNAs and lncRNAs in metabolic disorders, including vascular dysfunction, hypertension, inflammation, diabetic kidney disease, obesity, and insulin resistance (IR).^14^^,^^16^^,^^17^^,^^18^^,^^19^^,^^20^^,^^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^^,^^28^ The human lnc-megacluster (lncMGC) lncRNA, hosting about 40 miRNAs (miR-379 cluster), is located on human Chromosome 14q32.2 (chr14). In mice, the lncMGC is situated on chromosome 12qF1 (chr12) and includes the miR-379 cluster from miR-379 to miR-3072.^20^^,^^27^^,^^29^ We demonstrated that miR-379 and its host transcript, lncMGC, are induced by endoplasmic reticulum (ER) stress in the pancreas of diabetic mice and isolated human pancreatic islets from diabetic subjects.^29^ A GapmeR (locked nucleic acid [LNA] and phosphorothioate-modified antisense oligonucleotide [ASO]) targeting lncMGC could ameliorate hyperglycemia in mice models of type 1 diabetes and also preserve human and mouse islet viability.^29^ The lncMGC/miR-379 axis is increased in the kidney glomeruli of diabetic^18^ and high-fat diet (HFD) fed mice,^30^ and miR-379 has been implicated in obesity and IR in mice through modulation of key target genes.^31^ The functional roles of several miRNAs in obesity and related disorders have been reported to involve adipocyte differentiation, fat metabolism, or insulin signaling.^32^^,^^33^^,^^34^ However, the specific role of lncMGC in obesity and adipose tissue dysfunction has not been examined. Moreover, the translational potential of lncRNA-based therapies for adipose dysfunction associated with IR and obesity has not been well investigated. Here, using novel lncMGC knockout (lncMGC KO) mice created by CRISPR-Cas9 editing, we show that HFD upregulates adipose lncMGC, and that lncMGC alters the expression of target factors involved in adipogenesis and mitochondrial function in adipose tissues, thereby contributing to the pathogenesis of obesity, adipose dysfunction, IR, and metabolic disease. In addition, using GapmeRs targeting mouse and human lncMGC, we show that targeting lncMGC may be a novel therapeutic approach to combat these disorders.

## Results

### HFD-induced obesity, adipocyte hypertrophy, and impaired insulin sensitivity are attenuated in lncMGC KO mice

LncMGC KO mice were generated by CRISPR-Cas9 editing approach as described earlier^27^^,^^29^ and the lncMGC KO5 line was used in the current study. To determine the regulatory role of lncMGC in obesity-associated adipose tissue dysfunction, wild-type (WT) and lncMGC KO male and female mice were fed with a 60% HFD for 20 weeks, while keeping mice fed with a normal chow diet as controls (Con) (Figure S1A). All HFD-fed mice gained significant body weight (Figures 1A–1C and S1B), perigonadal white adipose tissue (gWAT), and total fat mass compared to their respective controls (Figures 1D and 1E). Interestingly, lncMGC KO HFD mice (male and female) showed significantly lower body weight along with comparatively lower gWAT and total fat mass than WT HFD mice, and these differences were more evident in female mice (Figures 1A–1E and S1B). However, lean mass, body temperature, plasma total cholesterol (TC), and triglyceride levels of WT HFD and lncMGC KO HFD mice were comparable (Figures S2B–S2D). Consistent with the lower body weight observed in lncMGC KO HFD mice, gWAT expansion and adipocyte hypertrophy seen in WT HFD mice were significantly attenuated in male and female lncMGC KO mice on HFD (Figure 1F).

**Figure 1:**
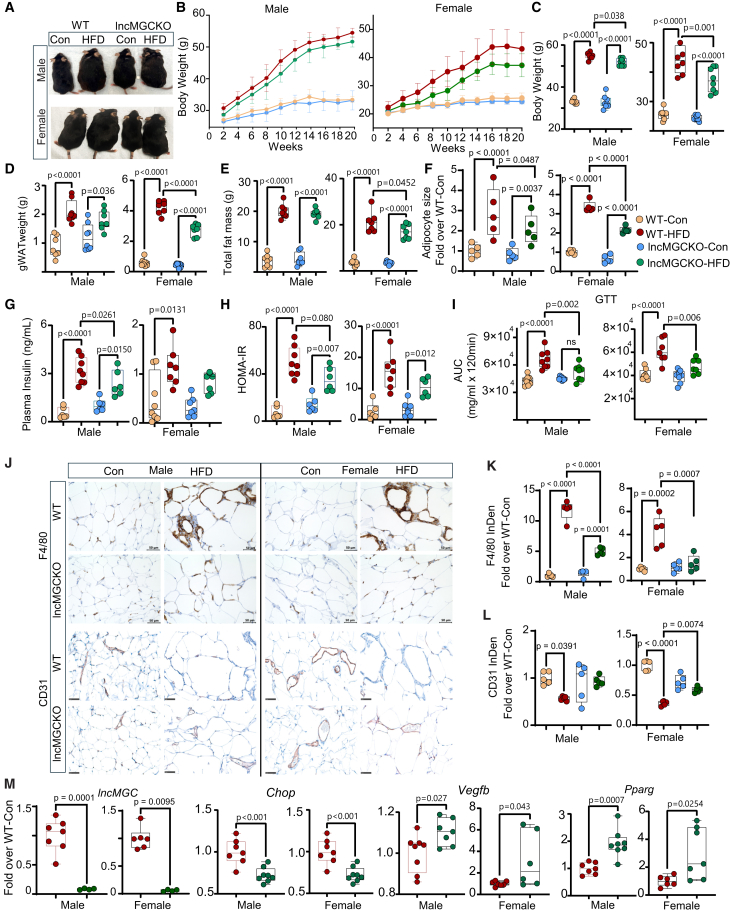
High-fat diet (HFD)-induced obesity and impaired insulin sensitivity are attenuated in lncMGC KO mice (A) Representative images of wild type (WT) and lncMGC KO control (Con) and HFD-fed male and female mice after 20 weeks on the HFD. (B–D) Biweekly body weight gain, (C) endpoint body weight, (D) gWAT weight, (E) total fat mass, (n = 7–8 mice/group), and (F) adipocyte size (5/group), in male and female mice. (G–I) plasma insulin levels, (H) HOMA-IR, and (I) area under the curve (AUC) for GTT, in male and female mice. (J–L) IHC staining of F4/80 (macrophage inflammation marker) and CD31 (endothelial cell marker) in gWAT sections from WT and lncMGC KO male and female mice. Scale bars, 50 μm. Quantitative analysis of (K) F4/80 (*n* = 5/group) and (L) CD31 (*n* = 5/group) in male and female mice. (M) Gene expression of *lncMGC (n = 4-7,* lncMGC was not detected by qPCR in 4 samples in lncMGC KO HFD mice*), Chop*, *Vegfb*, and *Pparg* in isolated stromal vascular fraction (SVF) from gWAT in male and female mice (n = 7–8/group). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. Student’s *t* tests for comparisons between two groups. XY graphs show the mean (SD). The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

WT HFD mice showed moderate increase in blood glucose levels (BGLs, Figure S2A), along with significant insulin resistance characterized by hyperinsulinemia (Figure 1G), and as assessed by HOMA-IR (an insulin resistance index, Figure 1H), and glucose tolerance tests (GTT, Figure 1I) as compared to WT Con mice. Interestingly, male lncMGC KO HFD mice display improvement in these indices, indicating better insulin sensitivity when compared to male WT HFD mice. On the other hand, female lncMGC KO HFD mice showed improved glucose tolerance but no change in plasma insulin and HOMA-IR, versus female WT HFD mice. In addition, HOMA-B%, an index of beta cell function,^35^^,^^36^ which had a significant correlation with plasma insulin levels, was increased in WT HFD mice (Figures S3A and S3B), whereas no change was observed in lncMGC KO HFD mice when compared to respective control mice (Figure S3A). Hematoxylin and eosin (H&E) staining revealed pancreatic islet hyperplasia in WT HFD, which was alleviated in lncMGC KO HFD mice (Figure S3C), suggesting potential protective effects against HFD-induced beta cell dysfunction in these KO mice. We compared lncMGC KO and WT mice under baseline (control diet) conditions and did not observe any significant differences in general characteristics or phenotype, including body weight, GTT, BGLs, or key physiological markers such as insulin levels. These findings suggest that the observed effects under HFD conditions are not due to baseline differences in the knockout mice.

### HFD-induced impaired angiogenesis, adipogenesis, and ER-stress are attenuated in lncMGC KO mice

Appropriate angiogenesis helps maintain adipose tissue function, whereas impaired angiogenesis in an obese state may induce hypoxia, exacerbate inflammation, and lead to metabolic dysfunction.^37^ Herein, we examined whether lncMGC KO can improve these pathways in the gWAT of HFD mice. In comparison with the male and female WT HFD cohort, lncMGC KO HFD mice displayed markedly lower gWAT inflammation, along with improved angiogenesis, as indicated by F4/80 (a macrophage marker) and CD31 (an endothelial marker) immunostaining, respectively (Figures 1J–1L).

The stromal vascular fraction (SVF) isolated from adipose tissue represents heterogeneous cell populations composed of preadipocytes (a precursor of mature adipocytes), endothelial cells (integral for angiogenesis), and various progenitors (involved in adipose tissue remodeling).^38^^,^^39^ To examine the potential mechanisms/factors mediating the involvement of lncMGC in adipocyte hypertrophy and gWAT dysfunction, we isolated SVF from gWAT of WT and lncMGC KO mice. lncMGC expression was significantly increased in SVF from WT HFD mice (male and female) compared to chow diet controls (Figure S2E). As expected, lncMGC was absent in SVF from lncMGC KO HFD mice (Figure 1M). The expression of C/EBP homologous protein (*Chop*), pro-endoplasmic reticulum [ER] stress factor, and regulator of lncMGC expression^20^ was significantly decreased in parallel. In contrast, vascular endothelial growth factor B (*Vegfb*), a proangiogenic factor and target of miR-379, and peroxisome proliferator-activated receptor γ (*Pparg*), adipogenic marker, were upregulated in SVF from lncMGC KO HFD mice compared to WT HFD male and female mice (Figure 1M). These findings suggest that lncMGC KO may attenuate HFD-induced inflammation and ER stress, and potentially enhance angiogenesis and adipogenesis, although further studies are needed to confirm these effects.

### Energy expenditure and oxygen consumption are increased in lncMGC KO mice

Whole-body energy homeostasis was monitored to explore possible mechanisms by which lncMGC KO protects mice against HFD-induced weight gain and adipose tissue dysfunction. These analyses include food intake, movement, energy expenditure (EE), oxygen consumption (VO2), and energy balance.^31^ EE was greater in male lncMGC KO HFD mice as compared to WT HFD mice (Figures 2A and 2C), while in females, EE was increased only in lncMGC KO mice under chow diet (Con) condition as determined by ANOVA using total mass as covariate (Figures 2B and 2D). Similarly, oxygen consumption (VO2) was also increased in lncMGC KO mice (Figure S4). Total calorie intake from food, measured in kilocalories using metabolic cages, was increased during the nighttime in WT and lncMGCKO HFD compared to their respective control mice (Figure 2E). However, food and water intake, locomotor activity, and respiratory exchange ratio (RER) were comparable between the genotypes (Figures 2E–2G), indicating that lncMGC KO did not alter feeding and activity patterns. Interestingly, HFD-induced increased energy balance observed in WT male mice was nearly abolished in lncMGC KO HFD mice (Figure 2H). Together, these data suggest that increased EE in the KO mice may be potentially attributed to the improvement in brown adipose tissue (BAT) function, as BAT is closely associated with energy production.

**Figure 2:**
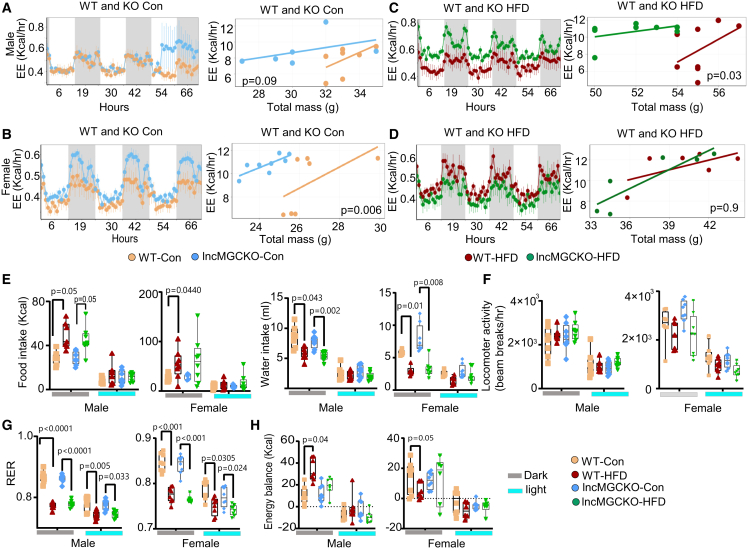
lncMGC KO mice exhibited higher energy expenditure compared to their respective controls Energy expenditure (EE) and regression analysis of EE and total body mass in (A and B) WT and lncMGC KO Control and in (C and D) WT and lncMGC KO HFD male and female mice during day and night (gray-shades) time. Metabolic parameters, including (E) food and water intake, (F) movement, (G) respiratory exchange ratio (RER), and (H) energy balance in male and female mice during day and night-time. Data were analyzed for EE and total mass regression using ANCOVA with EE as a dependent variable, genotype as fixed variable, and body mass as a covariate. two-way ANOVA with post hoc Tukey’s test for multiple comparisons was used to analyze metabolic parameters. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

### Factors related to energy metabolism and mitochondrial activity in BAT are improved in lncMGC KO HFD female mice

Recent advances in spatial transcriptomics have made it possible to perform high-throughput quantification of RNAs within specific regions of intact tissue sections, thereby enabling precise measurement of gene expression *in situ* at cellular resolution.^40^ BAT is integral to EE, primarily by generating heat through thermogenesis, which significantly influences lipid metabolism and plays a vital role in maintaining the body’s overall energy homeostasis.^41^ Therefore, to elucidate the mechanisms underlying our observation of improved EE in lncMGC KO mice, we generated a whole transcriptome atlas (WTA) using GeoMx digital spatial profiling (DSP) platform in BAT from WT and lncMGC KO female mice. 

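GeoMx digital spatial profiling counts barcodes that ultraviolet light releases from RNA probes hybridised to a tissue section, so that each value is the signal of 1 region of interest (ROI) and not of 1 cell. The files cover 22 ROIs of brown fat, 4 from WT Con, 6 from WT HFD, 5 from lncMGC KO Con and 7 from lncMGC KO HFD female mice, after 20 weeks on chow or on a diet with 60% of kcal from fat. Each group had 3 mice, and the labels do not tie ROIs to animals. Some ROIs therefore share an animal, and the p-values computed over ROIs are too small. The ROIs were chosen on UCP-1-positive cells. The sample labels describe collection from separately segmented areas, while Table S3 lists full ROIs, and the sources used here do not settle which of these the values hold. lncMGC itself was not analysed here, so the genotype labels could not be checked by its level. The deposited table holds 8320 targets, 8319 genes and 1 negative probe row, each divided by a factor that gave every ROI the same upper quartile (Q3), 112. Multiplied back, at least 99.96% of the values of every ROI lay within 0.02 of a whole number, which gave counts per gene. The negative probe row, called the negative probe here, came to 68.48 in WT Con 2 and 4.65 in lncMGC KO Con 1. It is thus not the count of a single probe. In the 21 ROIs with a raw file of their own, 8313 genes matched exactly 1 probe in every ROI. The raw file listed for WT Con 1 equals that of the blank well, which holds 14 counts, so its counts could not be compared in this way. The total over the 8319 genes ranged from 1443054 to 2391667 in WT Con (median 1789026.5), from 474661 to 1293178 in WT HFD (median 756232), from 170309 to 2709460 in lncMGC KO Con (median 2106953) and from 1130451 to 1519207 in lncMGC KO HFD (median 1264433). The lowest total, 170309, was that of lncMGC KO Con 1, whose upper quartile was 16 counts against 44 to 242 in the other ROIs. Between 15.4% and 35.7% of the genes of a ROI lay below 1.5 times its negative probe, so small values include background. Values were analysed as log2 of the Q3-normalized value without a pseudocount, with 1 limma fit over the 4 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and, separately, at the study's threshold, a log2 fold change beyond 0.378 in either direction with an unadjusted p under 0.05. That p is limma's unless another test is named. A Welch test on unlogged values, chosen after the data were seen, equals all 28 p-values of Table S4. With it 510 genes passed the threshold between WT HFD and WT Con and 548 between lncMGC KO HFD and lncMGC KO Con. Between the HFD groups 112 passed with it, and between the Con groups 45.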

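The groups differed in nuclei per ROI and in depth. The nuclei count of Table S3 was 280 ± 81.8 (SD, n = 4 ROIs) in WT Con, 167.5 ± 24.9 (SD, n = 6) in WT HFD, 344.6 ± 18.3 (SD, n = 5) in lncMGC KO Con and 268.6 ± 26.6 (SD, n = 7) in lncMGC KO HFD. Every WT HFD ROI held fewer nuclei than every WT Con ROI (two-sided exact permutation test, p = 0.00476) and than every lncMGC KO HFD ROI (exact p = 0.000583), and each p is the smallest these numbers of ROIs allow. The total count followed the same order for WT HFD, with an exact permutation p of 0.00476 against WT Con and 0.00641 against lncMGC KO HFD. The lowest nuclei count in Table S3, 129, lies below the minimum of 158 that the methods give, and the counts of the table were used here. These p-values take each ROI as independent, although some come from the same animal.

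**Figure D1:**
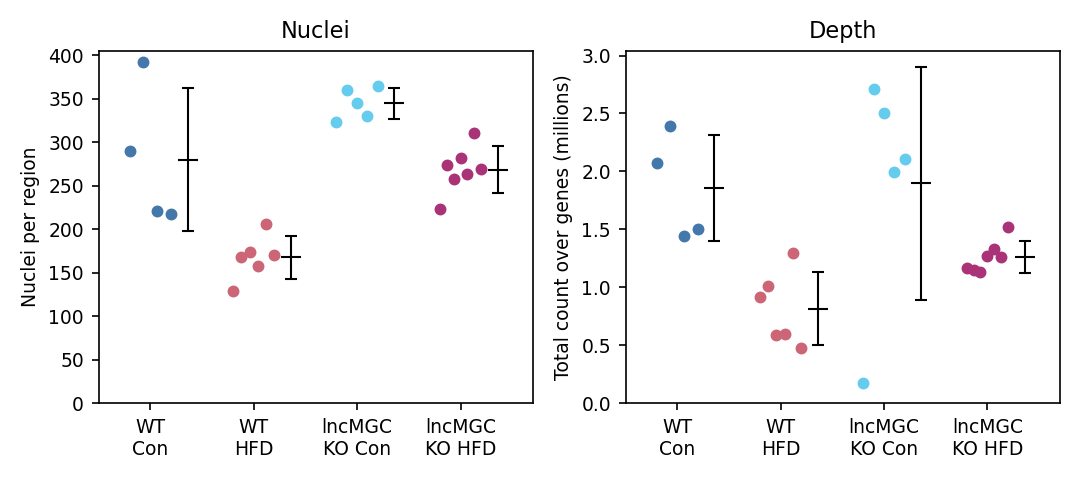
Nuclei per ROI from Table S3 (left, y axis from 0) and total count over 8319 genes (right, y axis from 0) for the ROIs of the 4 groups. Each point is 1 ROI and the bars are mean ± SD; the 6 WT HFD ROIs lie between 129 and 206 nuclei, below all ROIs of the other groups, and the point near 0 on the right is lncMGC KO Con 1.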

Subsequently, we performed RNA sequencing analysis (Figure S5, as described in the methods section. Volcano plots represent the differentially expressed genes (DEGs) between WT HFD versus WT Con, lncMGC KO HFD versus lncMGC KO Con, and lncMGC KO HFD versus WT HFD female mice, respectively (Figures 3A–3C). 

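limma called 562 genes between WT HFD and WT Con, 195 higher and 367 lower in WT HFD, and 1507 had an unadjusted p under 0.05. At the study's threshold 605 genes passed, 262 higher and 343 lower. Over all 8319 genes 535 had no overlap between the ROIs of WT HFD and WT Con, where chance gives 0.952% of genes. Among them were 378 of the 562 called genes, a share that the calling itself raises. On the recovered counts edgeR called 771 and DESeq2 729 genes, of which 557 and 546 were among the 562. The split moved with the scaling: with quantile normalization limma called 295 higher and 293 lower, and at the study's threshold the negative probe gave 213 higher and 441 lower and quantile normalization 333 and 267. Among the called genes without overlap, Zbtb16 rose most, with a log2 fold change of 1.42 (standard error 0.14, limma adjusted p = 9.24e-08), and Nr4a1 fell most, -2.72 (standard error 0.35, limma adjusted p = 3.33e-06); each moved in this direction in 6 of 6 WT HFD ROIs against the WT Con mean. Pcolce, Fhl1, Emp1 and Depp1 followed with log2 fold changes of 1.20 to 1.30, and Pim1, Irf4, Egr1 and Cfd with -2.02 to -1.73. With the log2 nuclei count as a covariate limma called 132 genes. The 562 genes kept their sign, with a median ratio of the fold changes of 0.943 and a median standard error of 0.178 in place of 0.115, but Cfd went from -1.73 (standard error 0.38, limma adjusted p = 0.00291) to -0.37 (standard error 0.49, adjusted p = 0.890). The methods' t-test called 125 genes, 110 of them among the 562, a fit of only these groups 333, the negative probe 373 and a test on unlogged values chosen after the data were seen 54. Of the genes named here, the calls of Cfd were lost with the nuclei covariate (-0.37, adjusted p = 0.890), the methods' t-test (0.164) and a test on unlogged values chosen after the data were seen (0.474), of Emp1 with the nuclei covariate (1.11, adjusted p = 0.228), the methods' t-test (0.214) and a test on unlogged values chosen after the data were seen (0.318), of Pcolce with the methods' t-test (adjusted p = 0.0840) and a test on unlogged values chosen after the data were seen (0.159), of Depp1 with the methods' t-test (adjusted p = 0.0848) and a test on unlogged values chosen after the data were seen (0.0782) and of Fhl1 and Egr1 with the last of these tests (0.0664 and 0.219). The call of Nr4a1 was also lost with the test on unlogged values (adjusted p = 0.0517). The values of Irf4 in all 6 WT HFD ROIs, of Egr1 in 4 and of Emp1 in all 4 WT Con ROIs lay below 1.5 times the negative probe. The number of calls was 349 without WT Con 3. ROIs from 1 animal are not independent, so these p-values are too small.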

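Between lncMGC KO HFD and lncMGC KO Con limma called 822 genes, 428 higher and 394 lower, of 2073 at an unadjusted p under 0.05, and the study's threshold gave 729, with 510 higher and 219 lower. No overlap was found for 548 of all 8319 genes (chance share 0.253%), among them 438 of the 822. This split moved with lncMGC KO Con 1, the ROI with the lowest depth, and with the scaling. Without that ROI the study's threshold gave 249 higher and 218 lower, and the adjusted p gave 299 and 361. edgeR called 1177 genes (472 higher, 705 lower; 189 and 278 at the study's threshold), DESeq2 1028 (382 and 646; 186 and 270), and limma after quantile normalization 249 and 225 at the study's threshold. Scaled to the negative probe, whose level was higher in lncMGC KO HFD (43.2 ± 1.94, SD, n = 7) than in lncMGC KO Con (36.9 ± 3.21, SD, n = 5; exact permutation p = 0.00126), 73 genes were higher and 1977 lower, 72 and 1385 at the study's threshold, and the median of all genes shifted to a log2 fold change of -0.19. Pmepa1 rose most among the called genes without overlap, by 1.58 (adjusted p = 1.43e-09, higher in 7 of 7 ROIs), and Cfd fell most, -3.09 (adjusted p = 2.38e-07, lower in 7 of 7). The next genes were Npr3, Cryab, Hspb8 and Fabp3 (1.10 to 1.54) and Car3, Rgs2, Ifi27l2a and Irf4 (-1.997 to -1.27). Array weights gave 1584 calls, the nuclei covariate 261 and a test on unlogged values chosen after the data were seen 466. The call of Cryab was lost with the methods' t-test (adjusted p = 0.148), and those of Cryab, Cfd, Ifi27l2a and Irf4 with the test on unlogged values (0.0966, 0.0511, 0.0810 and 0.0766). ROIs that share an animal make these p-values too small.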

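Between lncMGC KO HFD and WT HFD limma called 66 genes, 24 higher and 42 lower, of 959 at an unadjusted p under 0.05, and 149 passed the study's threshold, 54 higher and 95 lower. Without overlap were 48 of all 8319 genes (chance share 0.117%), among them 22 of the 66. edgeR called 72 (13 higher, 59 lower) and DESeq2 91 (19 and 72), with 55 and 58 of the 66 among them, and at the study's threshold 27 and 129 and 28 and 124. Scaling to the negative probe gave 5 higher and 71 lower, and 14 and 200 at the study's threshold, where quantile normalization gave 41 and 142. This comparison moved most with the test and the covariate. With the log2 nuclei count as a covariate limma called 0 genes, of 534 at an unadjusted p under 0.05, while 388 passed the study's threshold. The 66 genes kept their sign, with a median ratio of the fold changes of 0.975, and their median standard error rose from 0.102 to 0.170, so the calls ended through wider errors, and nuclei are not shown to account for these differences. With the covariate Ide was 0.89 (standard error 0.17, adjusted p = 0.0605), Fbp2 0.62 (standard error 0.15, adjusted p = 0.249), Cox15 0.58 (standard error 0.16, adjusted p = 0.395) and Zbtb16 -0.91 (standard error 0.21, adjusted p = 0.125), and the fold changes nearer 0 were 0.29 for Slc6a6, -0.45 for Timp3, -0.35 for Ddit4 and -0.31 for Cdkn1a. The methods' t-test called 1 gene, Zbtb16, and a test on unlogged values chosen after the data were seen 0. Ide rose most among the called genes without overlap, with a log2 fold change of 0.92 (standard error 0.10, limma adjusted p = 2.98e-06), above every WT HFD ROI in 7 of 7, followed by Fbp2, Mlycd, Slc6a6 and Cox15 (0.46 to 0.62). Zbtb16 fell most, -1.08 (standard error 0.12, limma adjusted p = 2.98e-06), below the WT HFD mean in 7 of 7 ROIs. Timp3, Ddit4, Tsc22d3 and Cdkn1a followed (-0.69 to -0.59). The calls of Mlycd, Slc6a6 and Cox15 were lost with the negative probe (adjusted p = 0.0650, 0.192 and 0.130). Those of Slc6a6 and Cdkn1a were lost with the replicate block (0.0650 and 0.0917). The count depended on single ROIs: it was 33 without WT HFD 3, 31 without WT HFD 4, 102 without lncMGC KO Con 1, 34 without lncMGC KO HFD 1, 39 without lncMGC KO HFD 2, 26 without lncMGC KO HFD 4, 33 without lncMGC KO HFD 5 and 30 without lncMGC KO HFD 6. Tests over ROIs of shared animals give p-values that are too small here as well. The difference between the diet effects of the genotypes, tested as an interaction, was called for 1 gene, Hspa8, with 604 genes at an unadjusted p under 0.05. Without 1 ROI this number was 2 without WT Con 2, 2 without WT HFD 5, 3 without lncMGC KO Con 1, 2 without lncMGC KO Con 2, 2 without lncMGC KO Con 5 and 2 without lncMGC KO HFD 7. It was 12 with DESeq2, 7 with array weights, 4 each with the replicate block and the negative probe, 3 with edgeR and 2 each with quantile normalization and the nuclei covariate, with Hspa8 in each. DESeq2 gave no adjusted p to 5000 genes in the interaction and to 2581 between the HFD groups, so its adjustment covers fewer genes than limma's.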

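Ucp1 encodes the protein whose stain guided the choice of ROIs, so its values are given here without being counted as a finding. Its Q3-normalized value was 5875 ± 418 (SD, n = 7) in lncMGC KO HFD and 4346 ± 1120 (SD, n = 6) in WT HFD, a log2 fold change of 0.48 (standard error 0.15, limma adjusted p = 0.157), higher than the WT HFD mean in 7 of 7 ROIs (two-sided exact permutation p = 0.00233). It passed the study's threshold but not the adjusted one. In lncMGC KO it was higher on HFD by 0.49 (standard error 0.15, limma adjusted p = 0.0390), a call lost without lncMGC KO Con 1 (adjusted p = 0.119), lncMGC KO Con 2 (0.1001), lncMGC KO HFD 1 (0.0523), lncMGC KO HFD 2 (0.0670), lncMGC KO HFD 3 (0.0655), lncMGC KO HFD 4 (0.0647), lncMGC KO HFD 5 (0.0706) and lncMGC KO HFD 6 (0.0635), and with the negative probe (0.25, adjusted p = 0.275) and the replicate block (0.0594). Cox15, a heme A synthase of mitochondria, was 123 ± 12.0 (SD, n = 7) against 89.9 ± 12.7 (SD, n = 6), 0.46 (standard error 0.10, limma adjusted p = 0.0153), with 7 of 7 ROIs above the WT HFD mean (exact p = 0.000583). This call was lost without WT HFD 3 (adjusted p = 0.0526) and lncMGC KO HFD 4 (0.0548), and with the negative probe (0.37, adjusted p = 0.130), the nuclei covariate (0.58, 0.395), the methods' t-test (0.163) and a test on unlogged values chosen after the data were seen (0.282). In WT, Cox15 fell on HFD from 117 ± 10.5 (SD, n = 4), -0.39 (standard error 0.11, limma adjusted p = 0.0333), lower in 6 of 6 ROIs, and the call was lost without WT Con 1 (adjusted p = 0.0563), WT Con 2 (0.0501), WT Con 3 (0.0761), WT Con 4 (0.151) and WT HFD 3 (0.0886), and with the negative probe (-0.42, adjusted p = 0.0623), a fit of only these groups (0.0864), the replicate block (-0.38, 0.0573), the nuclei covariate (-0.51, 0.207), the methods' t-test (0.205) and a test on unlogged values chosen after the data were seen (0.152). Elovl3, a fatty acid elongase, was 140.4 ± 47.9 (SD, n = 7) against 70.0 ± 13.2 (SD, n = 6), 0.94 (standard error 0.20, limma adjusted p = 0.0145), higher in 6 of 7 ROIs (exact p = 0.00758), and this call was lost without WT HFD 3 (adjusted p = 0.0536) and lncMGC KO HFD 4 (0.0522), and with the nuclei covariate (0.55, adjusted p = 0.816), the methods' t-test (0.235) and a test on unlogged values chosen after the data were seen (0.355). In WT HFD 2 of the 6 Elovl3 values lay below 1.5 times the negative probe. Its fall on HFD in WT, from 125 ± 54.8 (SD, n = 4), was -0.77 (standard error 0.23, limma adjusted p = 0.0341), lower in 6 of 6, lost without WT Con 2 (adjusted p = 0.256), WT Con 3 (0.0974), WT HFD 3 (0.0869) and WT HFD 4 (0.0715), and with array weights (-0.62, adjusted p = 0.0809), the nuclei covariate (-0.37, 0.811), the methods' t-test (0.226) and a test on unlogged values chosen after the data were seen (0.483). Over the alternatives of the processing the adjusted p of the genotype difference ranged from 0.00801 to 0.395 for Cox15 and from 0.00165 to 0.816 for Elovl3, and the log2 fold change from 0.37 to 0.58 for Cox15, 0.55 to 1.11 for Elovl3 and 0.11 to 0.51 for Ucp1. The highest p of Cox15 and Elovl3 and the lowest fold change of Elovl3 and Ucp1 came with the nuclei covariate, as did the highest fold change of Cox15. The interaction between diet and genotype was not called for Ucp1, Cox15 or Elovl3 (log2 0.41, 0.37 and 0.61, limma adjusted p = 0.698, 0.622 and 0.687). Of 17 genes labelled in Fig. 3C, 7 were higher and 10 lower, 16 passed the study's threshold in the limma fit, all but Cldn15, and 12 the adjusted p. With a test on unlogged values chosen after the data were seen, all 17 passed the study's threshold and 0 genes of this comparison the adjusted p. ROIs of the same animal count more than once in each of these tests.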

Interestingly, lncMGC KO HFD mice showed upregulation of mitochondrial function (e.g., *Ucp-1* and *Cox15*) and lipid metabolism [very-long-chain fatty acid elongase (*Elovl3*)]^42^ related genes in comparison to WT HFD mice (Figure 3C). 

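The members of the ontology terms are not given in the sources used here, so gene lists written from gene symbols were tested instead, with limma's camera test at a preset inter-gene correlation of 0.01 and p-values adjusted over 70 tests, 14 lists in 5 comparisons. Of these, 31 passed an adjusted p of 0.05, and 11 of the 31 also passed with the correlation estimated from the ROIs: lipogenesis and the cytosolic ribosomal proteins in both diet comparisons, the genes of Table S4 in WT, between the HFD groups and in the interaction, immediate early genes in WT, between the Con groups and in the interaction, and clock genes between the Con groups. For 80 OXPHOS subunit genes the mean log2 fold change of HFD was -0.29 in WT (76 lower, adjusted p = 8.17e-23; estimated 0.308) and -0.20 in lncMGC KO (71 lower, adjusted p = 4.27e-17; estimated 0.400). limma called 33 of these genes in WT and 25 in lncMGC KO, and 58 and 46 adjusted over the list alone. For 21 lipogenesis genes the mean was -0.77 in WT (19 lower, adjusted p = 1.75e-30; estimated 0.000164) and -0.48 in lncMGC KO (17 lower, adjusted p = 8.02e-17; estimated 0.00853). limma called 16 and 13 of them, and 18 and 14 adjusted over the list alone. For 28 fatty acid oxidation genes the mean was -0.084 in WT (13 lower, adjusted p = 0.386) with a median of 0.012, so mean and median differ in sign, and 0.019 in lncMGC KO (9 lower, adjusted p = 0.974). The sign in lncMGC KO changed without lncMGC KO Con 1 (-0.0062), with the negative probe (-0.22), array weights (-0.0081), the replicate block (-0.0043), edgeR (-0.026) and DESeq2 (-0.024), each at an unadjusted p above 0.05. With quantile normalization the list was higher on HFD in both genotypes and past 0.05, 0.071 in WT (unadjusted p = 1.97e-05), where the sign changed, and 0.11 in lncMGC KO (unadjusted p = 4.01e-08). In lncMGC KO the unadjusted p was also under 0.05 with the methods' t-test (0.0101) and with a test on unlogged values chosen after the data were seen (0.0250). ROIs share animals, which makes all of these p-values too small.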

Gene ontology biological process (GOBP) analysis of the downregulated genes revealed strong enrichment of genes (gene numbers based on their associated biological processes) involved in the generation of precursor metabolites and energy and fatty acid metabolic processes in the WT HFD, and fatty acid metabolic process in lncMGC KO HFD mice compared to their respective controls (Figures 3D and 3E). Notably, these pathways were significantly improved in lncMGC KO HFD, as assessed by adjusted *p* values for the enrichment of these pathways (Figure 3F). 

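Between lncMGC KO HFD and WT HFD the mean log2 fold change was 0.11 over the OXPHOS subunit genes (78 of 80 higher, camera adjusted p = 6.08e-06), 0.14 over the fatty acid oxidation genes (25 of 28 higher, 0.000148) and 0.11 over the lipogenesis genes (14 of 21 higher, 0.136). With the estimated correlation none of these shifts passed, with adjusted p = 0.704, 0.553 and 0.720. limma called 0 OXPHOS and 0 fatty acid oxidation genes, over all genes as well as adjusted over the list alone, and 1 lipogenesis gene by either adjustment, Agpat2, which Fig. 3C labels. Without WT HFD 3 the OXPHOS shift was 0.028 (unadjusted p = 0.298) and that of fatty acid oxidation 0.062. Per ROI, the mean log2 value of the OXPHOS subunit genes was 9.73 ± 0.05 (SD, n = 7) in lncMGC KO HFD and 9.62 ± 0.25 (SD, n = 6) in WT HFD (two-sided exact permutation p = 0.340), a difference within the spread between the WT HFD ROIs. The interaction gave 0.083 for OXPHOS subunits (70 higher, adjusted p = 0.136; -0.11 scaled to the negative probe), 0.10 for fatty acid oxidation (18 higher, 0.335; -0.093 scaled to the negative probe) and 0.30 for lipogenesis (19 higher, 0.000484; estimated correlation 0.433), with 0 genes called by limma over all genes or adjusted over the list alone in the 3 lists. The interaction of the OXPHOS subunits was 0.0039 without WT HFD 3, and its unadjusted p fell under 0.05 without any 1 of WT Con 1, WT HFD 2, WT HFD 5, WT HFD 6, lncMGC KO Con 2, lncMGC KO Con 3 and lncMGC KO HFD 2, as did that of fatty acid oxidation without WT Con 1, WT HFD 2 and WT HFD 6 and that of the lipogenesis difference between the HFD groups without WT HFD 1, WT HFD 5, WT HFD 6, lncMGC KO HFD 5, lncMGC KO HFD 6 and lncMGC KO HFD 7. From adjusted p-values of the pathway enrichments, the paper concludes that these pathways improved in lncMGC KO HFD mice. As some ROIs share an animal, the p-values here are too small.

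**Figure D2:**
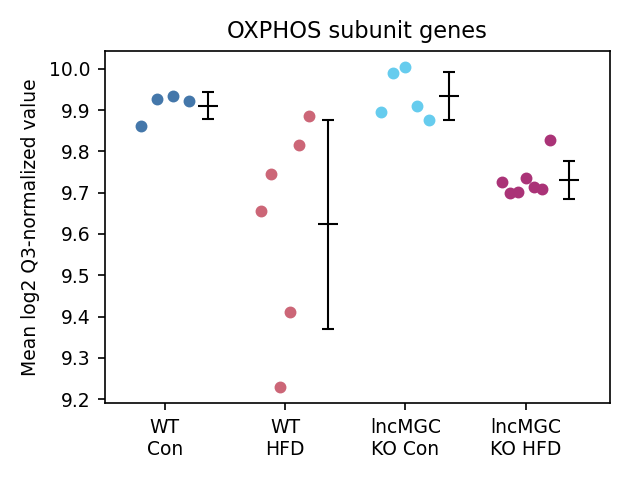
Mean log2 Q3-normalized value of 80 OXPHOS subunit genes per ROI in the 4 groups (y axis in log2 units, not from 0). Each point is 1 ROI and the bars are mean ± SD; the 6 WT HFD ROIs spread from 9.23 to 9.89, and 6 of the 7 lncMGC KO HFD ROIs lie between 9.70 and 9.74.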

As illustrated in the heatmap in Figure 3G, key mitochondrion-related genes were markedly decreased under HFD as compared to the chow diet in the WT mice. However, these reductions were attenuated in lncMGC KO HFD mice. These include Mdh1 (malate dehydrogenase 1), which is involved in cellular metabolism, or *Cox7c* and *b*, subunits of cytochrome *c* oxidase (Complex IV) in the mitochondrial electron transport chain, which plays a pivotal role in the final step of oxidative phosphorylation.^43^ Additionally, Insulin receptor substrates 1 and 2 *(Irs1* and *Irs2*), which are critical factors in the insulin signaling pathway and influence glucose uptake, lipid metabolism, and thermogenesis in BAT,^44^ were markedly downregulated in WT HFD but improved in lncMGC KO HFD compared to WT HFD mice. However, no significant changes were observed in differential gene expression (Figure S6A) or GOBP (Figures S6B andS6C) when comparing basal levels between WT and lncMGC KO control groups, indicating the results observed in lncMGC KO HFD mice are likely due to the reduction of lncMGC under HFD conditions.

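The heatmap genes are not listed in the sources used here, so the genes lower in WT HFD than in WT Con at the study's threshold, 343 in number, were followed as a set. Their mean log2 value was 7.99 ± 0.03 (SD, n = 4 ROIs) in WT Con, 7.41 ± 0.12 (SD, n = 6) in WT HFD, 7.92 ± 0.05 (SD, n = 5) in lncMGC KO Con and 7.55 ± 0.04 (SD, n = 7) in lncMGC KO HFD. The mean diet effect was -0.59 in WT and -0.37 in lncMGC KO, and the mean difference between lncMGC KO HFD and WT HFD was 0.14, with 84.5% of the genes higher. Because these genes were chosen on the WT HFD ROIs, part of the difference follows from the choice. With no genotype effect, 100 simulations gave a mean difference of 0.054 (0.037 to 0.069) and 66.9% of genes higher (60.9% to 74.2%). Their noise was independent between genes, while the mean over these genes ran from 7.21 to 7.55 between the WT HFD ROIs. The simulated ranges leave out spread that genes share within a ROI and are too narrow. With genes chosen on one part of the WT ROIs and measured on the other part, the median difference over 100 splits was 0.075 (-0.0092 to 0.13), above 0 in 97 of them, with a median of 67.5% of genes higher. Between lncMGC KO Con and WT Con the same genes differed by -0.072 (simulated -0.081). With each ROI left out in turn, the mean difference between the HFD groups stayed between 0.12 and 0.18. Other scalings were not run on this set. Of the 195 genes called higher in WT HFD 91 were also called higher in lncMGC KO (10.0 if independent), and of the 367 called lower 216 (17.4 if independent).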

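Mdh1 had Q3-normalized values of 1345 ± 67.7 (SD, n = 4) in WT Con, 938 ± 137 (SD, n = 6) in WT HFD, 1289 ± 97.3 (SD, n = 5) in lncMGC KO Con and 1050 ± 68.1 (SD, n = 7) in lncMGC KO HFD. It fell on HFD by 0.53 (standard error 0.10, limma adjusted p = 0.000464) in WT, lower in 6 of 6 ROIs, and by 0.29 (standard error 0.09, limma adjusted p = 0.0298) in lncMGC KO, lower in 7 of 7, a call lost without lncMGC KO Con 2 (adjusted p = 0.0774), lncMGC KO Con 3 (0.0879), lncMGC KO Con 4 (0.0543), lncMGC KO HFD 3 (0.0573), lncMGC KO HFD 4 (0.0511), lncMGC KO HFD 6 (0.0579) and lncMGC KO HFD 7 (0.0523), and with quantile normalization (-0.14, adjusted p = 0.179), the replicate block (0.0706) and the nuclei covariate (-0.33, 0.0882). In WT the call of Mdh1 was lost with the methods' t-test (adjusted p = 0.0819). Between the HFD groups Mdh1 differed by 0.17 (standard error 0.08, limma adjusted p = 0.428), higher in 7 of 7. Its interaction was 0.24 (adjusted p = 0.699). Cox7c was 969 ± 153 (SD, n = 6) in WT HFD and 971 ± 72.0 (SD, n = 7) in lncMGC KO HFD, from 1401 ± 24.4 and 1421 ± 83.2 in the Con groups. Its diet effect was -0.55 (standard error 0.10, limma adjusted p = 0.000350) in WT, lower in 6 of 6 ROIs, and -0.55 (standard error 0.09, limma adjusted p = 0.000101) in lncMGC KO, lower in 7 of 7, the first not called with the nuclei covariate (-0.48, adjusted p = 0.149), the methods' t-test (0.0817) and a test on unlogged values chosen after the data were seen (0.0650). The HFD groups differed by 0.015 (adjusted p = 0.970, higher in 4 of 7). That sign changed to -0.079 with the negative probe, -0.048 with quantile normalization and -0.052 with the nuclei covariate. It also changed with array weights (-0.031), the replicate block (-0.020), edgeR (-0.021) and DESeq2 (-0.020). The interaction of Cox7c was -0.0036 (adjusted p = 0.994). Cox7b was 1479 ± 267 (SD, n = 6) in WT HFD and 1579 ± 86.7 (SD, n = 7) in lncMGC KO HFD. Its diet effect was -0.43 (standard error 0.11, limma adjusted p = 0.0120) in WT, lower in 6 of 6, lost without WT Con 3 (adjusted p = 0.0503) and with quantile normalization (-0.17, adjusted p = 0.122), the negative probe (-0.46, 0.0508), a fit of only these groups (0.125), the nuclei covariate (-0.48, 0.228), the methods' t-test (0.225) and a test on unlogged values chosen after the data were seen (0.140), and -0.33 (standard error 0.10, limma adjusted p = 0.0284) in lncMGC KO, lower in 7 of 7, lost without lncMGC KO Con 1 (adjusted p = 0.0739), lncMGC KO Con 2 (0.0674), lncMGC KO Con 3 (0.0581), lncMGC KO HFD 1 (0.0534), lncMGC KO HFD 2 (0.0540) and lncMGC KO HFD 6 (0.0565) and with quantile normalization (-0.14, adjusted p = 0.171) and the nuclei covariate (-0.36, 0.0974). The HFD groups differed by 0.12 (adjusted p = 0.669, higher in 7 of 7), and the interaction was 0.10 (adjusted p = 0.896; -0.10 scaled to the negative probe). Differences of this size between the HFD groups were within the spread between ROIs, some of which share an animal.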

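Irs1 had Q3-normalized values of 143 ± 23.2 (SD, n = 4) in WT Con, 79.4 ± 11.3 (SD, n = 6) in WT HFD, 129 ± 28.3 (SD, n = 5) in lncMGC KO Con and 84.3 ± 8.45 (SD, n = 7) in lncMGC KO HFD. HFD changed it by -0.85 (standard error 0.13, limma adjusted p = 6.68e-05) in WT and -0.59 (standard error 0.12, limma adjusted p = 0.00183) in lncMGC KO, lower in 6 of 6 and 7 of 7 ROIs, and 11 and 11 of 12 alternatives called it. lncMGC KO HFD and WT HFD differed by 0.092 (standard error 0.12, limma adjusted p = 0.812), with 5 of 7 ROIs above the WT HFD mean, a difference within the spread between ROIs that was -0.0014 scaled to the negative probe. Irs2 was 155 ± 20.6 (SD, n = 4), 59.1 ± 12.4 (SD, n = 6), 145 ± 53.5 (SD, n = 5) and 60.3 ± 17.6 (SD, n = 7) in the same order. Its diet effect was -1.41 (standard error 0.22, limma adjusted p = 7.55e-05) in WT and -1.24 (standard error 0.20, limma adjusted p = 0.000119) in lncMGC KO, lower in 6 of 6 and 7 of 7 ROIs, called by 10 and 11 of 12 alternatives, and in 3 ROIs of each HFD group it lay below 1.5 times the negative probe. Between the HFD groups Irs2 differed by -0.0071 (standard error 0.19, limma adjusted p = 0.992), with 3 of 7 ROIs below the WT HFD mean. Over the alternatives of the processing this difference ranged from -0.31 to 0.0056 and was never called. The interactions were 0.26 for Irs1 (adjusted p = 0.752) and 0.16 for Irs2 (adjusted p = 0.917; -0.033 scaled to the negative probe). Shared animals make these p-values too small.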

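Between lncMGC KO Con and WT Con limma called 2 genes, both higher in lncMGC KO Con, with 434 genes at an unadjusted p under 0.05, and 141 passed the study's threshold, 18 higher and 123 lower. The 2 called genes had no overlap between the groups. Over all 8319 genes 146 had no overlap, where chance gives 1.59% of genes. Ide, the insulin-degrading enzyme, was 299 ± 25.5 (SD, n = 5) against 155 ± 6.99 (SD, n = 4), 0.95 (standard error 0.12, limma adjusted p = 9.02e-05), above the WT Con mean in 5 of 5 ROIs. Dbp, a clock-controlled transcription factor, was 132 ± 17.3 (SD, n = 5) against 79.0 ± 8.19 (SD, n = 4), 0.74 (standard error 0.14, limma adjusted p = 0.0330), higher in 5 of 5, and this call was lost without WT Con 1 (adjusted p = 0.137), WT Con 3 (0.187), WT Con 4 (0.137), lncMGC KO Con 1 (0.0997), lncMGC KO Con 2 (0.138), lncMGC KO Con 3 (0.0651) and lncMGC KO HFD 4 (0.0508), and with quantile normalization (0.72, adjusted p = 0.0553), a fit of only these groups (0.0501), the nuclei covariate (0.67, 0.526), the methods' t-test (0.651) and a test on unlogged values chosen after the data were seen (0.923). edgeR called 11 genes, DESeq2 7, array weights gave 22 and the replicate block 6, with Ide and Dbp in each, while quantile normalization, a fit of only these groups, the nuclei covariate and the methods' t-test called Ide alone, and a test on unlogged values chosen after the data were seen 0. With edgeR and DESeq2, at the study's threshold, 15 genes were higher and 33 lower and 11 and 29. The count at the study's threshold moved with lncMGC KO Con 1 and with the scaling. Without that ROI 22 genes were higher and 40 lower. Quantile normalization gave 33 and 38 and the negative probe 121 and 45. With 1 ROI left out the number of calls was 1 without WT Con 1, 10 without WT Con 2, 1 without WT Con 3, 1 without WT Con 4, 1 without lncMGC KO Con 1, 1 without lncMGC KO Con 2, 1 without lncMGC KO Con 3, 7 without lncMGC KO Con 4, 6 without lncMGC KO Con 5 and 1 without lncMGC KO HFD 4, and the number at the study's threshold was 245 without WT Con 2, 62 without lncMGC KO Con 1, 236 without lncMGC KO Con 2, 223 without lncMGC KO Con 3, 235 without lncMGC KO Con 4 and 275 without lncMGC KO Con 5. Simulated changes of 0.5 and 1 on the log2 scale were recovered by limma in this comparison for 59% and 99% of genes. ROIs of a shared animal are counted as independent here.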

**Figure 3:**
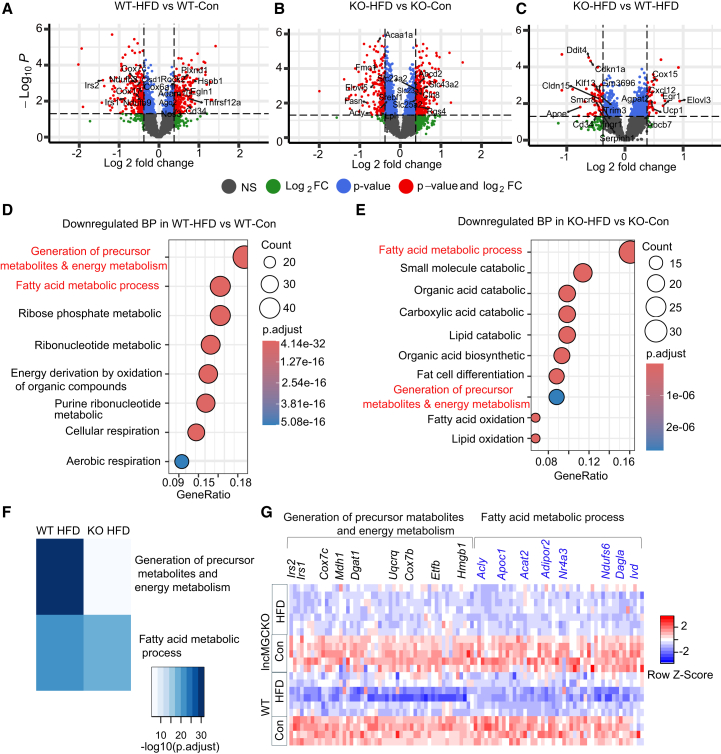
Factors related to energy metabolism and mitochondrial activity are improved in brown adipose tissue of lncMGC KO HFD female mice The Nanostring GeoMx Digital Spatial Profiler (DSP) Whole Transcriptome Atlas (WTA) was used to analyze multiple RNA analytes from a single paraffin-embedded BAT sample. Volcano plots obtained from RNA sequencing analysis represent comparison of differential gene expression between (A) WT HFD versus WT Con, (B) lncMGC KO HFD versus lncMGC KO Con, and (C) lncMGC KO HFD versus WT HFD mice. Top enriched downregulated gene ontology biological process (GOBP), gene numbers based on their associated biological processes, in (D) WT HFD vs. WT Con and (E) lncMGC KO HFD vs. lncMGC KO Con and (F) comparison of enriched biological process of WT HFD vs. WT Con and lncMGC KO HFD vs. lncMGC KO Con. (G) A heatmap illustrating the genes related to generation of precursor metabolites and energy and fatty acid metabolic process were significantly modulated between regions of interest (ROIs) in UCP-1 positive segments across all groups; normalized Q3 values used to generate the heatmap. Data analysis was performed using R. Log2 fold change ±0.378 and *p* value <0.05. The columns of the heatmap represent mitochondrion-related genes depicting markedly altered expression levels as indicated by fold change.

### Factors related to ER-stress in BAT are improved in lncMGC KO HFD female mice

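Over the 14 genes of Table S4, a list the study gives for these samples, the mean log2 fold change of WT HFD over WT Con was 0.41, with 14 of 14 higher (camera adjusted p = 2.74e-08; estimated correlation 5.96e-05). limma called 3 of them, App, Ccnd1 and Bcl2l1, and 9 adjusted over the list alone, which is not independent evidence because the list was reported for the same ROIs. Over 33 genes of the unfolded protein response, listed from their symbols without regard to these samples, the mean was -0.055, with 11 higher (adjusted p = 0.481), and limma called 1, Derl1, over all genes as well as adjusted over the list alone, a gene named here after its values were seen. The p-values treat ROIs of 1 animal as separate replicates.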

Further analysis of RNA-seq data revealed a significant enrichment of genes related to ER stress in the WT-HFD group. These ER stress-associated genes were markedly upregulated in WT-HFD, indicating activation of the unfolded protein response. 

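Between lncMGC KO HFD and WT HFD the mean over the Table S4 genes was -0.20, 13 of 14 lower (camera adjusted p = 3.14e-06; estimated correlation 0.000684), and limma called 1, Hsp90b1, and adjusted over the list alone also Hspa5. The diet effect in lncMGC KO averaged 0.17 (0.2002), a mean of -0.065 when scaled to the negative probe, with 9 of 14 higher. The interaction averaged -0.24, 13 of 14 lower (2.69e-06; estimated correlation 0.000684), with 0 genes called by limma, 3 at an unadjusted p under 0.05 (App, Hsp90b1 and Hspa5) and Hsp90b1 adjusted over the list alone. edgeR and DESeq2 called 0 of them. How the genes were chosen is not given in the sources used here. All of them rise in WT HFD, and genes picked for such a rise would tend to a smaller effect elsewhere. Of 10000 random sets of 14 genes with matched WT diet effects, 2.75% had a mean interaction as low, and the sets averaged -0.13. The unfolded protein response list averaged -0.0089 between the HFD groups (adjusted p = 0.335; median 0.018), -0.020 for HFD in lncMGC KO (0.188) and 0.035 for the interaction (0.468), none of which passed. limma called 1, 4 and 0 of its genes in these comparisons, and 2, 4 and 0 adjusted over the list alone. Between the HFD groups this list was -0.064 with the nuclei covariate (unadjusted p = 0.00792). It was 0.0028, 0.0020 and 0.0042 without WT HFD 2, WT HFD 3 and WT HFD 4. Its interaction changed sign with the negative probe (-0.16), quantile normalization (-0.012), edgeR (-0.024) and DESeq2 (-0.024), each at an unadjusted p above 0.05. ROIs are not all from different animals, so these p-values are too small.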

Notably, these ER stress-related genes were attenuated in the lncMGCKO-HFD group, suggesting a potential protective effect that may contribute to improved BAT function (Figure S7). ER dysfunction is not limited to the endoplasmic reticulum but also impacts other components of the protein secretory pathway, as evidenced by the upregulation of some protein chaperones, including heat shock proteins (HSPs).^45^^,^^46^ For instance, ER stress-related transcript HSPA5 is elevated in individuals with higher body mass index.^47^ 

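Hsp90b1 was 207 ± 22.7 (SD, n = 4) in WT Con, 249 ± 25.9 (SD, n = 6) in WT HFD, 218 ± 14.8 (SD, n = 5) in lncMGC KO Con and 193 ± 20.9 (SD, n = 7) in lncMGC KO HFD. It was higher in WT HFD than in WT Con by 0.27 (standard error 0.10, limma adjusted p = 0.105), in 6 of 6 ROIs, and lower in lncMGC KO HFD than in WT HFD, -0.37 (standard error 0.08, limma adjusted p = 0.0285), in 7 of 7 ROIs. The second was called, and the call was lost without WT HFD 2 (adjusted p = 0.0529), WT HFD 3 (0.0824), WT HFD 4 (0.0928), WT HFD 6 (0.0536), lncMGC KO HFD 1 (0.0664), lncMGC KO HFD 2 (0.0813), lncMGC KO HFD 5 (0.0626) and lncMGC KO HFD 6 (0.0521), and with array weights (-0.32, adjusted p = 0.0849), the replicate block (0.0650), the nuclei covariate (-0.51, 0.376), the methods' t-test (0.179) and a test on unlogged values chosen after the data were seen (0.302). Hspa5 was 281 ± 22.9 (SD, n = 4) in WT Con, 323 ± 25.2 (SD, n = 6) in WT HFD, 299 ± 34.7 (SD, n = 5) in lncMGC KO Con and 267 ± 33.0 (SD, n = 7) in lncMGC KO HFD, with 0.20 (standard error 0.10, limma adjusted p = 0.246) for HFD in WT, higher in 6 of 6, and -0.28 (standard error 0.08, limma adjusted p = 0.122) between the HFD groups, lower in 6 of 7, which became a call without lncMGC KO HFD 3 (adjusted p = 0.0313). DESeq2, which gave no adjusted p to 2581 genes between the HFD groups, gave Hspa5 an adjusted p of 0.0259 (range over the alternatives 0.0259 to 0.722). Quantile normalization called the rise in WT for Hsp90b1 (0.36, adjusted p = 0.0213) and Hspa5 (0.34, 0.0342), as 1 of 12 alternatives for each. Hspa1a was 48.5 ± 20.8 (SD, n = 4) in WT Con, 122 ± 43.9 (SD, n = 6) in WT HFD, 59.2 ± 42.9 (SD, n = 5) in lncMGC KO Con and 71.4 ± 33.0 (SD, n = 7) in lncMGC KO HFD, and 3 of its values in WT Con, 1 in WT HFD, 3 in lncMGC KO Con and 4 in lncMGC KO HFD lay below 1.5 times the negative probe. It differed by 1.33 (standard error 0.47, limma adjusted p = 0.0916) for HFD in WT, higher in 6 of 6, and -0.79 (standard error 0.41, limma adjusted p = 0.449) between the HFD groups, lower in 6 of 7. The first became a call without WT HFD 6 (adjusted p = 0.0347) and lncMGC KO Con 1 (0.00545), and 6 of 12 alternatives called it (adjusted p from 0.00260 to 0.199). HFD in lncMGC KO changed the genes Hsp90b1, Hspa5 and Hspa1a by -0.19, -0.17 and 0.63, the last being -0.014 without lncMGC KO Con 1. The interactions were -0.45, -0.37 and -0.70 (adjusted p = 0.454, 0.519 and 0.813). Some ROIs share an animal, so these p-values are too small.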

In our RNA-seq analysis, we found HSP genes such as *Hsp90b1*, *Hspa5*, *Hspa1a* were increased in WT-HFD and reduced in lncMGCKO HFD mice. 

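Ddit3 was 68.2 ± 8.62 (SD, n = 4) in WT Con, 81.7 ± 10.1 (SD, n = 6) in WT HFD, 71.0 ± 11.3 (SD, n = 5) in lncMGC KO Con and 70.0 ± 13.9 (SD, n = 7) in lncMGC KO HFD, and 1 WT Con and 2 lncMGC KO HFD values lay below 1.5 times the negative probe. HFD changed it by 0.26 (standard error 0.14, limma adjusted p = 0.346) in WT, higher in 6 of 6 ROIs, and by -0.034 (standard error 0.13, limma adjusted p = 0.906) in lncMGC KO, and lncMGC KO HFD differed from WT HFD by -0.24 (standard error 0.12, limma adjusted p = 0.447), lower in 6 of 7. The direction in lncMGC KO changed with edgeR and DESeq2, to 0.030 in each, with array weights (0.044) and with the nuclei covariate (0.068). It also changed without lncMGC KO Con 1 (0.058) or lncMGC KO HFD 4 (0.061). None of these differences was called, nor was the interaction, -0.29 (adjusted p = 0.731).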

Notably, the increased expression of *Ddit3/Chop*, ER stress marker and regulator of lncMGC expression, observed in WT-HFD mice vs. control mice, decreased in lncMGCKO HFD mice (Figure S7). It is known that cyclin D1 (*Ccnd1*) plays a key role in regulating PPARγ-driven adipocyte differentiation by increasing histone deacetylase activity, thereby inhibiting both PPARγ activity and adipogenesis.^48^ Furthermore, studies have shown that tripartite motif-containing 25 (TRIM25) regulates adipocyte differentiation through proteasome-mediated degradation of PPARγ, and that knockdown of TRIM25 increases PPARγ protein levels and enhances adipogenic differentiation.^49^ Our RNA-seq data show that the increased expression of these genes in WT-HFD mice was downregulated in lncMGCKO HFD mice (Figure S7). 

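Ccnd1 was 47.2 ± 7.25 (SD, n = 4) in WT Con, 68.5 ± 14.0 (SD, n = 6) in WT HFD, 44.4 ± 5.41 (SD, n = 5) in lncMGC KO Con and 74.3 ± 12.2 (SD, n = 7) in lncMGC KO HFD, and all its values in the Con groups and 1 in each HFD group lay below 1.5 times the negative probe. HFD raised it by 0.53 (standard error 0.15, limma adjusted p = 0.0299) in WT, in 6 of 6 ROIs, a call lost without WT Con 1 (adjusted p = 0.0602), WT Con 2 (0.0718), WT Con 3 (0.161), WT HFD 3 (0.0886) and WT HFD 4 (0.0674), and with the negative probe (0.49, adjusted p = 0.0623), a fit of only these groups (0.0603), the nuclei covariate (0.57, 0.386), the methods' t-test (0.199) and a test on unlogged values chosen after the data were seen (0.187), and by 0.73 (standard error 0.14, limma adjusted p = 0.000835) in lncMGC KO, in 7 of 7. Between the HFD groups Ccnd1 differed by 0.12 (standard error 0.13, limma adjusted p = 0.773), higher in 6 of 7 lncMGC KO HFD ROIs, and the interaction was 0.20 (adjusted p = 0.836). Trim25 was 75.3 ± 2.93 (SD, n = 4) in WT Con, 93.0 ± 16.8 (SD, n = 6) in WT HFD, 83.7 ± 9.86 (SD, n = 5) in lncMGC KO Con and 91.5 ± 3.38 (SD, n = 7) in lncMGC KO HFD. Its diet effect was 0.28 (standard error 0.11, limma adjusted p = 0.146) in WT, higher in 5 of 6, which became a call without WT HFD 1 (adjusted p = 0.0350), and 0.14 (standard error 0.10, limma adjusted p = 0.436) in lncMGC KO, higher in 7 of 7 and -0.10 when scaled to the negative probe. The HFD groups differed by -0.0035 (adjusted p = 0.992, lower in 4 of 7), with an interaction of -0.15 (adjusted p = 0.836). These p-values are too small where ROIs share an animal.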

We compared the fold changes (FC) in the expression of ER stress-related genes across groups. This analysis revealed that lncMGC KO decreased the HFD-induced upregulation of ER stress-related genes, indicating an attenuation of ER stress signaling in lncMGC KO HFD mice compared with WT-HFD mice (Table S4).

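In the limma fit the diet effect was smaller in lncMGC KO than in WT for 13 of the 14 genes of Table S4, the exception being Ccnd1. In WT 14 were higher on HFD, 10 at an unadjusted p under 0.05 and 5 at the study's threshold. In lncMGC KO 9 were higher and 5 lower, with 5 at an unadjusted p under 0.05, of which limma called App and Ccnd1, and, adjusted over the list alone, also Nck1 and Bcl2l1. The largest WT effect after Hspa1a was that of App, 0.80 (standard error 0.12, limma adjusted p = 2.47e-05), higher in 6 of 6 ROIs. In lncMGC KO App rose by 0.43 (standard error 0.11, limma adjusted p = 0.00838), higher in 7 of 7. The WT call of App was lost with the methods' t-test (adjusted p = 0.0808) and a test on unlogged values chosen after the data were seen (0.143). Its lncMGC KO call was lost with the negative probe (0.20, adjusted p = 0.224) and the nuclei covariate (0.42, 0.0653). With any one ROI left out, or under the 11 alternatives of the processing, the number of genes with a smaller effect stayed between 12 and 13. The list was reported for these same samples and is not independent of them, and the limits given for ROIs of shared animals apply.

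**Figure D3:**
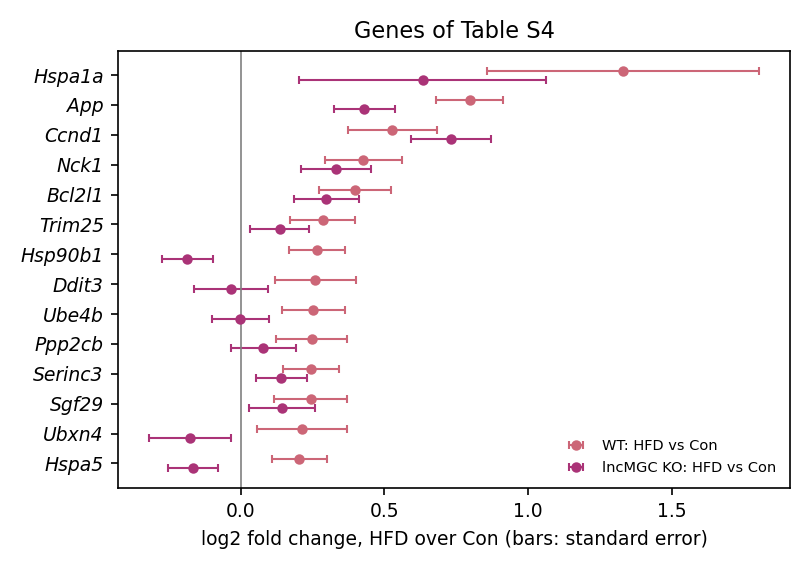
Log2 fold change of HFD over Con for the 14 genes of Table S4 in WT and in lncMGC KO (x axis in log2 units; points are limma estimates and bars their standard errors). 14 of 14 genes lie above 0 in WT and 9 of 14 in lncMGC KO; Ccnd1 is the gene with the larger value in lncMGC KO.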

Collectively, these findings also suggest that enhanced BAT function observed in lncMGCKO HFD mice may be mediated, at least in part, by improved ER stress responses and enhanced adipogenesis.

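A list of 29 fat cell differentiation genes, written from symbols, had a mean log2 fold change of 0.065 between lncMGC KO HFD and WT HFD, 22 higher and 7 lower (camera adjusted p = 0.259; estimated correlation 0.774). limma called 0 of them, and 1 adjusted over the list alone, Plin4, named after its values were seen. The mean was -0.029 when scaled to the negative probe and -0.12 (unadjusted p = 0.00110, so past 0.05 in the other direction) with the nuclei count as a covariate. On HFD the list fell by 0.19 in WT (21 lower, 0.00563; estimated correlation 0.531; -0.12 and no longer past the threshold without WT Con 2, nor with quantile normalization, -0.088, unadjusted p = 0.310, or the nuclei covariate, -0.0044, unadjusted p = 0.477) and by 0.17 in lncMGC KO (20 lower, 0.000253; estimated correlation 0.400; with quantile normalization -0.11, unadjusted p = 0.0542). limma called 7 of the genes in WT and 11 in lncMGC KO, and 10 and 11 adjusted over the list alone. The interaction was 0.023 (adjusted p = 0.434), with a sign that changed under quantile normalization (-0.018), with the negative probe (-0.17), array weights (-0.080, unadjusted p = 0.00417), the nuclei covariate (-0.068, unadjusted p = 0.00234), edgeR (-0.063) and DESeq2 (-0.055), and without WT Con 2 (-0.049, unadjusted p = 0.00277), lncMGC KO Con 1 (-0.054, unadjusted p = 0.0270), WT HFD 3 (-0.0026) or lncMGC KO HFD 7 (-0.00020). ROIs of shared animals make these p-values too small.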

To strengthen the mechanistic aspects, we also conducted a more in-depth pathway analysis of the RNA-seq data, which revealed strong enrichment in pathways related to protein regulation, including protein catabolic processes, localization, as well as transport (e.g., carboxylic acid, organic acid, organic anion, and organic amine), and adipogenesis, also evidenced by increased fat cell differentiation in lncMGC KO HFD vs. WT HFD mice (Figure S8).

Together, these data suggest that increased EE in lncMGC KO mice is due to increased mitochondrial activity, adipogenesis, and related processes in BAT.

### Loss of lncMGC improves mitochondrial structure and function in brown adipose tissue in HFD-fed mice

The data from DSP noted previously revealed that metabolic improvements in BAT of the lncMGC KO mice could be driving the anti-obesity effect, at least in part. We thus examined the regulatory impact of lncMGC on BAT structure and function through analysis of BAT whitening and mitochondrial morphological changes. Increased whitening of BAT and lipid droplets in WT HFD mice (versus WT Con) were significantly attenuated in lncMGC KO HFD, in both male (Figures 4A and 4B) and female (Figures 4F and 4G) mice. Transmission electron microscopy (TEM) analysis of mitochondrial ultrastructure revealed that abnormal morphology of BAT mitochondria characterized by elongated shape and loss of structured cristae (outlined in red) seen in WT HFD mice were markedly alleviated in lncMGC KO HFD male (Figure 4A) and female (Figure 4F) mice. Furthermore, decreased mitochondria number and increased mitochondrial area and length detected in WT HFD mice were not observed in lncMGC KO HFD male (Figure 4C) and female mice (Figure 4H). Immunostaining revealed that HFD-induced decrease in the expression of uncoupling protein-1 (UCP-1), a key thermogenic marker, mitochondrial fission 1 protein [(FIS1), a mitophagy marker and target of miR-379],^18^ and RNA binding protein Y-box binding protein 1 [(YBX1),^50^ a potential target of miR-379] in WT HFD mice were attenuated in lncMGC KO HFD male (Figure 4D) and female (Figure 4I) mice. Additionally, increased expression of CHOP protein staining observed in WT-HFD vs. WT-Con was attenuated in lncMGCKO HFD male and female mice (Figure S10). Compared to WT Con, the expression of lncMGC was significantly increased in BAT of WT HFD male (Figure 4E) and female mice (Figure 4J). In male mice, compared to WT Con, we did not observe a significant decrease in gene expression of *Ucp-1* and *Fis-1* despite decreases in their protein levels in WT HFD mice (Figure S11A); this may be due to post-transcriptional regulation since certain miRNA targets are regulated at both the post-transcriptional and translational levels.^51^ However, gene expression of mitochondrial transcription factor A [(*Tfam*), a potential target of miR-3072 and miR-539),^52^ *Ybx1*, and mediator of mitophagy PTEN-induced putative kinase 1 (*Pink-1*)^53^ were significantly decreased in WT HFD but not in the corresponding lncMGC KO HFD mice compared to the respective controls (Figure S11A). Furthermore, partial reduction of mitophagy regulator Parkin RBR E3 ubiquitin-protein ligase (*Prkn*)^50^ seen in WT HFD versus WT con was attenuated in lncMGC KO HFD mice (Figure S11A). In female mice, decreased gene expressions of *Ucp-1, Fis-1*, *Tfam*, *Ybx1*, and *Pink1* in WT HFD compared to WT Con were restored in lncMGC KO HFD mice (Figure S11B), while no significant differences in *Prkn* gene expression were detected between the groups. In addition, we measured the expression of miRs-379, -377, and -410 in the BAT from WT and lncMGC KO HFD male mice (Figure S11C). We observed that the expression of miR-379 was significantly decreased in lncMGC KO control and HFD mice compared to their respective controls (Figure S11C).

**Figure 4:**
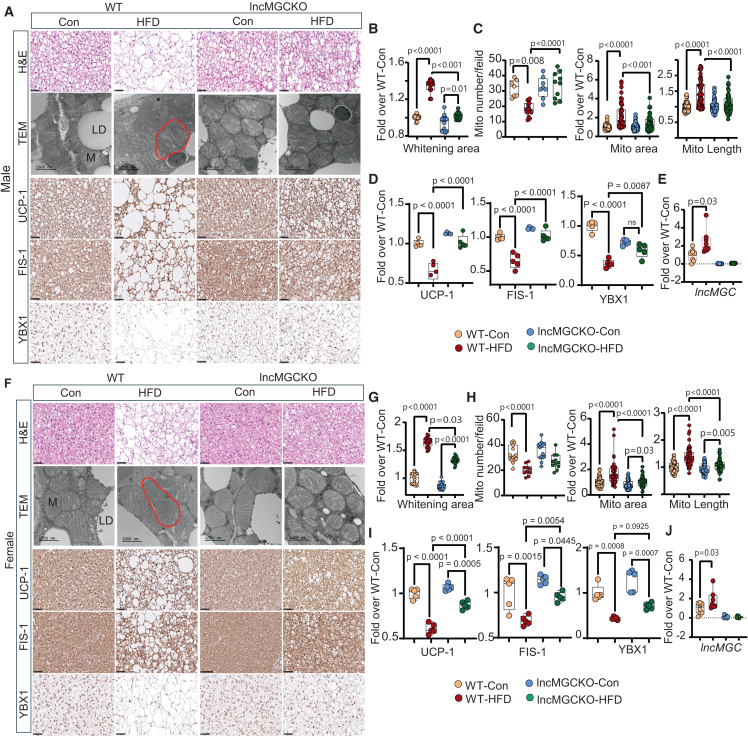
lncMGC KO improves mitochondrial structure and function markers in brown adipose tissue of HFD-fed mic In male mice, (A) H&E staining shows increased lipid droplets and whitening of BAT in WT HFD, which are reduced in lncMGC KO HFD mice. TEM images show mitochondrial structure (Red line). IHC shows staining of UCP-1 (thermogenesis marker), FIS1 (mitophagy marker and target of miR-379), and YBX1 (RNA binding protein which regulates thermogenesis and mitophagy) in BAT. Quantitative analysis of (B) lipid droplet accumulation (H&E staining, whitening area) (*n* = 20 area/group). (C) mitochondrial number (n = 7–15 field), area (*n* = 50 mitochondria/field), and length (*n* = 50 mitochondria/field); (D) UCP-1 FIS1, and YBX1. *n* = 5/group. (E) Gene expression of lncMGC in BAT (n = 6–8/group). In female mice, (F) H&E staining shows whitening of BAT in WT- HFD female mice, which was reduced in lncMGC KO HFD. TEM images showing mitochondrial structure (Red line), and IHC staining of UCP-1, FIS1, and YBX1 in BAT. Quantitative analysis of (G) lipid droplet accumulation (*n* = 20 area/group). (H) mitochondrial number (*n* = 10–15 field), area (*n* = 50 mitochondria/field), and length (*n* = 50 mitochondria/field), (I) UCP-1, FIS1, and YBX1. *n* = 5/group. (J) Gene expression of lncMGC in BAT (n = 7–8 mice/group). 20 weeks HFD. Scale bars, 50 μm. Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

These data suggest that lncMGC/miR-379 axis can regulate key parameters involved in BAT mitochondrial function.

### GapmeR targeting mouse lncMGC reduces weight gain and improves insulin sensitivity in HFD-fed mice

Locked nucleic acid (LNA)-modified GapmeRs (DNA-RNA hybrid antisense oligonucleotides) are optimized for specific RNA inhibition *in vitro* and *in vivo* and are particularly effective for inhibiting nuclear lncRNAs.^20^^,^^54^ We recently demonstrated that GapmeR targeting miR-379 (the first miRNA in the lncMGC/miR379 cluster) efficiently reduced the expression of miR-379 and increased target genes in 3T3L1 preadipocyte cells.^31^ Moreover, GapmeR targeting lncMGC significantly reduced lncMGC/miR379 in mouse models of diabetic kidney disease and in human and mouse renal cells and islets.^20^^,^^29^ Here, we tested the potential effects of the GapmeR targeting mouse lncMGC (mlncMGC) on HFD-induced obesity and adipose dysfunction in WT-C57BL/6J mice (Figure S12A). We fed WT male and female mice with chow diet or HFD, and as expected, we observed significant weight gain in HFD-fed mice after two weeks (Figure S12B). Then, mice were randomly divided into 3 groups and injected with either negative control (NC) GapmeR (HFD/NC) or GapmeR targeting mlncMGC (HFD/Gap) at 5 mg/kg body weight once a week for an additional 8 weeks, while untreated HFD-fed mice were used as control (HFD) (Figure S12A).

Delivery and accumulation of mlncMGC GapmeR (red signals) into the gWAT was confirmed by an *in situ* hybridization assay with a fluorescent antisense LNA-modified probe (Figure 5A). mlncMGC expression was decreased in gWAT in HFD/Gap mice compared to the HFD/NC groups (Figure 5B).

**Figure 5:**
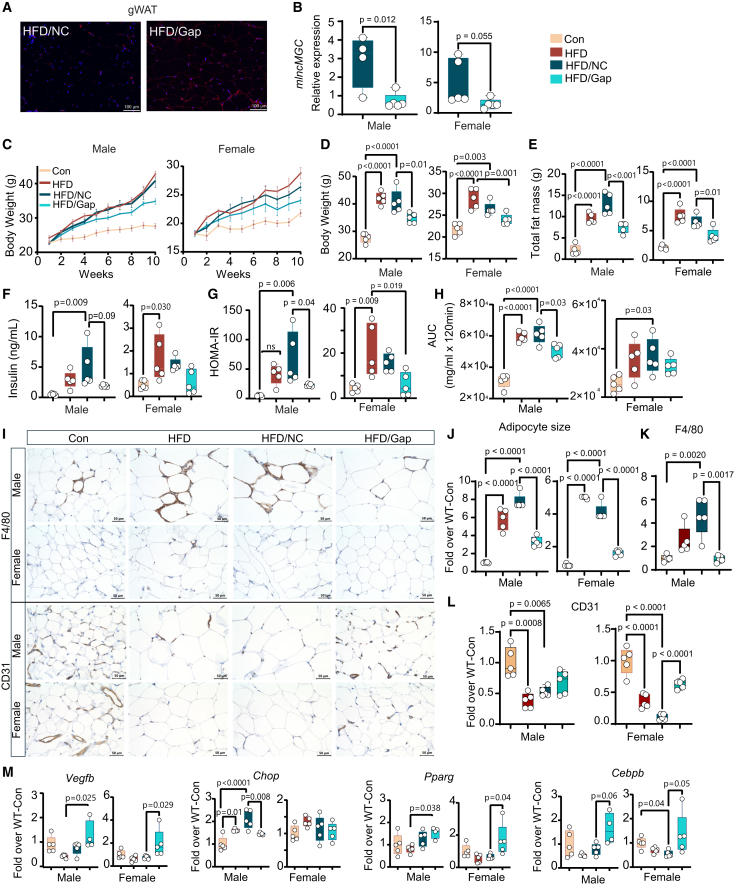
lncMGC-GapmeR treatment reduces the rate of weight gain and improves insulin sensitivity in HFD-fed mice (A) Representative images show GapmeR accumulation in gWAT in HFD/NC and HFD/Gap mice by *in situ* hybridization with a fluorescent antisense LNA-modified probe. (B) Gene expression of mlncMGC (n = 4–5/group) in HFD/NC and HFD/Gap mice. (C–H)Weekly body weight gain, (D) endpoint body weight, (E) total body fat, (F) plasma insulin levels, (G) Homeostatic model assessment HOMA-IR, and (H) area under the curve (AUC) for glucose tolerance test (GTT) in male and female mice. (I–L) IHC staining of F4/80 (macrophage marker) and CD31 (endothelial cell marker) in gWAT in male and female mice. Scale bars, 50 μm; 40× magnification. Quantitative analysis of (J) adipocyte size, (K) F4/80, and (L) CD31. *n* = 5/group. (M) Gene expression of *Vegfb* (angiogenesis marker) *Chop* (ER stress marker) *Pparg* and *Cebpb* (adipogenesis markers) in gWAT in male and female mice. Control chow-diet (Con), high-fat diet (HFD), negative control (NC) GapmeR (HFD/NC), GapmeR targeting lncMGC (HFD/Gap). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. XY graphs show the mean (SD). The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p*-values are indicated in the bar graphs.

We found that mice receiving the GapmeR targeting lncMGC showed significantly lower rates of weight gain in HFD/Gap mice vs. HFD/NC mice (Figures 5C and 5D), accompanied by reduced total body fat as assessed by Echo/MRI when compared to HFD or HFD/NC mice (Figure 5E). Total lean mass did not differ between these groups (Figure S13A).

At the end of the study, both male and female mice in the HFD groups (control and NC) exhibited higher BGLs compared to chow-fed control mice, with HFD/Gap mice showing a slight BGLs reduction (Figure S13B). Interestingly, HFD/Gap male mice exhibited significant improvement in hyperinsulinemia, HOMA-IR, glucose tolerance (GTT), and HOMA-B%, while HFD/Gap female mice showed a moderate improvement in these parameters when compared to respective HFD/NC mice (Figures 5F–5H and S13C). Moreover, pancreatic islet hyperplasia seen in HFD was alleviated in HFD/Gap mice (Figure S13D).

Histological examination and quantitative analysis showed that mlncMGC-GapmeR attenuated adipocyte hypertrophy in HFD/Gap mice versus HFD/NC (Figures 5I and 5J). Immunohistochemistry data showed that mlncMGC-GapmeR reduced gWAT inflammation (F4/80) in HFD male mice (Figures 5I and 5K). We did not observe distinct F4/80 positive cells in gWAT from female HFD mice (Figure 5I). The decreased level of CD31 (vascular endothelial marker) observed in HFD mice was also restored in gWAT of HFD/Gap mice (Figures 5I–5L), suggesting improved angiogenesis. This was further supported by data showing that in gWAT, *Vegfb (*an angiogenesis marker*)* gene expression was significantly increased in HFD/Gap compared to HFD mice (Figure 5M). The expression of *Chop* was significantly increased by HFD in male mice but was attenuated by lncMGC Gap treatment, suggesting ameliorated ER stress. *Pparg* and *Cebpb* (adipogenic markers) were increased in HFD/Gap compared to the HFD/NC group (Figure 5M). We have also measured the expression of some other cluster miRNAs, including miR-379, in the gWAT in control and HFD lncMGC-GapmeR-treated male and female groups. The expressions of miRs-379, -377, -380, -410, -411, and -495 were increased by HFD in gWAT in male mice. In female mice, miRs-379, 494, -410, -411, and -495 were increased by HFD in gWAT (Figure S14). Although we observed lncMGC GapmeR-mediated reduction in the expression of these miRNAs in HFD/Gap mice, the changes were not statistically significant compared to HFD/NC mice (Figure S14). Unlike targeting a single microRNA such as miR-379, targeting lncMGC provides broader regulatory effects. Our findings demonstrate that inhibition of lncMGC with a GapmeR confers significant metabolic benefits and anti-obesity effects.

### GapmeR targeting mlncMGC improves BAT mitochondrial structure and function markers in HFD-fed mice

Using *in situ* hybridization, we confirmed that the GapmeR accumulated in BAT (Figure 6A). In parallel, gene expression of mlncMGC was significantly reduced in BAT of HFD/Gap mice compared to HFD/NC in male and female mice (Figure 6B). BAT whitening observed in HFD mice was attenuated in HFD/Gap male (Figure 6C) and female mice (Figure 6D). IHC staining and quantitative analysis showed the levels of UCP-1, FIS-1, and mitochondrial oxidative phosphorylation marker succinate dehydrogenase B (SDHB)/mitochondrial complex II,^55^ were significantly increased in BAT in HFD/Gap male (Figures 6C and 6E) and female (Figures 6D and 6F) mice versus HFD/NC mice. Decreased level of YBX1 in HFD and HFD/NC mice (Figures 6C and 6F) was restored only in HFD/Gap female mice (Figures 6D and 6F). We found that mlncMGC GapmeR significantly increased the gene expression of *Ucp-1*, *Pparg*, and *Tfam* in HFD/Gap male mice compared to HFD/NC mice (Figure S15A). However, we did not observe any differences in the gene expression of other putative targets [*Fis-1,* thermogenesis regulator peroxisome proliferator-activated receptor γ coactivator 1α (*Ppargc1α*), *Ybx1*, *Pink*, *Prkn*] between the HFD groups (Figure S15A). On the other hand, the altered expression of these genes was fully or partially attenuated in corresponding HFD/Gap female mice, revealing some sex-specific differences (Figure S15B). The observation that certain endpoints show significance only in one sex suggests potential sex-specific biological differences in other endpoints tested that may influence the measured outcomes. Female C57BL/6 mice have been reported to be less prone to HFD diet-induced obesity relative to male mice.^56^ These differences could be attributed to various factors, including hormonal regulation, genetic patterns, metabolic differences, and variations in immune responses between males and females. For instance, sex hormones such as estrogen can modulate signaling pathways differently, potentially affecting gene expression, insulin sensitivity, inflammatory responses, or sex differences in gut microbiome.^57^^,^^58^^,^^59^ Additionally, epigenetic modifications unique to each sex may contribute to variations in chromatin accessibility and gene regulation, influencing the observed effects.^60^

**Figure 6:**
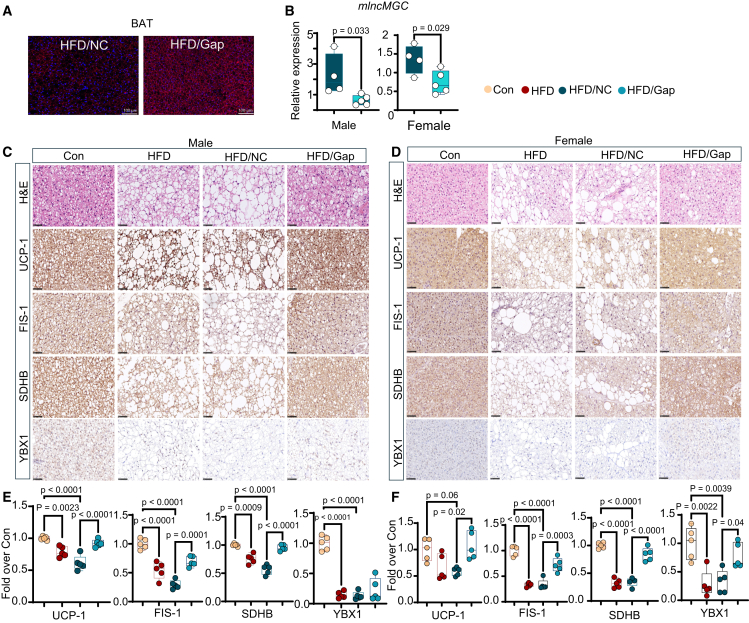
GapmeR targeting mouse lncMGC improves mitochondrial structure and function markers in brown adipose tissue of HFD-fed mice (A) Representative images show GapmeR accumulation in BAT in HFD /GapmeR mice by *in situ* hybridization with a fluorescent antisense LNA-modified probe. Scale bars, 100 μm; 20× magnification. (B) Gene expression of lncMGC in BAT in HFD/NC and HFD/Gap male and female mice. (n = 4–5 mice/group). In male mice, (C) H&E staining shows reduced lipid droplets and whitening of BAT in HFD mice treated with lncMGC-GapmeR. (C) IHC staining and (E) quantitative analysis of UCP-1, FIS1, SDHB (mitochondrial respiratory marker), and YBX1. *n* = 5/group. In female mice, (D) H&E staining reveals an increase in lipid droplets and whitening of BAT in HFD mice, which is reduced in HFD mice treated with lncMGC-GapmeR. (D) IHC staining and (F) quantitative analysis of UCP-1, FIS1, SDHB, and YBX1.*n* = 5/group.10 weeks HFD. Scale bars, 50 μm; 40× magnification. Control chow-diet (Con), high-fat diet (HFD), negative control (NC) GapmeR (HFD/NC), GapmeR targeting lncMGC (HFD/Gap). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

### GapmeR targeting human lncMGC protects partially humanized lncMGC mice from obesity and adipocyte hypertrophy

In WAT samples obtained from obese/overweight human donors, we observed that human lncMGC expression was significantly increased as compared to lean individuals (Figure 7A). To determine the translational potential of targeting lncMGC to reduce obesity/metabolic dysfunction in humans, we used novel partially humanized lncMGC (hlncMGC) mice generated in our laboratory using CRISPR-Cas9 editing in which key non-homologous mouse sequences are replaced with human sequences.^29^ hlncMGC homo (500 bp) mice were selected for experiments as recently described.^29^

**Figure 7:**
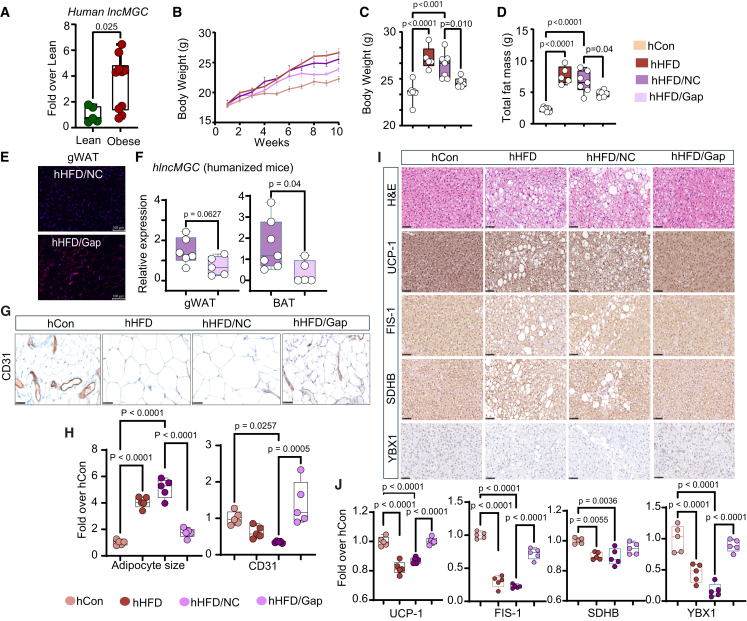
hlncMGC-GapmeR treatment reduces the rate of weight gain and improves key functional markers in gWAT and BAT of partially humanized lncMGC HFD-fed female mice (A) Expression of lncMGC in white adipose tissue (WAT) samples obtained from human lean and overweight/obese donors. (B) Weekly and (C) endpoint body weight, (D) total body fat in partially humanized female mice fed HFD for 10 weeks. (E) Representative images show GapmeR accumulation (red signals) in gWAT in partially humanized lncMGC HFD/GapmeR (hHFD/Gap) female mice by *in situ* hybridization. (F) Expression of hlncMGC in gWAT in negative control (NC) GapmeR (hHFD/NC) and hHFD/Gap humanized mice (n = 5–7/group) and (G) IHC staining of CD31 in gWAT sections. (H) Quantitative analysis of adipocyte size and CD31. *n* = 5/group. (I) H&E staining shows a significant reduction of lipid droplets and whitening of BAT in hHFD/Gap mice. (I) IHC staining and (J) quantitative analysis of UCP-1, FIS1, SDHB, and YBX1 in BAT. *n* = 5/group. Scale bars, 50 μm; 40× magnification. Control chow-diet (hCon), high-fat diet (hHFD). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. XY graph shows mean SD. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

Based on our findings that mlncMGC-GapmeR protected further weight gain in WT HFD mice, we tested whether hlncMGC-GapmeR reduces/slows down weight gain in hlncMGC HFD mice. We fed hlncMGC female mice with a chow diet or HFD for two weeks and observed significant weight gain in HFD-fed mice after two weeks (Figure S16B). They were then randomly treated with NC-GapmeR (hHFD/NC) or GapmeR targeting hlncMGC (hHFD/Gap) 5 mg/kg/once a week for 8 weeks. Untreated HFD (hHFD) mice served as control (Figure S16A). As shown in Figures 7B and 7C, hHFD/Gap mice gained weight at a significantly slower rate compared to hHFD/NC mice. The increase in total fat mass observed in hHFD and hHFD/NC mice was significantly reduced in hHFD/Gap mice (Figure 7D).

We confirmed GapmeR accumulation in gWAT using *in situ* hybridization (Figure 7E, red signals) and a significant decline in hlncMGC expression in both gWAT and BAT of hHFD/Gap mice compared to hHFD/NC mice (Figure 7F). Histology of gWAT showed significant improvements in adipocyte hypertrophy in hHFD/Gap mice compared to HFD/NC mice (Figure 7H). In addition, the decrease in CD31 observed in HFD/NC mice was significantly reversed in hHFD/Gap mice, indicating improvement in angiogenesis (Figures 7G and 7H). Consistent with our observations in mlncMGC KO and WT GapmeR HFD mice, BAT whitening was markedly attenuated in hHFD/Gap female mice (Figure 7I). IHC examination and quantification analysis revealed that UCP-1, FIS-1, SDHB, and YBX1 levels were significantly elevated in HFD/Gap versus HFD/NC mice (Figures 7I and 7J).

### LncMGC controls key regulators of adipogenesis and mitochondrial gene programs

To further interrogate regulatory connections, we examined if the factors related to adipogenesis and mitochondrial function that were altered in lncMGC deficient mice are also directly altered by the lncMGC GapmeR *in vitro* in adipose cells. We treated cultured 3T3L1 preadipocytes and HIB 1B brown adipocytes with NC or lncMGC GapmeR [(1 μmol/L) for 4 days] (Figure 8A). Expression of lncMGC was effectively suppressed in 3T3L1 and HIB 1B cells treated with lncMGC GapmeR (Figures 8B and 8C). Compared to the NC group, lncMGC GapmeR-treated 3T3-L1 cells depicted significantly decreased *Chop* expression, while *Fis1*, *Pparg*, and *Cebpb* expression levels were upregulated (Figure 8B). The expressions of genes related to ER stress and mitochondrial function, and adipogenesis were significantly improved by GapmeR treatment in HIB 1B brown adipocytes compared to NC controls (Figure 8C). As miR-379 is one of lncMGC’s major downstream effectors targeting *Vegfb*, *Fis1*, and potentially Ybx1, (RNA-binding protein and a potential target of miR-379), we performed miR-379–lncMGC axis rescue in HIB 1B brown adipocytes (Figure S17). The relative expression of miR-379 was significantly increased in cells transfected with miR-379 mimics (901.9 ± 321.8 vs. 1.185 ± 0.68 in NC) and reduced following treatment with lncMGC targeting GapmeR (175.7 ± 81.26 vs. 901.9 ± 321.8 in miR-379 mimics). Furthermore, transfection with miR-379 mimics enhanced the expression of lncMGC and *Chop*, an ER stress marker and positive regulator of lncMGC expression, which was significantly reduced by lncMGC-GapmeR treatment (Figure S17). miR-379 enhances ER stress by repressing ER-associated degradation components such as EDEM3, which also elevates CHOP expression. Since CHOP transcription factor directly activates the lncMGC/miR-379 cluster locus,^20^ this creates an autoregulatory feedback amplification loop where increased miR-379 can in turn upregulate lncMGC expression. Furthermore, expressions of *Vegfb*, *Fis-1*, and *Ybx1* were significantly increased by lncMGC-GapmeR treatment (Figure S17), indicating the observed phenotype is caused (at least partly) by decreased levels/activity of lncMGC.

**Figure 8:**
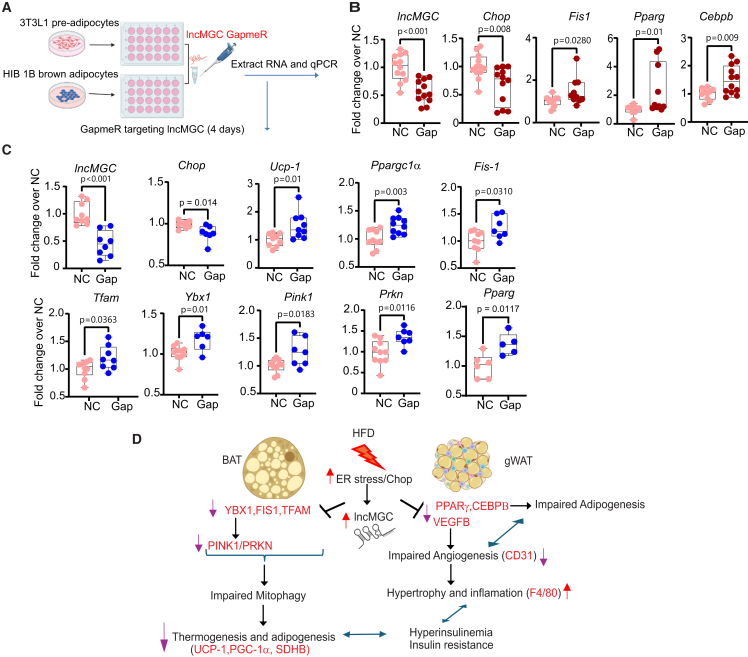
lncMGC regulates key factors related to adipogenesis and mitochondrial gene program (A and B) 3T3L1 pre-adipocytes were transfected with negative control GapmeR (NC) or mlncMGC-GapmeR (1 μmol/L) for 4 days by Gymnosis. (B) gene expression of lncMGC, *Chop*, *Fis1*, *Pparg*, and *Cebpb* in 3T3L1 preadipocytes (*n* = 10–12/group). (A, C) HIB 1B brown adipocytes were transfected with NC or lncMGC-GapmeR (1 μmol/L) for 4 days by Gymnosis. (C) gene expression of lncMGC, and mitochondrial markers in HIB 1B brown adipocytes (n = 5–10/group). Data were analyzed using Student’s t-tests for comparisons between two groups. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p*-values are indicated in the bar graphs. (D) HFD increases ER stress and lncMGC in gWAT and BAT. In gWAT and BAT, lncMGC regulates adipose tissue function, in part, by influencing adipogenesis, angiogenesis, inflammation, and mitochondrial markers associated with thermogenesis and mitophagy, potentially through mechanisms involving ER stress. These processes contribute to metabolic dysfunction and insulin resistance in obesity. Abdollahi and colleagues show that decreasing levels of a long noncoding-RNA, lncMGC, by genetic knockout or GapmeR antisense oligonucleotides can attenuate obesity, obesity induced adipose tissue dysfunction, and insulin resistance in mice. Targeting lncMGC may represent a promising therapeutic strategy for treating adipose dysfunction, obesity, and associated complications.

Together, our data suggests that HFD-induced ER stress upregulates lncMGC via *Chop* (ER stress marker and regulator of lncMGC expression), which in turn, downregulates key targets, including *Vegfb* (angiogenesis marker and target of miR-379) and *Pparg* and *Cebpb* (adipogenic markers), leading to impaired angiogenesis and adipogenesis in gWAT. These changes exacerbate gWAT inflammation and insulin resistance, which can be attributed at least in part to the induction of lncMGC (Figure 8D). Our findings also suggest that lncMGC dysregulates BAT function, which could be mediated, at least in part, by influencing mitochondrial markers associated with thermogenesis (UCP-1, PGC-1α) and mitophagy (FIS-1, PINK1), potentially through mechanisms involving ER stress (Figure 8D). As a result, targeting and reducing lncMGC by genetic deletion or with a GapmeR can potentially provide protection against HFD-induced obesity and adipose dysfunction via the indicated mechanisms (Figure 8D).

## Discussion

In this study, we used a combination of genetic KO mice as well as GapmeR antisense oligo targeting to investigate the role of the lncRNA lncMGC in HFD-induced obesity and adipose tissue dysfunction and explore underlying factors/mechanisms. We demonstrate that HFD upregulates lncMGC in white and brown adipose tissues in mice, and lncMGC levels are also increased in adipose samples obtained from obese humans, suggesting lncMGC upregulation can drive WAT and BAT dysfunction in obesity. Our data suggest that lncMGC exerts these effects via modulating key targets involved in ER stress, adipogenesis, thermogenesis, and mitochondrial function in both WAT and BAT. Notably, inhibition of lncMGC with a GapmeR ameliorated HFD-induced obesity, IR, and mitochondrial function parameters in both WT and partially humanized lncMGC mice, supporting the therapeutic potential of targeting lncMGC for obesity and adipose tissue dysfunction and further underscoring the emerging utility of noncoding RNA therapeutics (Figure 8D).

Given the critical role of BAT in thermogenesis and maintaining energy balance, promoting BAT activity has emerged as an attractive preventive and therapeutic strategy for combating obesity.^61^ BAT possesses abundant mitochondria required for adaptive thermogenesis. Damage to mitochondria in BAT is associated with increased intracellular lipid droplets, reflecting a reduced capacity for fatty acid oxidation, leading to oxidative stress and further damage to mitochondrial structures. One of the major observations that we made in this study is that lncMGC KO, or HFD-fed mice treated with lncMGC GapmeR depict better BAT mitochondrial structures and functions relative to WT HFD, which could be potentially mediated through modulation of key mitochondrial gene programs involved in thermogenesis and mitophagy. LncMGC KO HFD mice also displayed preservation of energy balance. In parallel, mitochondrial markers were upregulated, including those in thermogenesis (UCP-1 and PGC-1), mitophagy-driven specific proteins/genes (FIS-1,^18^ Pink1, and Prkn),^50^ and SDHB, a mitochondrial complex II respiratory enzyme required for oxidative phosphorylation.^55^^,^^62^ Furthermore, TFAM, crucial for mitochondrial DNA stability and BAT development and differentiation,^52^ was increased by lncMGC inhibition in HFD-fed mice. Studies show that adipocyte-specific knockout of TFAM results in adipose inflammation, BAT whitening, severe lipodystrophy, insulin resistance, and decreased EE in obese mice.^63^ In line with our *in vivo* results, we observed increased levels of mitochondrial function markers in lncMGC GapmeR-treated cultured brown adipocytes, providing direct support for the regulatory effect of lncMGC on adipocyte mitochondrial functions/health.

We previously showed that lncMGC expression was increased in renal glomeruli of mouse models of diabetic kidney disease,^20^ in TGF-beta or high glucose-treated kidney mesangial cells,^27^^,^^37^ and isolated pancreatic islets from T2D donors^29^ and is regulated by CHOP (ER stress-responsive transcription factor).^20^ We also identified key proteins that interact with lncMGC RNA in kidney mesangial cells, including several RNA-binding proteins like IQGAP, SMARCA5, SMARCC2, DBC1, BAT2, and YBX1, suggesting lncMGC may also function via epigenetic mechanisms involving interactions with these proteins, thereby altering target gene expression, including lncMGC itself, as reported by us.^27^ Interestingly, YBX1, a potential target of miR-379, was also increased by lncMGC inhibition in HFD-fed mice. YBX1 was reported to promote brown fat development and heat production through mitophagy mediated by PINK1 and PRKN.^50^ These observations suggest that increased lncMGC in obesity conditions potentially modulates lncMGC/YBX1 interactions to (mis)regulate YBX1 function and/or expression, leading to altered brown adipocyte thermogenic function via PINK1/PRKN-mediated mitophagy.^50^ However, further studies are needed to validate these connections.

It is well known that impaired insulin receptor (IRS)/AKT signaling leads to defective adipogenesis in obesity^64^^,^^65^ and contributes to increased inflammation, which, in turn, hinders glucose disposal, resulting in a compensatory rise in beta-cell insulin production and hyperinsulinemia.^66^ Interestingly, our DSP data showed that the downregulation of insulin receptors (IRS1, IRS2) observed in WT HFD was alleviated in BAT from lncMGC KO HFD mice. As mentioned earlier, lncMGC can interact with the RNA-binding protein IQGAP, which acts as a scaffold for insulin receptors and plays a role in signaling pathways that regulate metabolic processes, including insulin signaling and glucose metabolism.^67^ Such interaction may be a potential mechanism by which lncMGC contributes to impaired insulin signaling in obesity, with attendant dysregulated adipose lipid metabolism and thermogenesis.

Gene ontology and differential gene expression analysis revealed that lncMGC inhibition could also restore pathways related to the generation of precursor metabolites and energy. For example, Cox7c and b, subunits of cytochrome *c* oxidase (Complex IV) in the mitochondrial electron transport chain,^43^ *Mdh1* (malate dehydrogenase 1), a cytosolic enzyme that plays a crucial role in cellular metabolism,^68^ and *Etfβ* (electron transfer flavoprotein subunit beta), an essential protein involved in mitochondrial function, particularly in the process of fatty acid oxidation and energy metabolism,^69^ and *Uqcrq* (ubiquinol-cytochrome c reductase, complex III subunit VII), essential for cellular energy production^70^ depicted higher levels in the setting of lncMGC inhibition in HFD mice. 

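Etfb was 1809 ± 88.2 (SD, n = 4) in WT Con, 1393 ± 227 (SD, n = 6) in WT HFD, 1959 ± 154 (SD, n = 5) in lncMGC KO Con and 1458 ± 126 (SD, n = 7) in lncMGC KO HFD. HFD changed it by -0.39 (standard error 0.11, limma adjusted p = 0.0203) in WT, lower in 6 of 6 ROIs and lost as a call without WT Con 3 (adjusted p = 0.0810) and with quantile normalization (-0.12, adjusted p = 0.349), the negative probe (-0.43, 0.0747), a fit of only these groups (0.137), the nuclei covariate (-0.35, 0.481), the methods' t-test (0.204) and a test on unlogged values chosen after the data were seen (0.135), and by -0.43 (standard error 0.10, limma adjusted p = 0.00458) in lncMGC KO, lower in 7 of 7, lost with the nuclei covariate (-0.41, adjusted p = 0.0515). The HFD groups differed by 0.079 (adjusted p = 0.793, higher in 6 of 7), with a change of sign under quantile normalization (-0.031) and with the negative probe (-0.015), and the interaction was -0.034 (adjusted p = 0.970). Uqcrq was 1616 ± 48.1 (SD, n = 4) in WT Con, 1217 ± 226 (SD, n = 6) in WT HFD, 1704 ± 87.6 (SD, n = 5) in lncMGC KO Con and 1328 ± 85.1 (SD, n = 7) in lncMGC KO HFD, with -0.43 (standard error 0.11, limma adjusted p = 0.0103) for HFD in WT, lower in 6 of 6 and lost with a fit of only these groups (adjusted p = 0.107), the nuclei covariate (0.315), the methods' t-test (0.220) and a test on unlogged values chosen after the data were seen (0.145), and -0.36 (standard error 0.10, limma adjusted p = 0.0166) in lncMGC KO, lower in 7 of 7 and lost with the nuclei covariate (adjusted p = 0.0907). Between the HFD groups Uqcrq differed by 0.15 (adjusted p = 0.559, higher in 7 of 7), with an interaction of 0.070 (adjusted p = 0.924; -0.13 scaled to the negative probe). Not every ROI is from another animal, which makes these p-values too small.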

We found that inhibiting lncMGC could also restore pathways associated with the fatty acid metabolic process and fatty acid oxidation: these processes are particularly important in BAT for generating heat through non-shivering thermogenesis.^61^^,^^71^ For example, HFD-induced disruption of adiponectin receptor2 (*Adipor2*) was partially ameliorated by lncMGC KO, which can restore adiponectin signaling, enhance glucose uptake, and fatty acid breakdown^72^ and thereby cf. protective effects against metabolic disorders. Collectively, these data indicate that lncMGC directly or indirectly regulates metabolism as well as mitochondrial functions via modulating pathways involved in thermogenesis.

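Adipor2 was 666 ± 83.4 (SD, n = 4) in WT Con, 444 ± 33.8 (SD, n = 6) in WT HFD, 617 ± 31.3 (SD, n = 5) in lncMGC KO Con and 468 ± 31.3 (SD, n = 7) in lncMGC KO HFD. HFD changed it by -0.58 (standard error 0.09, limma adjusted p = 2.78e-05) in WT and -0.40 (standard error 0.08, limma adjusted p = 0.00110) in lncMGC KO, lower in 6 of 6 and 7 of 7 ROIs, called by 11 and 12 of 12 alternatives. The HFD groups differed by 0.078 (standard error 0.07, limma adjusted p = 0.730), higher in 6 of 7 lncMGC KO HFD ROIs and -0.016 when scaled to the negative probe, and the interaction was 0.18 (adjusted p = 0.726; -0.014 scaled to the negative probe). With ROIs that share an animal, these p-values are too small.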

Our findings showing increased whole-body EE and weight loss in lncMGC KO mice may be due, at least in part, to increased BAT mitochondrial activity since BAT is a primary energy source for thermogenesis. Additionally, we found that reducing lncMGC levels in HFD mice can improve angiogenesis and adipogenesis (two crucial processes in adipose tissue function) in the gWAT. It is important to note that since our GapmeR targeting lncMGC is not cell/tissue-specific, it can accumulate in various organs, including the pancreas,^29^ liver, and kidney.^20^ Consequently, the protective effects observed *in vivo* may be influenced not only by lncMGC inhibition in the gWAT and BAT but also by the impact on these other metabolic organs that regulate body weight and metabolism. However, our *in vitro* data in 3T3 adipocytes and brown adipocytes (Figure 8A) show that lncMGC can directly regulate key parameters of WAT function and BAT mitochondrial health.

Previous studies have shown that exercise independently reduces body weight and fat mass by increasing EE, enhancing mitochondrial function, and improving adipose tissue remodeling and angiogenesis.^73^^,^^74^ Therefore, incorporating exercise would likely attenuate body weight and fat accumulation across all groups, regardless of lncMGC knockout and moreover, our metabolic data showed no significant difference in movement between the genotypes.

Our new data here are aligned with our earlier findings, which demonstrated that the upregulation of miR-379 (the first miRNA in the miR-379/lncMGC cluster) in adipose tissues from HFD-fed mice and obese human donors is associated with increased cellular stress, impaired metabolic profiles, and disrupted adipose tissue function.^31^ It is possible that some of the protective effects seen with lncMGC deficiency in the current study are due to the reduction in miR-379, especially because we observed that some miR-379 targets were also upregulated during lncMGC KO or GapmeR treatment. However, other non-miR-379 targets were also altered, implying other mechanisms, which could be dependent at least in part on other miRNAs in the lncMGC cluster. However, besides miR-379, other cluster miRNAs such as miR-494 (targeting ATF3, inhibiting CHOP, or potentially targeting YBX1) are also hosted by lncMGC and may also act as effectors. Furthermore, as we discussed, apart from working through effector miRNAs embedded within lncMGC, lncMGC RNA can also regulate gene expression via RNA-binding proteins and chromatin opening/accessibility by interacting with nucleosome remodelers, such as SMARCA5 and thereby altering target gene expression, including lncMGC itself, as reported by us recently.^27^ Together, these data and observations suggest miR-379 is a key, but not the only downstream effector of lncMGC. Therefore, targeting lncMGC is different from targeting the single microRNA miR-379. Targeting lncMGC may have more beneficial effects for obesity treatment than targeting only miR-379 or other miRNAs in the cluster. It is well known that GLP-1 receptor agonists (GLP-1-RAs) have multiple beneficial effects and reduce body weight by activating hypothalamic pro-opiomelanocortin (POMC) and cocaine- and amphetamine-regulated transcript (CART) neurons to suppress appetite.^75^^,^^76^^,^^77^ In contrast, our study demonstrates that targeting lncMGC reduces body weight through complementary and distinct peripheral mechanisms, specifically by improving obesity-induced dysfunctional pathways within adipose (and likely other metabolic) tissues. In the future, a head-to-head comparison of GLP-RAs with lncMGC targeting can highlight the value of the latter as an alternative treatment for obesity.

Taken together, our findings reveal that obesity induced by HFD in mice can increase lncMGC expression in gWAT through ER stress signaling, leading to elevated CHOP expression. This, in turn, augments ER stress, and alters the expression of key target genes and proteins that lead to impaired angiogenesis and adipogenesis in gWAT and contribute to gWAT inflammation and insulin resistance. In parallel, obesity also upregulates lncMGC in BAT and downregulates several targets that are protective for mitochondrial function, including those involved in thermogenesis and mitophagy. Together, these regulatory pathways establish a vicious positive feedback loop involving increased ER stress, inflammation, disrupted adipogenesis, and mitochondrial dysfunction (Figure 8D). Collectively, our study highlights the detrimental effects of lncMGC upregulation in adipose tissue in obesity and suggests that targeting lncMGC could hold therapeutic potential for treating adipose dysfunction, obesity, and its associated complications.

## Materials and methods

### Animal studies

All animal studies were conducted according to protocols approved by the Institutional Animal Care and Use Committee at the Beckman Research Institute of the City of Hope National Medical Center.

### LncMGC knockout and partially humanized lncMGC mice obtained by CRISPR-Cas9 genome editing

LncMGC KO male and female mice were generated using CRISPR-Cas9 editing as described by us.^29^^,^^78^ The partially humanized lncMGC (hlncMGC) mice were also generated using CRISPR-Cas9 editing in which the non-homologous mouse sequences were replaced with human sequences as described.^29^

### Mouse models of obesity using high-fat diet

Eight-week-old male and female C57BL/6J WT, lncMGC KO, and partially humanized lncMGC female mice were randomly divided into groups and fed a control chow or HFD [(60% kcal from fat) (D12492I, Research Diets, New Brunswick, USA)]^30^^,^^31^ for 10 or 20 weeks. Body weights and BGLs were measured during the experiments. At the end of the studies, mice were fasted overnight, and then, after euthanasia, plasma was collected to measure insulin levels and lipid profile including triglyceride (TG) and TC. Perigonadal gWAT, interscapular brown adipose tissue (BAT), and pancreata were harvested for molecular and histological analysis (Figures S1, S12, and S16).

### Human adipose tissue samples

We obtained discarded, de-identified human visceral adipose tissue from the Southern California Islet Cell Resource Center (City of Hope). The study was approved as exempt by the City of Hope Institutional Review Board. The visceral WAT samples were classified into two groups—lean and overweight/obese based on the donor’s body mass index (BMI) (Table S1).

### GapmeRs

The LNA modified GapmeRs targeting mouse or human lncMGC used in this study have been reported.^29^ They are GapmeRs targeting mouse lncMGC [(mlncMGC), MGC10], ATTtggcagtgggAAG, GapmeR targeting human lncMGC, [(hlncMGC),HMGC10], GATttggcattggAAG; GapmeR NC, 5′-ATTttattcggaGCT-3′. All uppercase: LNA; lowercase: DNA, full phosphorothioate. They were obtained from Integrated DNA Technologies (Integrated DNA Technologies, IDT, USA).

### Metabolic assays

For assessment of GTT, mice fasted for 5 h, and after measuring fasting BGLs, mice were injected with glucose (intraperitoneally, 2 g/kg body weight), followed by measuring BGLs consecutively at 15, 30, 90, and 120 min post glucose injection.^31^ BGLs were monitored with a glucometer (Alpha Track), and the area under the curve (AUC) was calculated using GraphPad Prism software. Plasma insulin levels were measured using a mouse insulin ELISA kit (Crystal Chem, 90080). Plasma lipid profile was enzymatically measured using the following kits: triglycerides reagent, TR22421, Thermo Scientific; TC Assay Kits, STA-384, Cell Biolabs, INC, according to the provided protocols. Homeostatic model assessment of insulin resistance (HOMA-IR) and HOMA-B% (estimates steady state β-cell function)^79^ were calculated according to the following formula: HOMA-IR: fasting insulin (μU/L) × fasting glucose (nmol/L)/22.5^31^^,^^80^ and HOMA-B%: (20 x fasting insulin)/(fasting glucose-3.5) %.^79^ Metabolic parameters, such as EE, food intake, water consumption, and locomotor activity, were measured using an indirect calorimetry cage system (PhenoMaster, TSE Systems, Bad Homburg, Germany). Body composition, including total fat and lean mass, were measured using quantitative magnetic resonance imaging (EchoMRI; Echo Medical Systems, Houston, TX) by City of Hope Comprehensive Metabolic Phenotyping Core.^31^ The total duration of HFD was 20 weeks, but metabolic parameters and glucose GTT were measured during weeks 16–18 of the HFD period. Peripheral body temperature was measured using an infrared temperature gun (thermal imaging camera RoHs).

### Sample processing for NanoString GeoMx digital spatial profiler and quality control analysis

Tissue microarray (TMA) sections of BAT harvested from WT and lncMGC KO female mice were prepared, and slides were processed following the protocol of RNA slide preparation for formalin-fixed paraffin-embedded (FFPE) samples as described in the GeoMx DSP manual slide preparation user manual (NanoString technologies, GeoMx-DSP-manual-slide-preparation, MAN-10150). Briefly, deparaffinization and rehydration, antigen retrieval (invitrogen, IHC antigen retrieval solution, Cat#00-4956-58), and proteinase K digestion (1 μg/ml, at 37°C) were performed. Mouse WTA probes (GeoMx WTA, mouse RNA probe for NGS, catalog #121401103) were hybridized in Buffer R (GeoMx RNA Slide Prep Kit PCLN catalog #121300313) and incubated in a hybridization humidity chamber (UVP, HB-1000 Hybridizer) overnight at 37°C. To remove nonspecifically bound probes, slides were washed in 50% formamide/2× SSC (Thermo Fisher, catalog AM9763, USA) at 37°C (2 washes/25 min each), then slides were blocked and incubated with antibodies diluted with 200 μL Buffer W (GeoMx RNA Slide Prep Kit PCLN catalog 121300313). Then, immunostaining was performed for the detection of the region of interest (ROI) with UCP-1, CD45, and SYTO13 markers. Briefly, morphology marker solution was prepared in the following proportions per slide: 22 μL SYTO (GeoMx nuclear stain morphology kit, catalog 121300303), 5.5 μL UCP-1 (Protentech, catalog 23673-1-AP), 5.5 μL CD45 (GeoMx solid tumor TME morphology, mouse FFPE RNA compatible, catalog 121300315), and 181.5 μL Buffer W (GeoMx RNA slide prep kit PCLN catalog 121300313) for a total volume of 220 μL/slide. Slides were incubated in this solution at room temperature for 1 h followed by 2 consecutive SSC washes, then, slides were loaded for ROI selection following GeoMxTM digital spatial profiler instrument user manual (Figure S5).

After ROI selection based on UCP-1 positive cells, WTA probe tags were selectively isolated (UV-cleaved) and collected from each of these ROIs, then transferred to individual wells of a collection plate on the DSP. The collections were processed for library preparation following the manual of MANUAL GeoMx DSP NGS Readout (MAN-10153-06). The quality of the library was assessed by the Bioanalyzer DNA 1000 assay (Agilent, catalog 5067-1504). The library was then sequenced on Illumina NextSeq2000. The fastq files were converted to DCC files using the software of GeoMx-NGS Pipeline; the DCC files were loaded on GeoMx DSP for QC, normalization. Q3 data was used to generate the heatmap.log2 fold change ±0.378 and *p* value <0.05.

ROIs were selected for transcript quantification, with four ROIs from the wild type control (WT Con), six from WT HFD, five from lncMGC KO Con, and seven from the group lncMGC KO HFD. The minimum nuclei we set up is 100, and the actual minimum nuclei count for the experiment is 158. The QC data were filtered by segment: keep segments with >10% targets above threshold, all 22 ROI passed the QC and filtration. This data are further filtered by target: keep targets with greater 10% segments above threshold. 8320 out of 19963 targets passed the filter. After filtration, the Q3 data were generated and used for all the analyses. A summary of individual ROI selections is provided in Table 3. Principal-component analysis (PCA) of RNA-seq data from brown adipose tissue was performed on the transcriptomic profiles of all biological replicates from each experimental group. 

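Separation was measured as the mean silhouette width of the ROIs over the first 3 principal components, which is 1 for groups far apart and 0 or below for groups that mix. For WT HFD and WT Con it was 0.340 (exact permutation p = 0.00476, one-sided for a width as large), for lncMGC KO HFD and lncMGC KO Con 0.425 (exact p = 0.00126) and for lncMGC KO HFD and WT HFD 0.275 (exact p = 0.000583), each p the smallest that these numbers of ROIs allow. For lncMGC KO Con and WT Con it was -0.0046 (exact p = 0.532, where the smallest possible is 0.00794), so that the Con groups did not separate. With genes centred but not scaled the 4 widths were 0.396, 0.466, 0.285 and -0.029. With genes scaled, the components carried 24.2%, 16.5% and 11.8% of the variance in the WT pair, 30.7%, 17.5% and 7.37% in the lncMGC KO pair, 19.8%, 14.3% and 9.57% in the HFD pair and 37.3%, 15.5% and 11.4% in the Con pair. Leaving out 1 ROI changed the sign of the width for the Con pair only, to 0.162 without WT Con 2, to 0.0729 without lncMGC KO Con 1 and to 0.0102 without lncMGC KO Con 5. ROIs from 1 animal are exchanged as if independent in these tests.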

The plot shows separation between groups based on gene expression variance along PCA 1, 2, and 3, indicating distinct transcriptional signatures (Figure S9).

### Histology, immunohistochemistry, and *in situ* hybridization

The gWAT, interscapular BAT, and pancreas tissues were excised, fixed with 10% buffered formalin, and embedded in paraffin. Deparaffinized tissue slides were prepared for hematoxylin and eosin (H&E), IHC staining, and *in situ* hybridization assay. For IHC, the following primary antibodies were used: anti-UCP-1 (1:100, ab10983, Abcam); anti-FIS-1 Rabbit polyclonal antibody (1:100, 10956-1-AP, Proteintech, USA); anti-SDHB (1:200, 10620-1-A, Proteintech, USA); ani-YBX1(1:500, LS-B12352, LSBio, USA); and rabbit monoclonal antibody anti-CD31(1:50, 77699, cell signaling) and anti-F4/80 (1:100, 70076, cell signaling) and anti-CHOP (1:50, 15204-1-AP, Proteintech, USA). Secondary antibody goat anti-rabbit (1;200, BA-1000, Invitrogen). Images were taken at 40× magnification using a microscope (KEYENCE-BZ-800 series, Osaka, Japan) or Nano Zoomer S360 (Hamamatsu) scanner. Integrated density (IntDen) was measured using ImageJ software (ImageJ.win32) and data were reported as fold changes compared to control chow diets.

To confirm GapmeR accumulation in gWAT and BAT, *in situ* hybridization was performed as described by us.^20^^,^^29^ Briefly, slides were stained with a TEX615 Red (Exiqon) fluorescent-labeled LNA-modified oligonucleotide probe complementary to LNA-MGC10 followed by DAPI staining for the nucleus. Images were taken at 20× magnifications using a fluorescence microscope (KEYENCE-BZ-800 series, Osaka, Japan).

### Transmission electron microscope

TEM examination for mitochondrial structure in BAT collected from WT and lncMGC KO female and male mice was performed as we previously reported.^31^ Briefly, fixed tissues in 2.5% (v/v) glutaraldehyde solution, were processed for TEM examination using FEI Tecnai 12 transmission electron microscope equipped with a Gatan Ultrascan 2 K charge-coupled device (CCD) camera in the City of Hope Electron Microscopy and Atomic Force Microscopy Core.

### Reverse transcription-quantitative polymerase chain reaction

The RT-qPCR analysis was conducted as described previously.^29^^,^^30^^,^^31^^,^^78^ RNA was extracted using the RNeasy Mini kit (Qiagen, Valencia, CA) and data were normalized to *Cypa* as internal control. Table S2 contains the sequences of primers used in this study.

### Isolation of gWAT-derived stromal vascular fraction

The gWAT-SVF was isolated following a previously described experimental protocol, with slight modifications.^38^ Briefly, a portion of isolated gWAT was collected in ice-cold base solution containing 1X-Dulbecco’s phosphate-buffered saline (DPBS, without Ca and Mg) supplemented with 0.5% bovine serum albumin (BSA). Approximately, 1.2–1.5 g gWAT/sample was weighed, minced with surgical blades, and transferred into 50 mL conical tube containing digestion solution (3 mL/Sample). Digestion solution consists of 4 mg/mL collagenase, 10 mM CaCl2 in base solution. Next, gWAT homogenates were incubated at 37°C for 20 min with shaking (∼200 rpm), followed by addition of 10 mL ice-cold base solution. After triturating multiple times with a serological pipette, the cell suspension was passed through a 100 μm filter into a new 50 mL conical tube, followed by centrifugation at 500 × g (10 min, 4°C). After decanting the supernatant, the SVF cell pellet was resuspended in RBC lysis buffer to remove erythrocytes. After 5 min incubation, we added 20 mL base solution and centrifuged cell suspension at 500 × g (10 min, 4°C). Finaly, after cell counting, SVF cells were cryopreserved for further experiments.

### GapmeR targeting lncMGC *in vitro* in cells

Mouse 3T3L1 pre-adipocytes were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% (v/v) bovine calf serum and 1% penicillin-streptomycin. Mouse HIB 1B brown adipocytes were cultured in DMEM supplemented with 10% (v/v) fetal bovine serum and 1% penicillin-streptomycin. Then, 3T3L1 and HIB 1B cells were transfected with 1 μmol/L lncMGC-GapmeR or NC GapmeR for 4 days by Gymnosis^31^^,^^81^ and cultured in 12-well plates. For miR-379 overexpression and lncMGC GapmeR antagomir/rescue in brown adipocytes, HIB1B brown adipocytes (∼3.5 × 10^5^ cells/transfection) were transfected with oligo mimics of miR-379 (50 nmol/L) or the corresponding NC oligos (50 nmol/L) using Lipofectamine RNAiMAX. Cells were then treated with lncMGC-specific GapmeR (2 μmol/L) for 3 days via Gymnosis.^31^

### Statistics and data analysis

Statistical analyses were conducted using GraphPad Prism software (version 10.0.0). Prior to intergroup comparisons, the normal distribution of each sample group was verified using either the χ^2^ test or the Shapiro-Wilk test. For comparisons involving multiple groups, one-way or two-way analysis of variance (ANOVA) was performed as appropriate, followed by Tukey’s post hoc test for multiple comparisons. Statistical comparisons between two groups were performed using two-sided Student’s *t* tests. Analysis of indirect calorimetry experiments was performed using CalR software and ANCOVA test was used for statistics. X/Y Graphs show the means and standard deviation (SD). Box and whiskers graphs show Min. to Max. with all data points. To maintain figure clarity, only statistically significant *p* values (*p* < 0.05) are displayed in the graphs. All statistical tests and sample sizes are provided in the corresponding figure legends.

## Data and code availability

The authors declare that GeoMx datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository (accession number: GSE293681). Other supporting data are available within the article and supplemental information.

## Acknowledgments

We are grateful to members of the Natarajan laboratory for helpful discussions and Dr. Sung Hee Kil (Arthur Riggs Diabetes and Metabolism Research Institute, AR-DMRI) for valuable editing and insightful comments. This project was supported in part by grants and funds from the 10.13039/100000002National Institutes of Health (NIH), R01 DK081705, R01 DK065073, and R01DK143577, an AR-DMRI Innovative Award at the City of Hope, and the George & Irina Schaeffer Foundation. Research reported in this publication included work performed in the following Cores: Pathology Research Services; Solid tumor and Molecular pathology, Light Microscopy/Digital Imaging, Electron Microscopy (EM/AFM), Integrative Genomics, and Comprehensive Metabolic Phenotyping, supported by the 10.13039/100000054National Cancer Institute of the NIH under award number P30CA33572, as well as the Animal Resource Center, and the Transgenic/Knockout Animal Cores at City of Hope. J.N. was supported by an AR-DMRI summer student fellowship.

## Author contributions

M.A. conceptualized the work, designed, and performed most experiments, generated the Figures and Tables, and wrote the manuscript. R.N. conceptualized the work, contributed to the experimental design and data interpretation, edited the manuscript, acquired funding, and supervised the study. M.K. generated the lncMGC KO mice and contributed to the experimental design. M.A., V.M., V.S.T., M.K., L.L., L.Z., A.R., L.K., and J.N. performed research. V.S.T., A.R., and L.Y. performed GeoMx data analysis and R.K.P. provided support for GeoMx profiling and analyses. K.M. provided BAT cells, and data interpretation. K.M. and W.H. provided valuable advice and edited the manuscript. All authors have read and approved the manuscript.

## Declaration of interests

M.K. and R.N. have a patent issued and pending patent applications through the City of Hope, disclosing and claiming certain parts of the work detailed in this manuscript. These pending applications and patents include the following two families: (1) U.S. Patent Number 10,787,664 and U.S. Patent Application No. 16/985,779 (published as U.S. Patent Application Publication no. 2020/0407721), which both claim priority to U.S. Provisional Application no. 62/166,533; and (2) U.S. Patent Application no. 17/268,068 (published as U.S. Patent Application Publication no. 2021/0310000), which claims priority to PCT/US2019/046896 and U.S. Provisional Application no. 62/719,566.

# Supplementary material for: Metabolic beneficial effects of targeting a long non-coding RNA, lnc-megacluster, in obesity
**Source:** Mol Ther Nucleic Acids. 2025 Dec 8;37(1):102792. doi: 10.1016/j.omtn.2025.102792
**Supplement:** Document S1. Figures S1–S17 and Tables S1–S4

## **Supplemental information**

**Metabolic beneficial effects of targeting**

**a long non-coding RNA,**

**Inc-megacluster, in obesity**

**Maryam Abdollahi, Vajir Malek, Vinay Singh Tanwar, Mitsuo Kato, Linda Lanting, Alireza Rezaei, Lingxiao Zhang, Lixin Yang, Raju K. Pillai, Leah Kebrom, Jathan Nandi, Wendong Huang, Ke Ma, and Rama Natarajan**

A

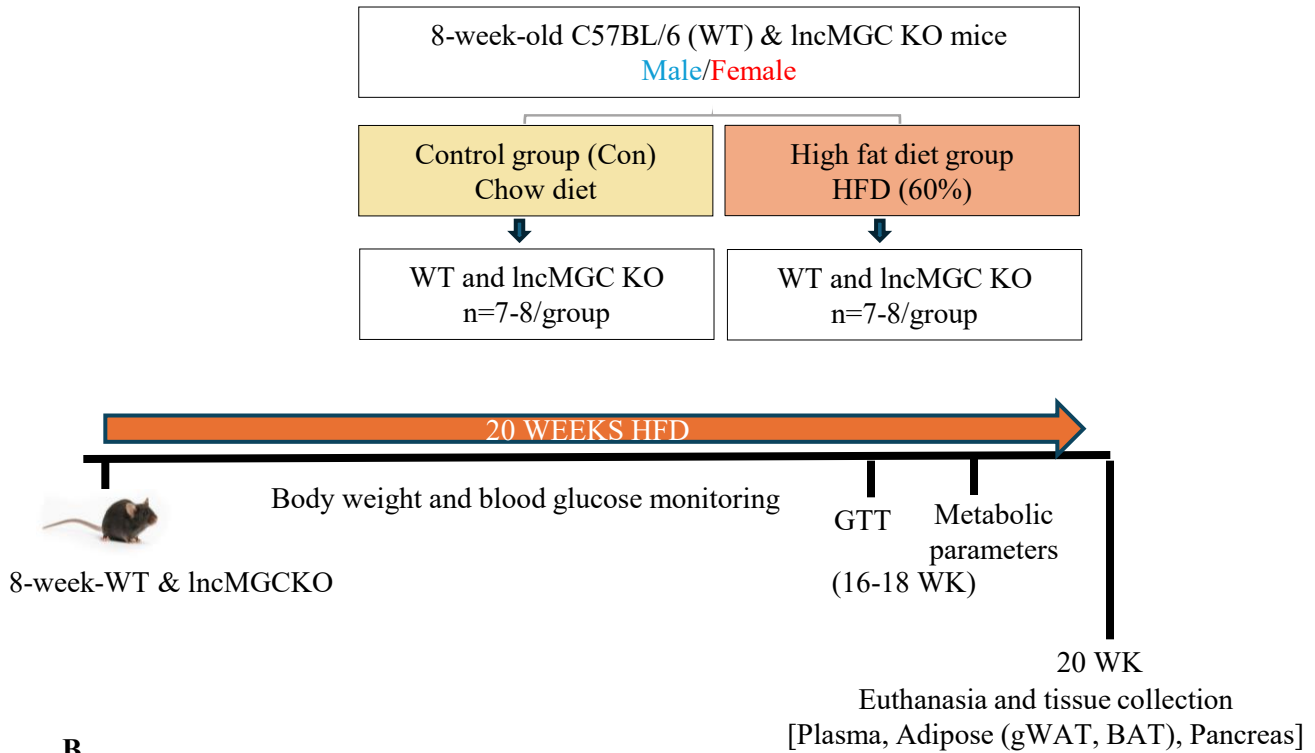

B

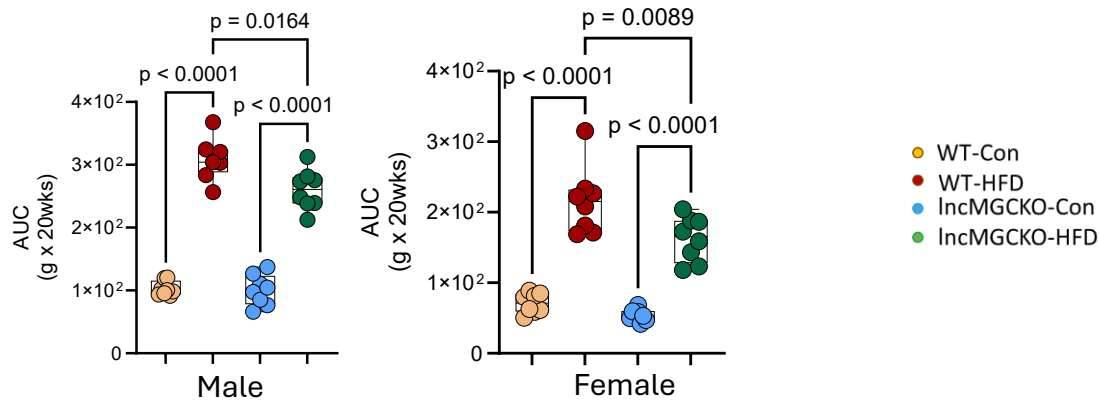

**Figure S1. Experimental scheme for tracking high-fat diet (HFD) fed induced- obesity in WT and lncMGC KO mice.** (A) Eight-week-old female and male wild type (WT) C57BL/6J mice and lncMGC (KO) mice were randomly divided into groups and fed with laboratory control chow-diet (Con) or high-fat diet (HFD) (60% kcal from fat) for 20 weeks. Body weights and blood glucose levels were monitored biweekly. Glucose tolerance tests (GTT) were performed, and metabolic parameters, including body composition, food and water intake, movement, oxygen consumption, and energy expenditure, were measured. Total HFD period was 20 weeks, but metabolic parameters and GTT were measured at 16-18 weeks of HFD. After euthanasia, plasma, perigonadal white adipose tissue (gWAT), interscapular brown adipose tissue (BAT), and pancreata were harvested. (B) Body weight gain was calculated as the increase from initial body weight using the formula:  $[(\text{Final body weight} - \text{Initial body weight}) / \text{Initial body weight}]$ , and the area under the curve (AUC) was shown in the graphs. Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs.

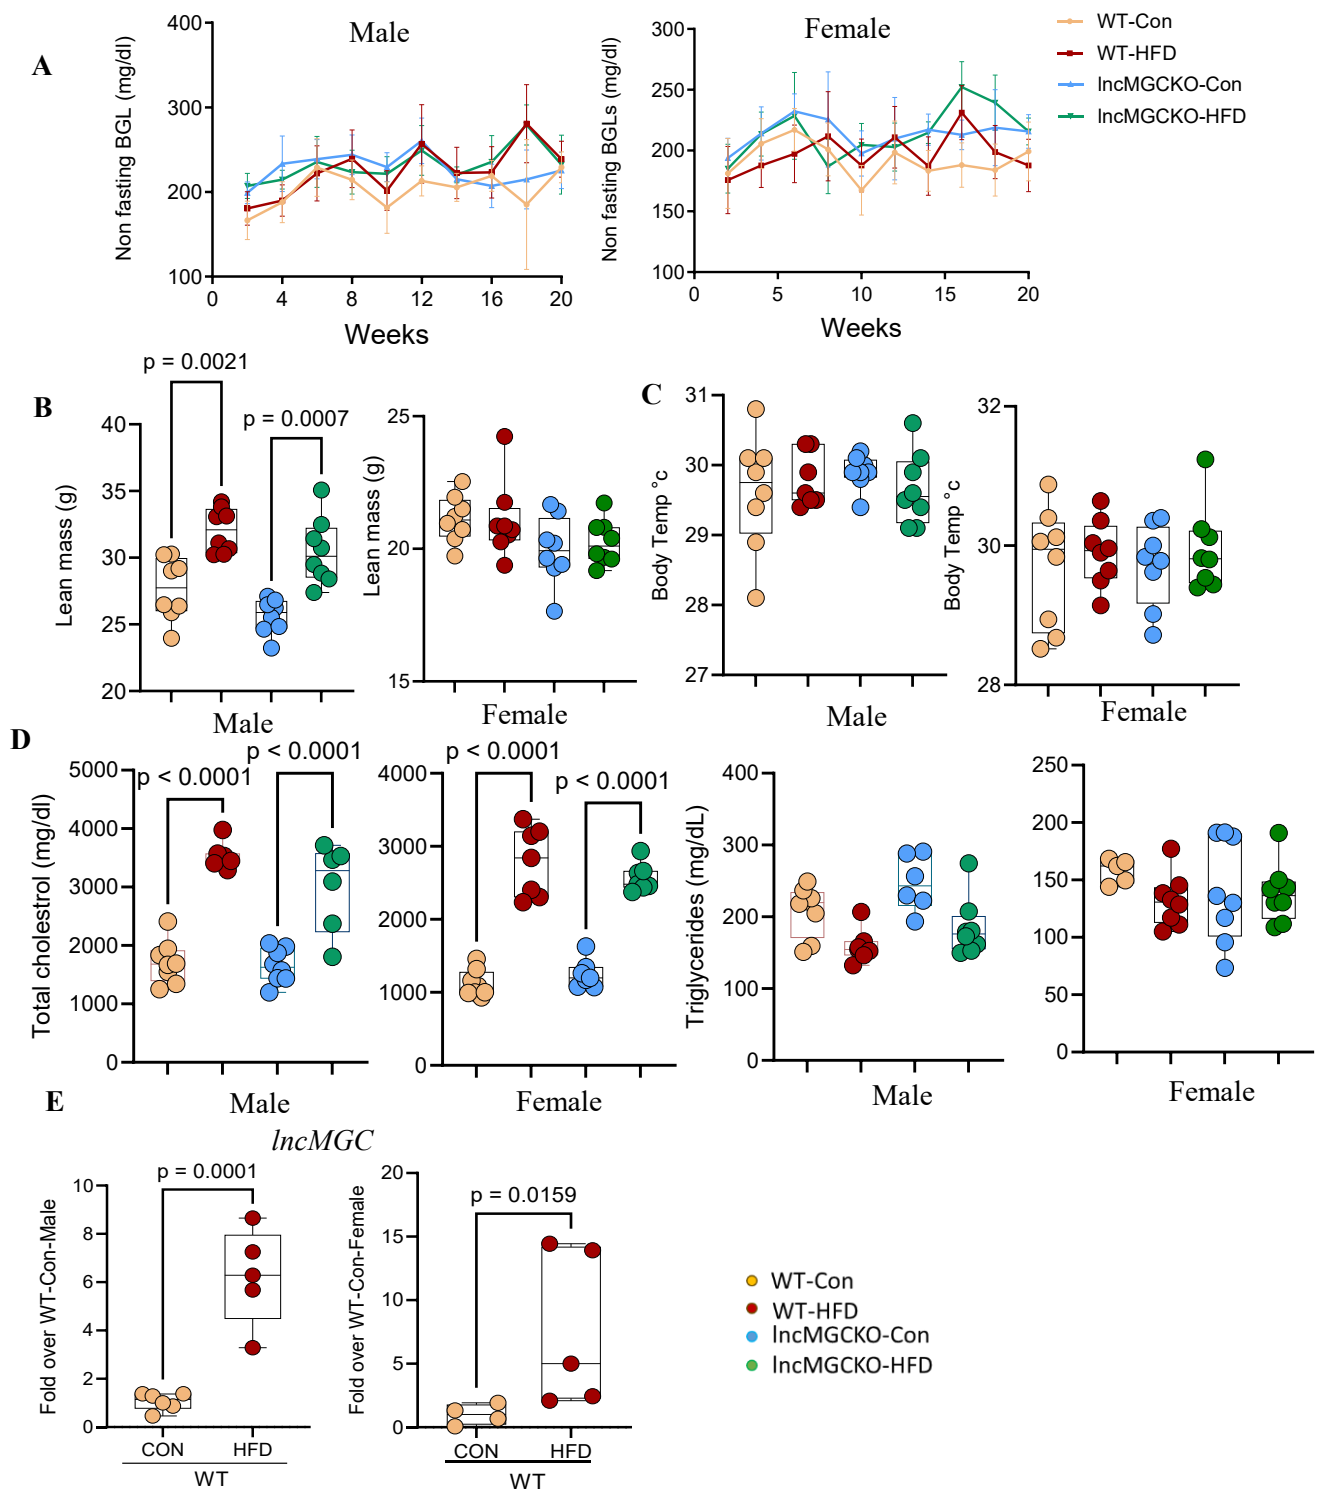

**Figure S2. Monitoring blood glucose and other parameters.** (A) Average non-fasting blood glucose levels (BGLs) of male and female mice over 20 weeks of diets. (B) Lean mass in male and female mice at 18 weeks of diets. (C) peripheral body temperature. (D) Plasma total cholesterol and triglyceride. n=7-8/group. (E) Gene expression of lncMGC in isolated stromal vascular fraction (SVF) from gWAT in WT and HFD male and female mice (n=4-6/group). Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. XY graphs show the mean (SD). The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs.

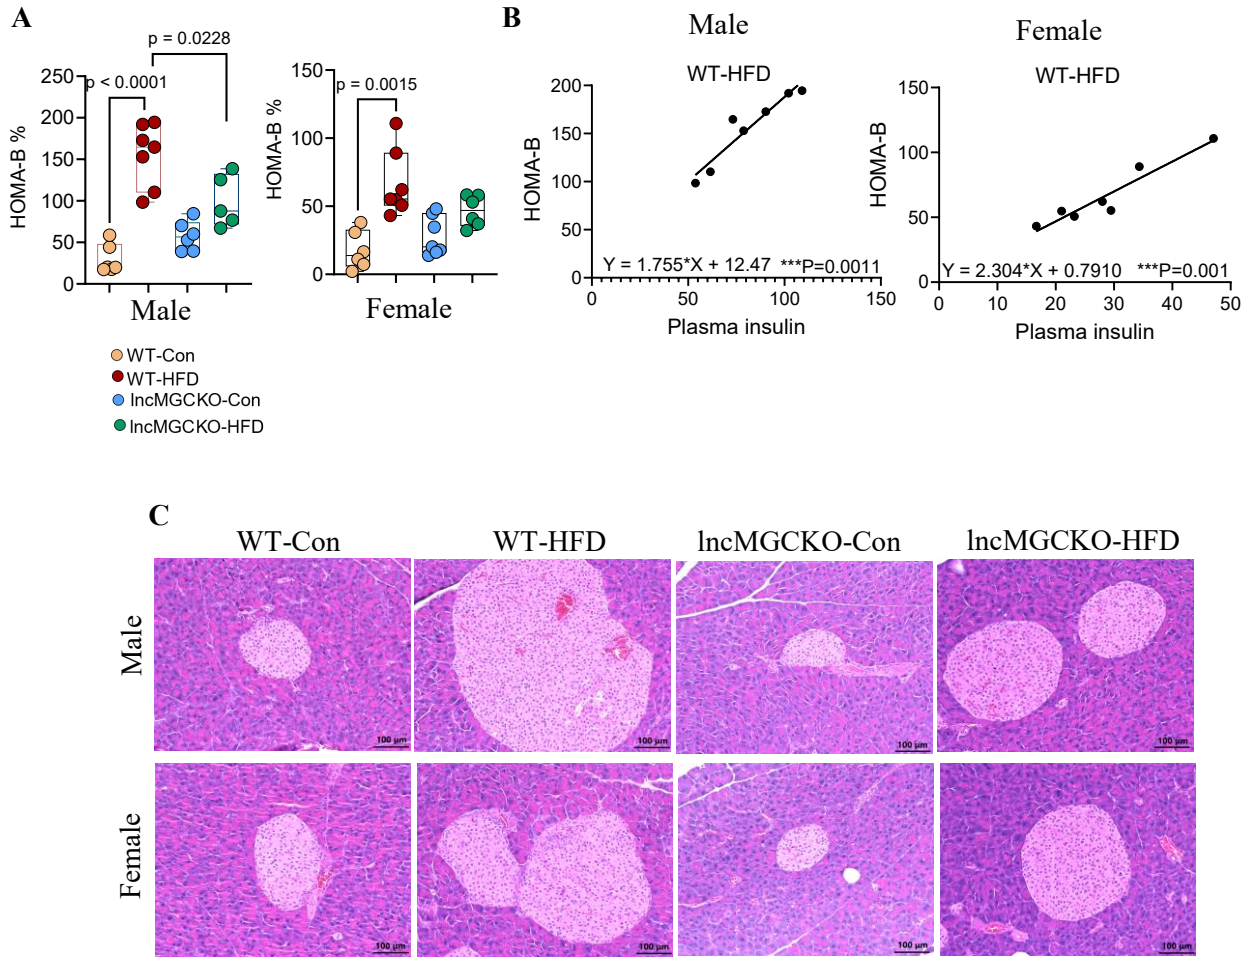

**Figure S3. HFD-induced beta cell dysfunction and islet hypertrophy were improved in IncMGC KO mice.** (A) Percentage of Homeostasis Model Assessment (HOMA) analysis for  $\beta$ -cell function (HOMA-B) in WT and IncMGC KO Con and HFD mice; (B) Correlation between beta cell function (HOMA B%) and plasma insulin levels in wild type (WT) HFD male and female mice. (C) Representative H & E staining images show islet hyperplasia and hypertrophy in WT HFD mice, which is improved in IncMGC KO HFD mice (male and female). Scale bars, 50  $\mu$ m.  $n=5-8$ /group. Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs.

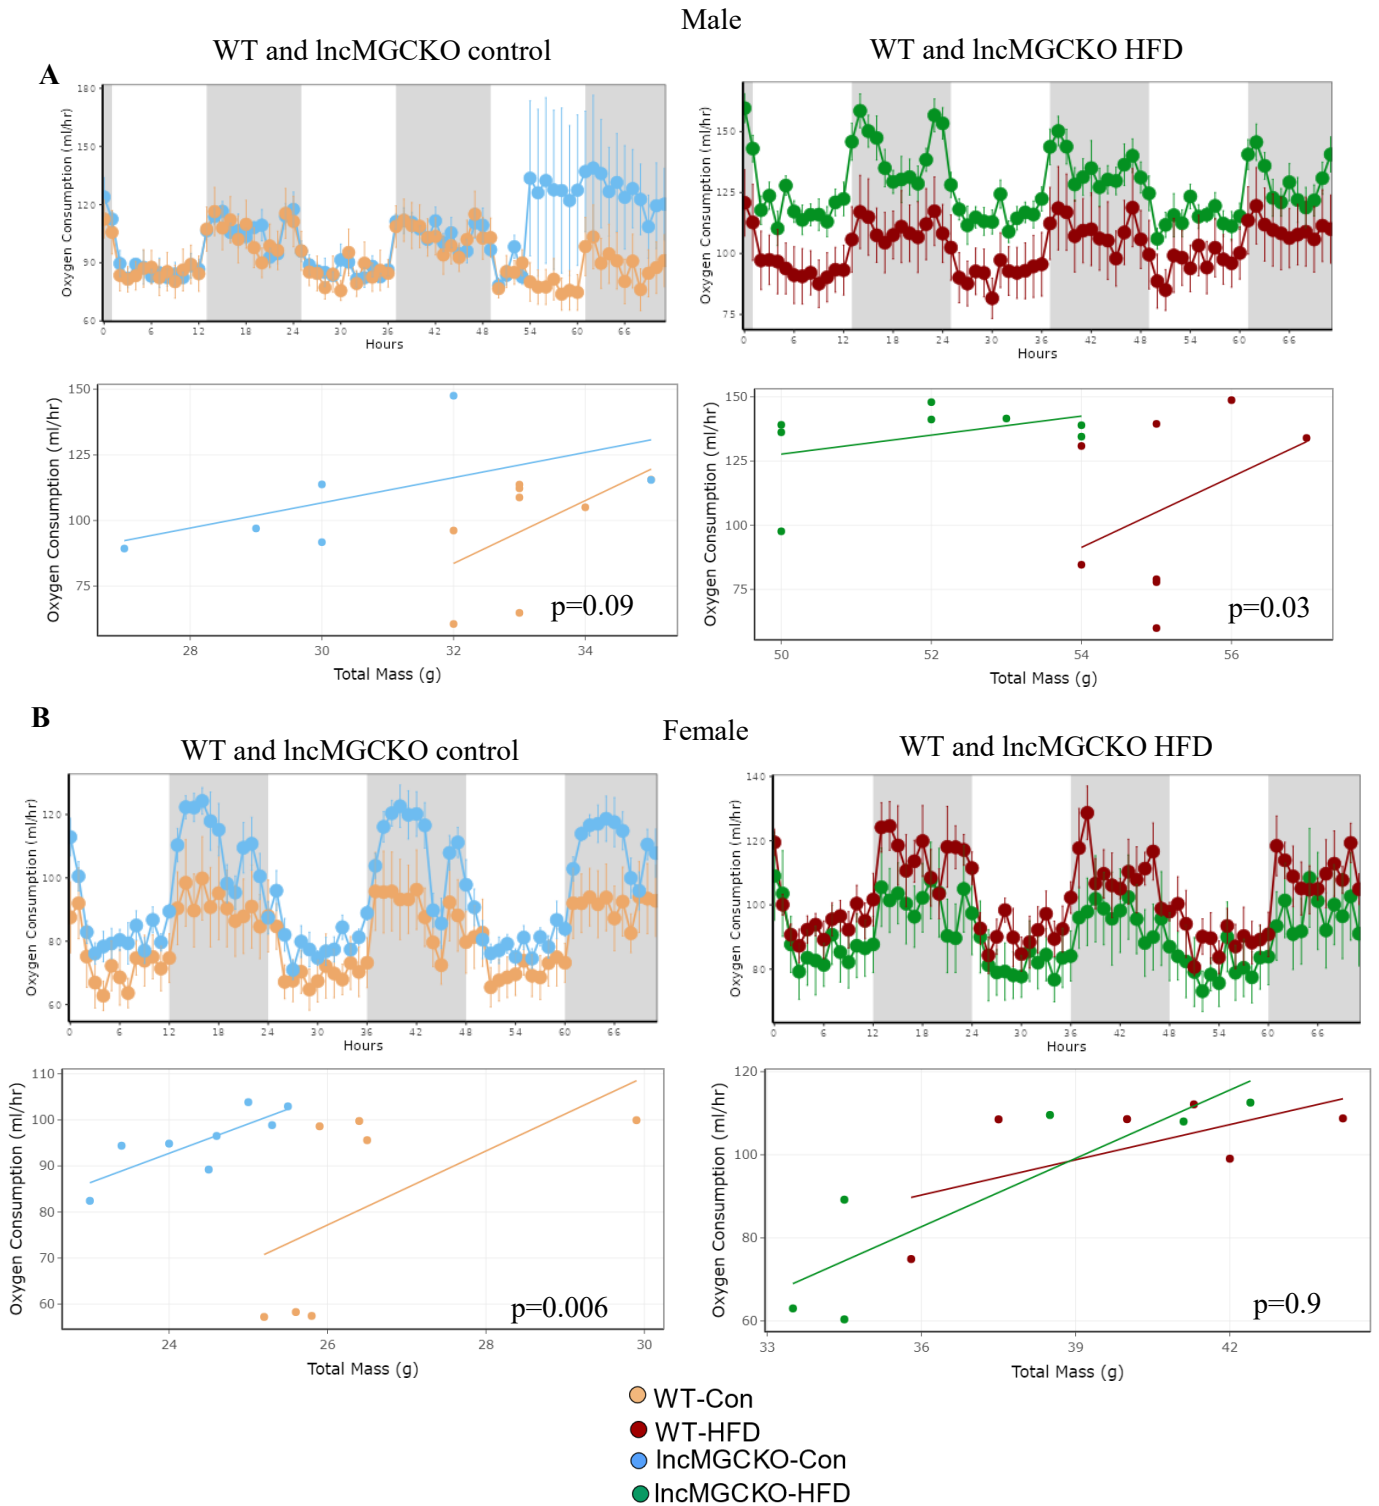

**Figure S4. lncMGC KO mice exhibit increased oxygen consumption.** Oxygen consumption (VO<sub>2</sub>) and regression analysis of VO<sub>2</sub> and total body mass in WT and lncMGC KO Con, and WT and lncMGC KO HFD (A) male and (B) female mice. n=6-8. Data were analyzed for VO<sub>2</sub> and total mass regression using ANCOVA with VO<sub>2</sub> as a dependent variable, genotype as fixed variable, and body mass as a covariate. Night-time (gray-shades). P-values are indicated in the figures.

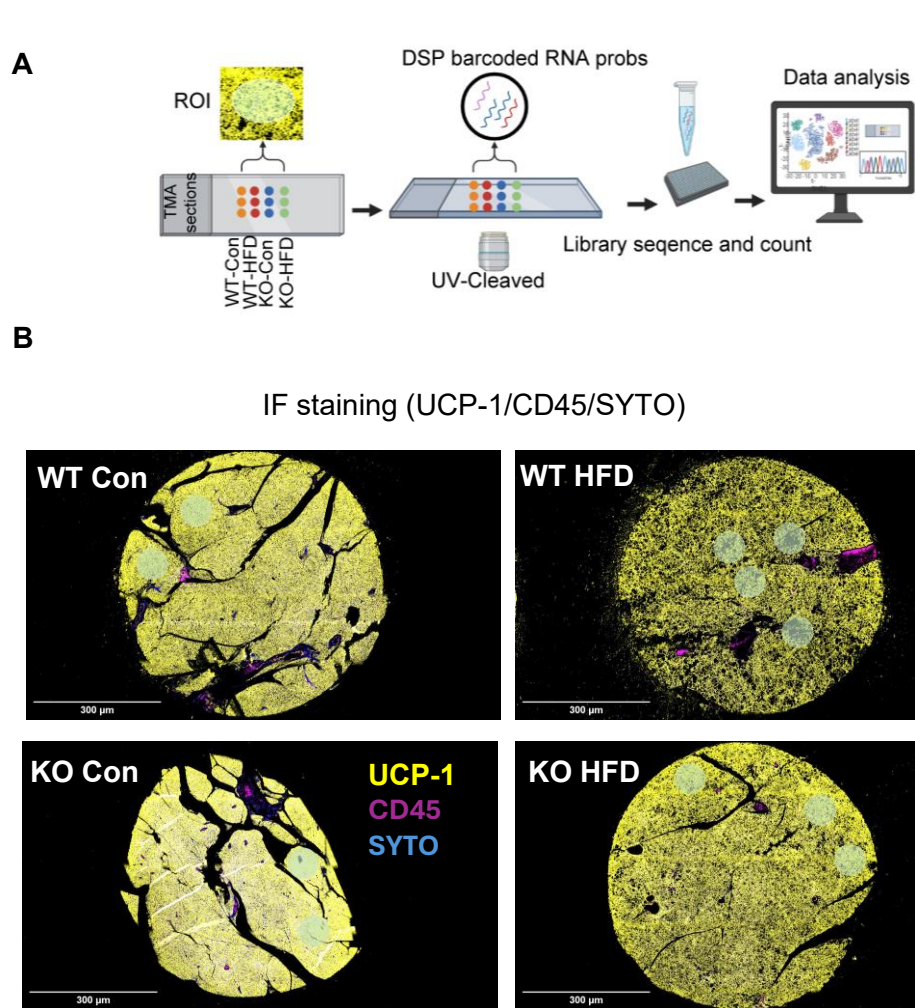

**Figure S5. Nanostring Digital gene expression profiling of BAT tissues.** Schematic illustration of the workflow of the Nanostring GeoMx Digital Spatial Profiler (DSP) Whole Transcriptome Atlas (WTA), which was used for the interrogation of multiple RNA analytes from a single paraffin-embedded brown adipose tissue (BAT) section from the mice groups. (B) Representative IF staining images of Tissue Microarray (TMA) sections from BAT isolated from WT and lncMGC KO Con and HFD female mice. 20 weeks HFD. The sections were stained with UCP-1 (mitochondrial marker, yellow signals), CD45 (leukocytes marker, purple signals), and SYTO (nucleic acid stain, blue signal) for the selection of regions of interest (ROIs, bubble plots). Analytes in the TMA sections are conjugated with oligonucleotide (oligo) tags using a photocleavable linker. Spatially mapped UV illumination enables the release of oligo tags from the analyte into the plates. Sequencing was performed to obtain quantitative counts per ROI. Scale bar: 300 μm. N=3 mice/group. The number of selected ROIs is as follows: n=4/WT-Con, n=6/WT-HFD, n=5/lncMGC KO Con, and n=7/lncMGC KO HFD.

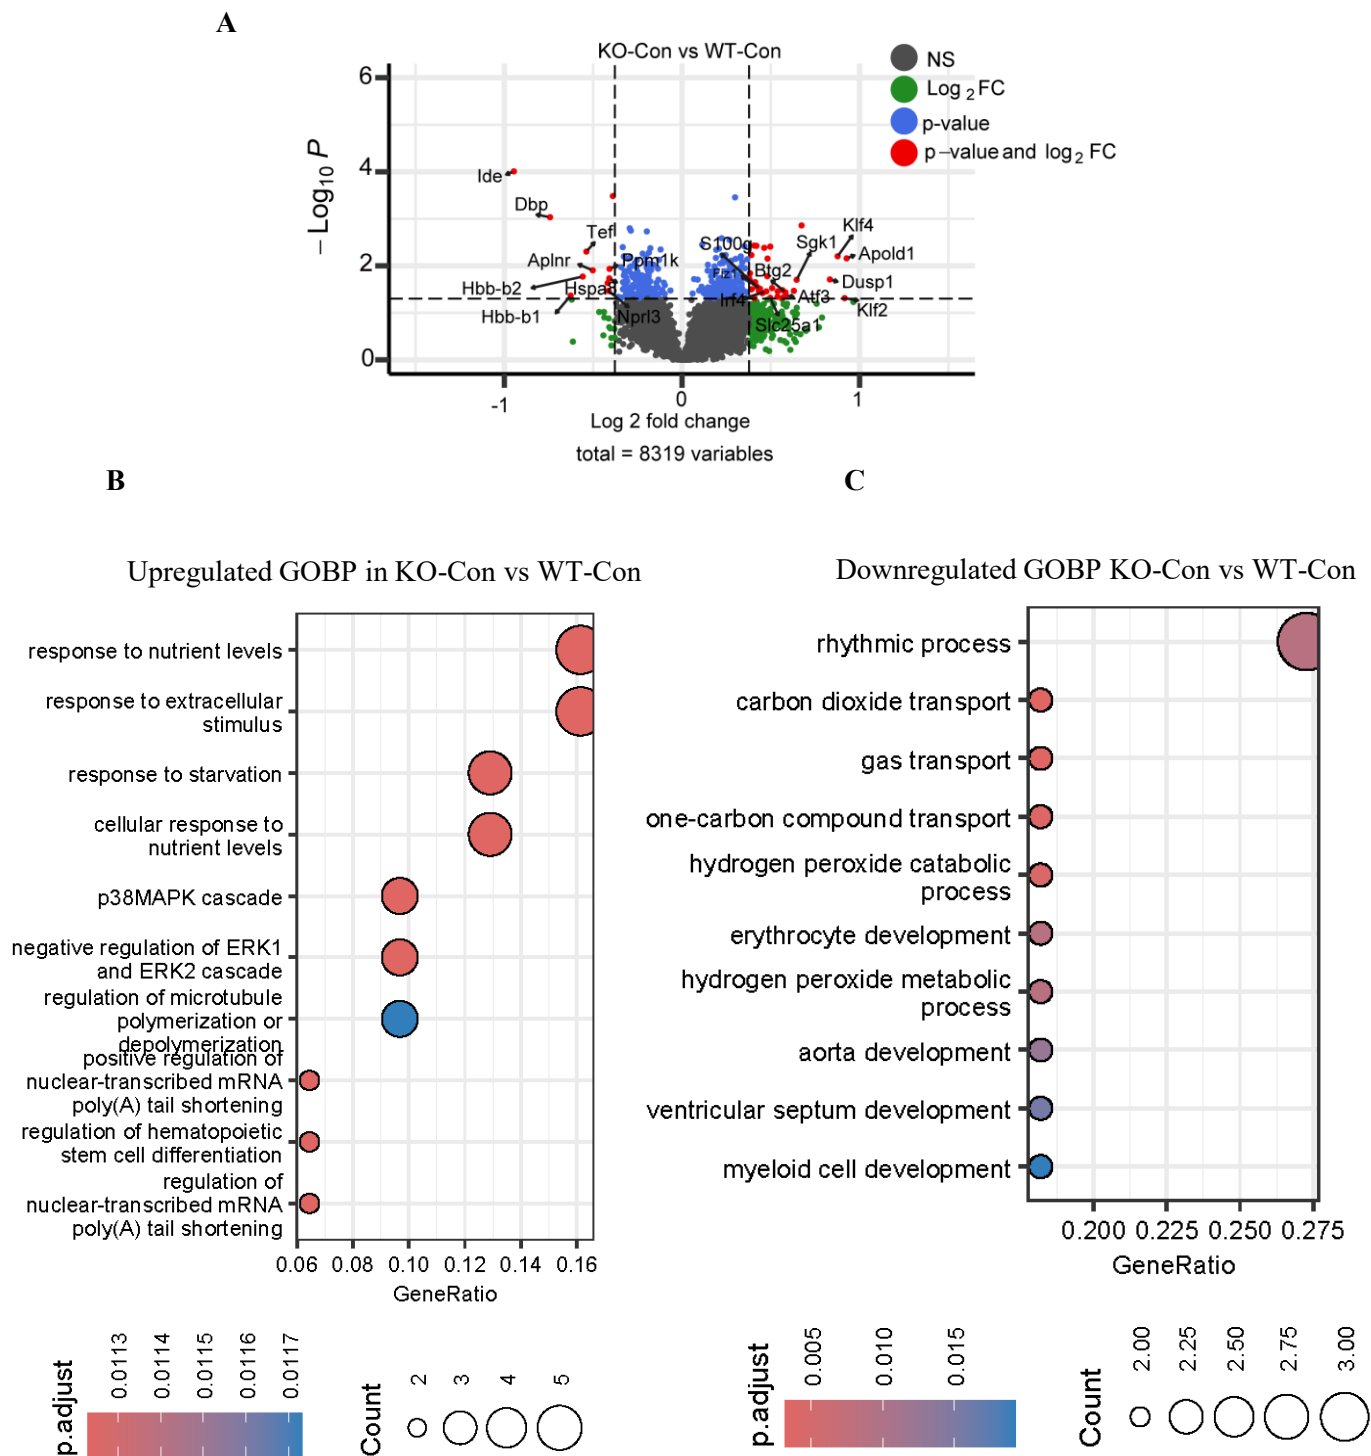

**Figure S6. Gene ontology biological process in brown adipose tissue from control chow diet female mice.** (A) Differential gene expression in lncMGC KO Con compared to WT Con female mice. (B) Top enriched up-regulated gene ontology biological process (GOBP) in lncMGC KO Con compared to WT Con and (C) Top enriched down-regulated GOBP in lncMGC KO Con compared to WT Con female mice. p-value<0.05.

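Of 18 genes labelled in Fig. S6A, 8 were higher and 10 lower in lncMGC KO Con than in WT Con, 16 passed the study's threshold in the limma fit, all but Hbb-b1 and Hbb-b2, and 2, Ide and Dbp, passed the adjusted p. edgeR called 9 of the 18 and DESeq2 5. With a test on unlogged values chosen after the data were seen, all 18 passed the study's threshold and 0 genes the adjusted p.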

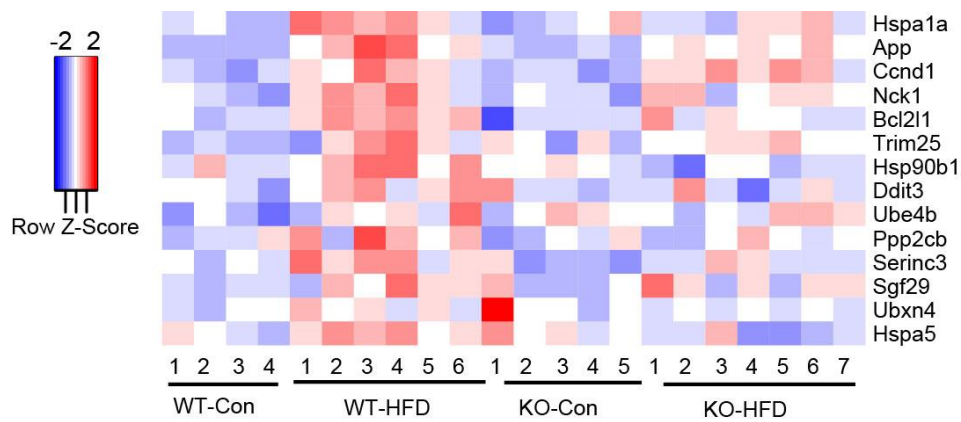

**Figure S7. Factors related to endoplasmic reticulum stress are improved in brown adipose tissue of IncMGC KO HFD female mice.** Heatmap showing key genes related to endoplasmic reticulum (ER) stress were significantly modulated between regions of interest (ROIs) in UCP-1 positive segments across all groups; normalized Q3 values were used to generate the heatmap. WT-Con=4 ROI, WT-HFD=6 ROI, IncMGC Con=5 ROI, IncMGCKO HFD=7 ROI. Data analysis was performed using R. Log2 fold change  $\pm 0.378$  and p-value  $< 0.05$ . The columns of the heatmap represent indicated genes, showing markedly altered expression levels as indicated by fold change.

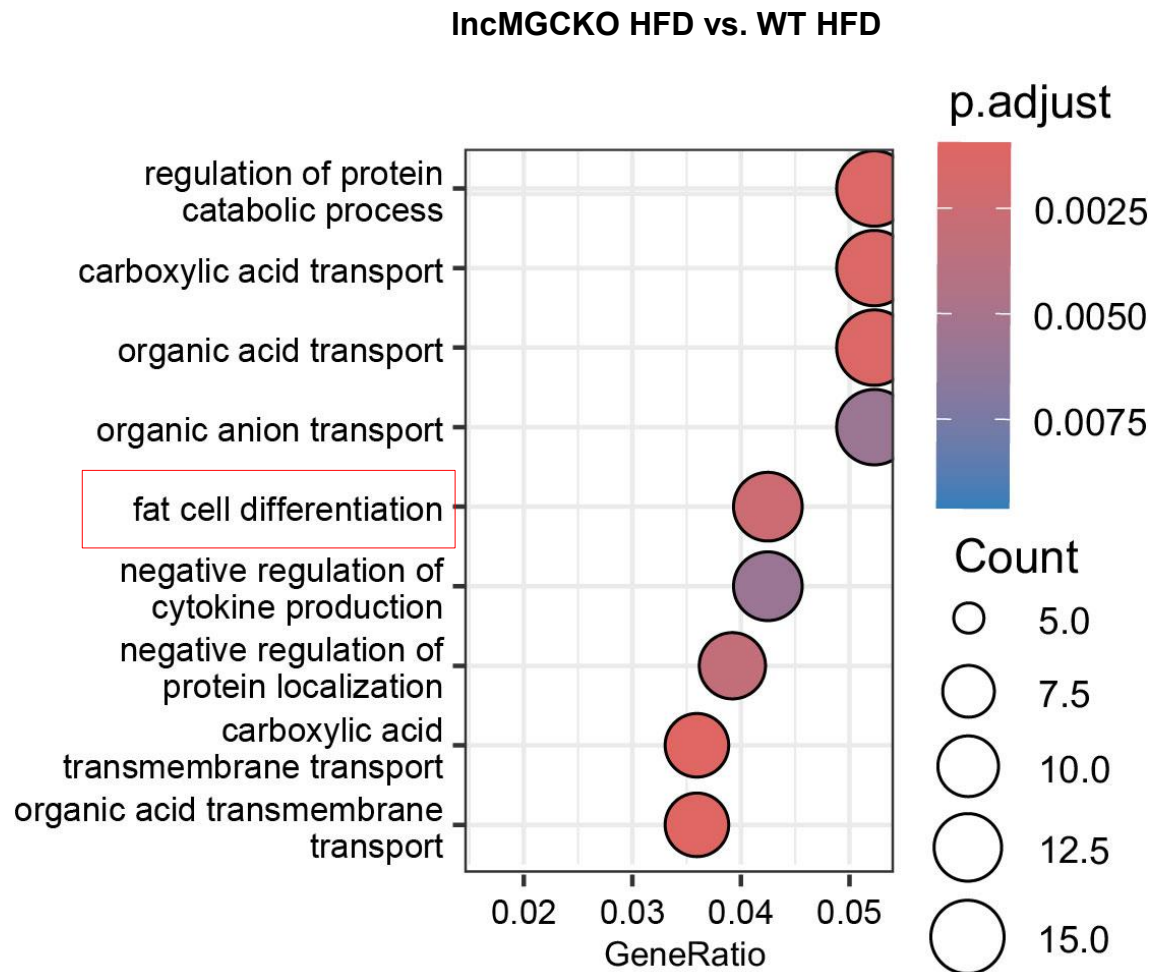

**Figure S8. Gene ontology biological process in brown adipose tissue from WT and IncMGCKO HFD female mice.** Top enriched up-regulated gene ontology biological process (GOBP) in IncMGC KO HFD compared to WT HFD. p-value<0.05.

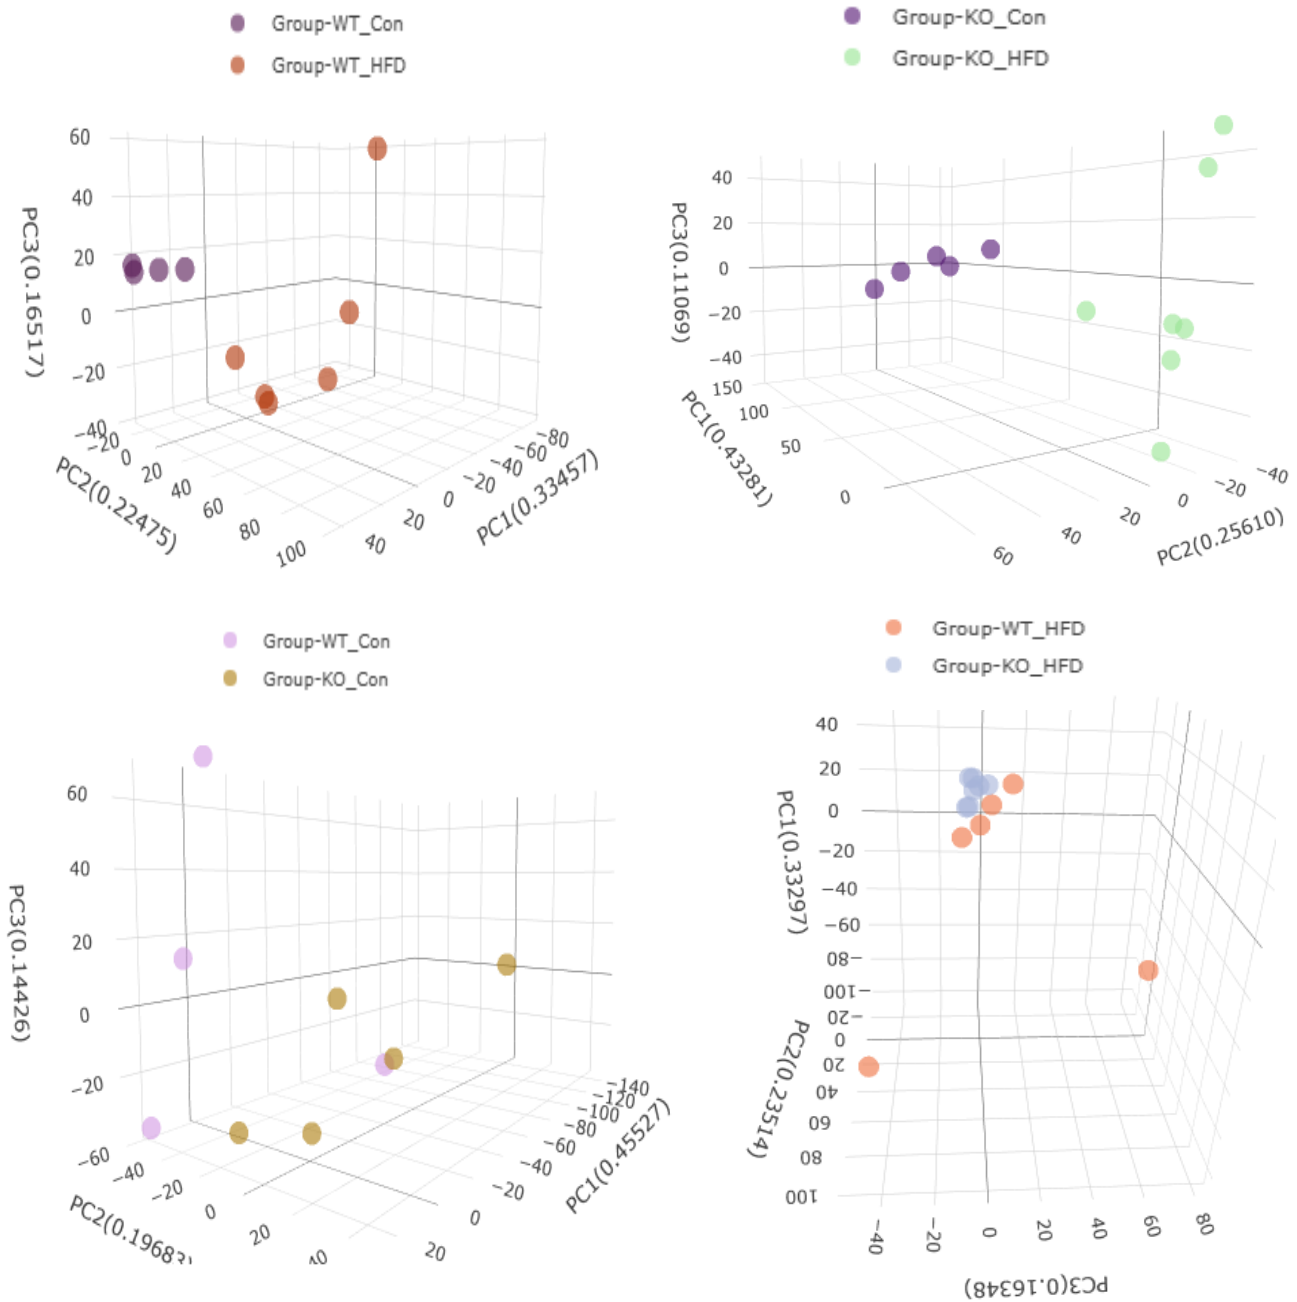

**Figure S9. Principal component analysis (PCA) of RNA-seq data from brown adipose tissue.** PCA was performed on the transcriptomic profiles of all biological replicates from each experimental group. The plot shows separation between groups based on gene expression variance along PCA 1,2, and 3, indicating distinct transcriptional signatures. Wild type (WT) control (Con), WT-high fat diet (HFD), lncMGCKO Con, lncMGCKO HFD

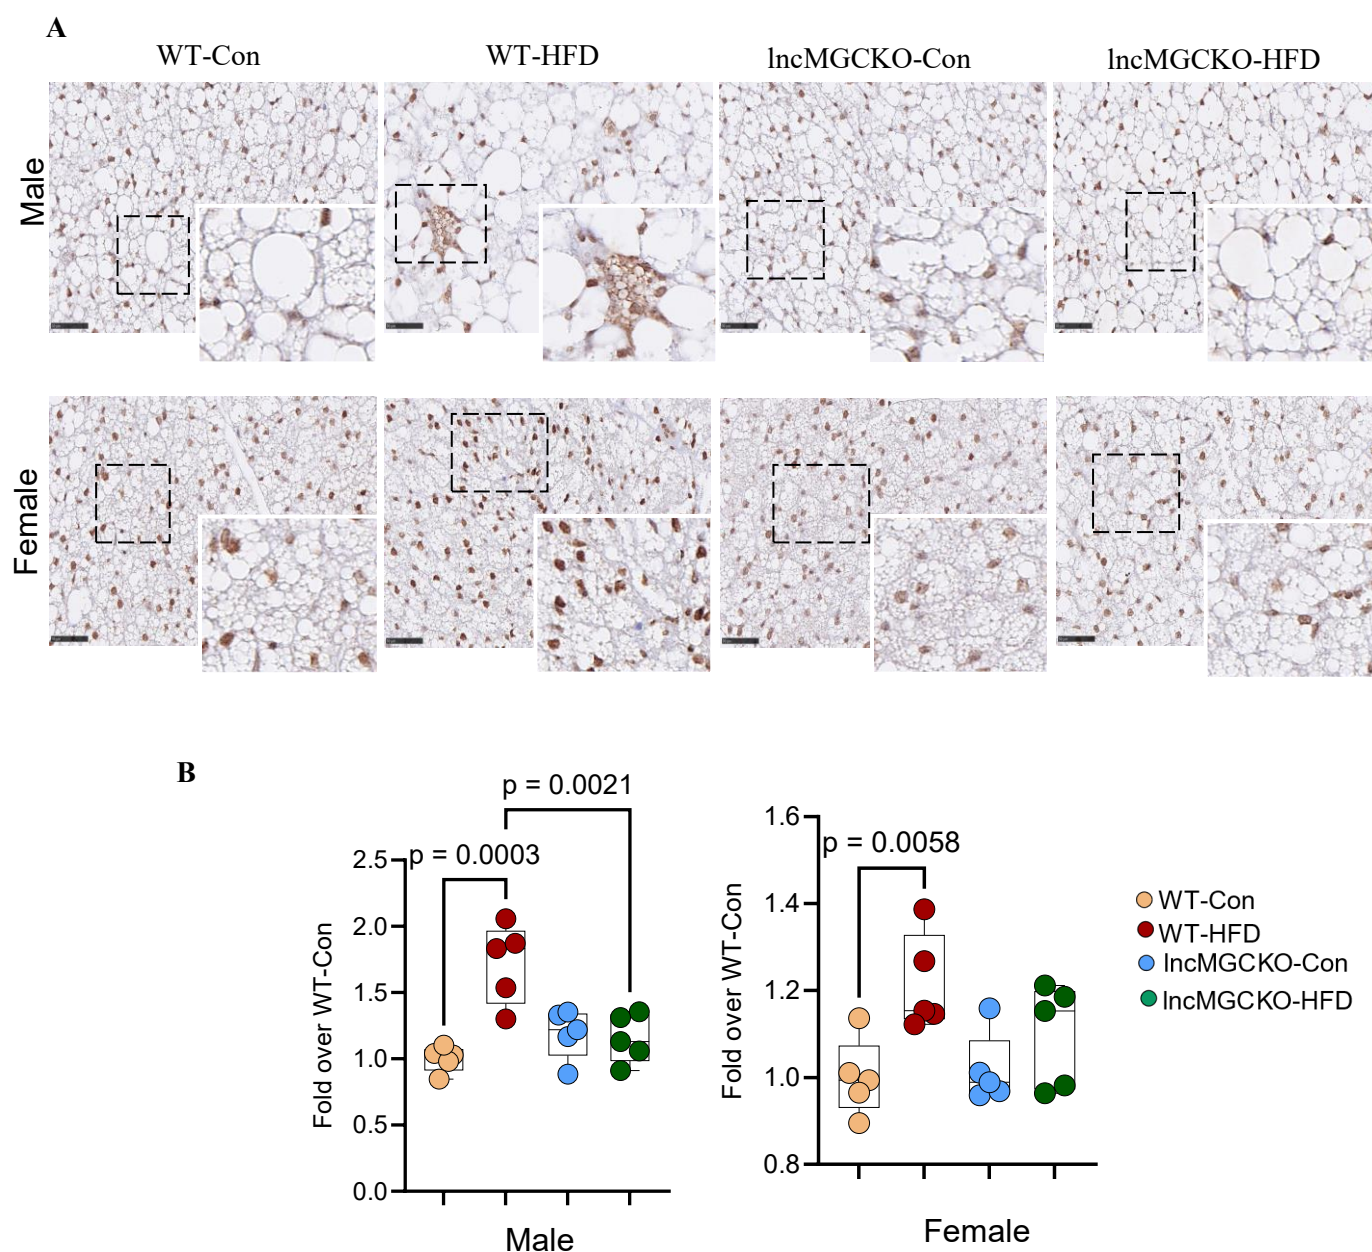

**Figure S10. IncMGC KO improved expression of ER stress marker CHOP in brown adipose tissue of HFD mice.** (A) Immunohistochemistry staining and (B) quantitative analysis of CHOP in BAT in male and female mice. 20 weeks of HFD. n=5/group. Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs. The magnification indicated by the lines in the IHC images represents the selected area that has been enlarged and shown at a higher resolution.

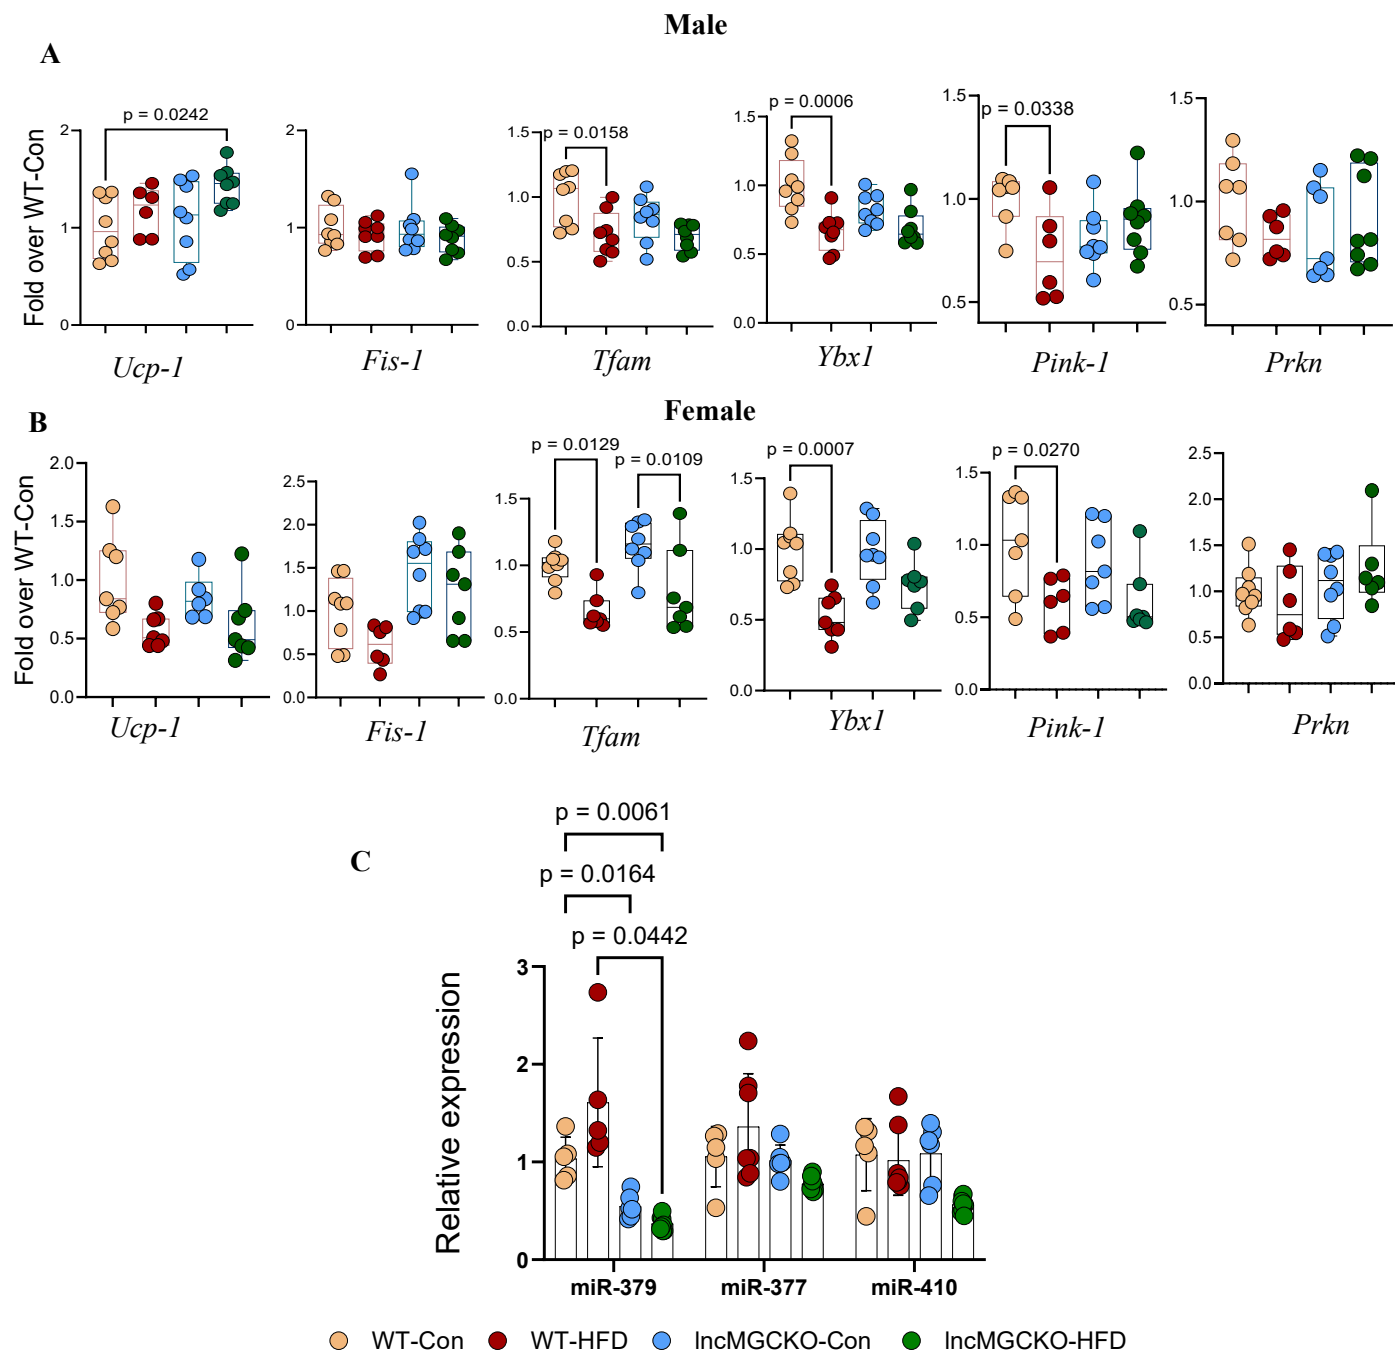

**Figure S11. Gene expression of mitochondrial markers in brown adipose tissue.** Gene expression of indicated mitochondrial markers in (A) male and (B) female mice. (n= 6-8 mice/group). (C) Expression of some of the cluster micro RNAs (miRs) in the brown adipose tissues in WT and IncMGCKO control and HFD male mice. 20 weeks HFD. Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Bar graphs show the mean (SD). Statistically significant p-values are indicated in the bar graphs.

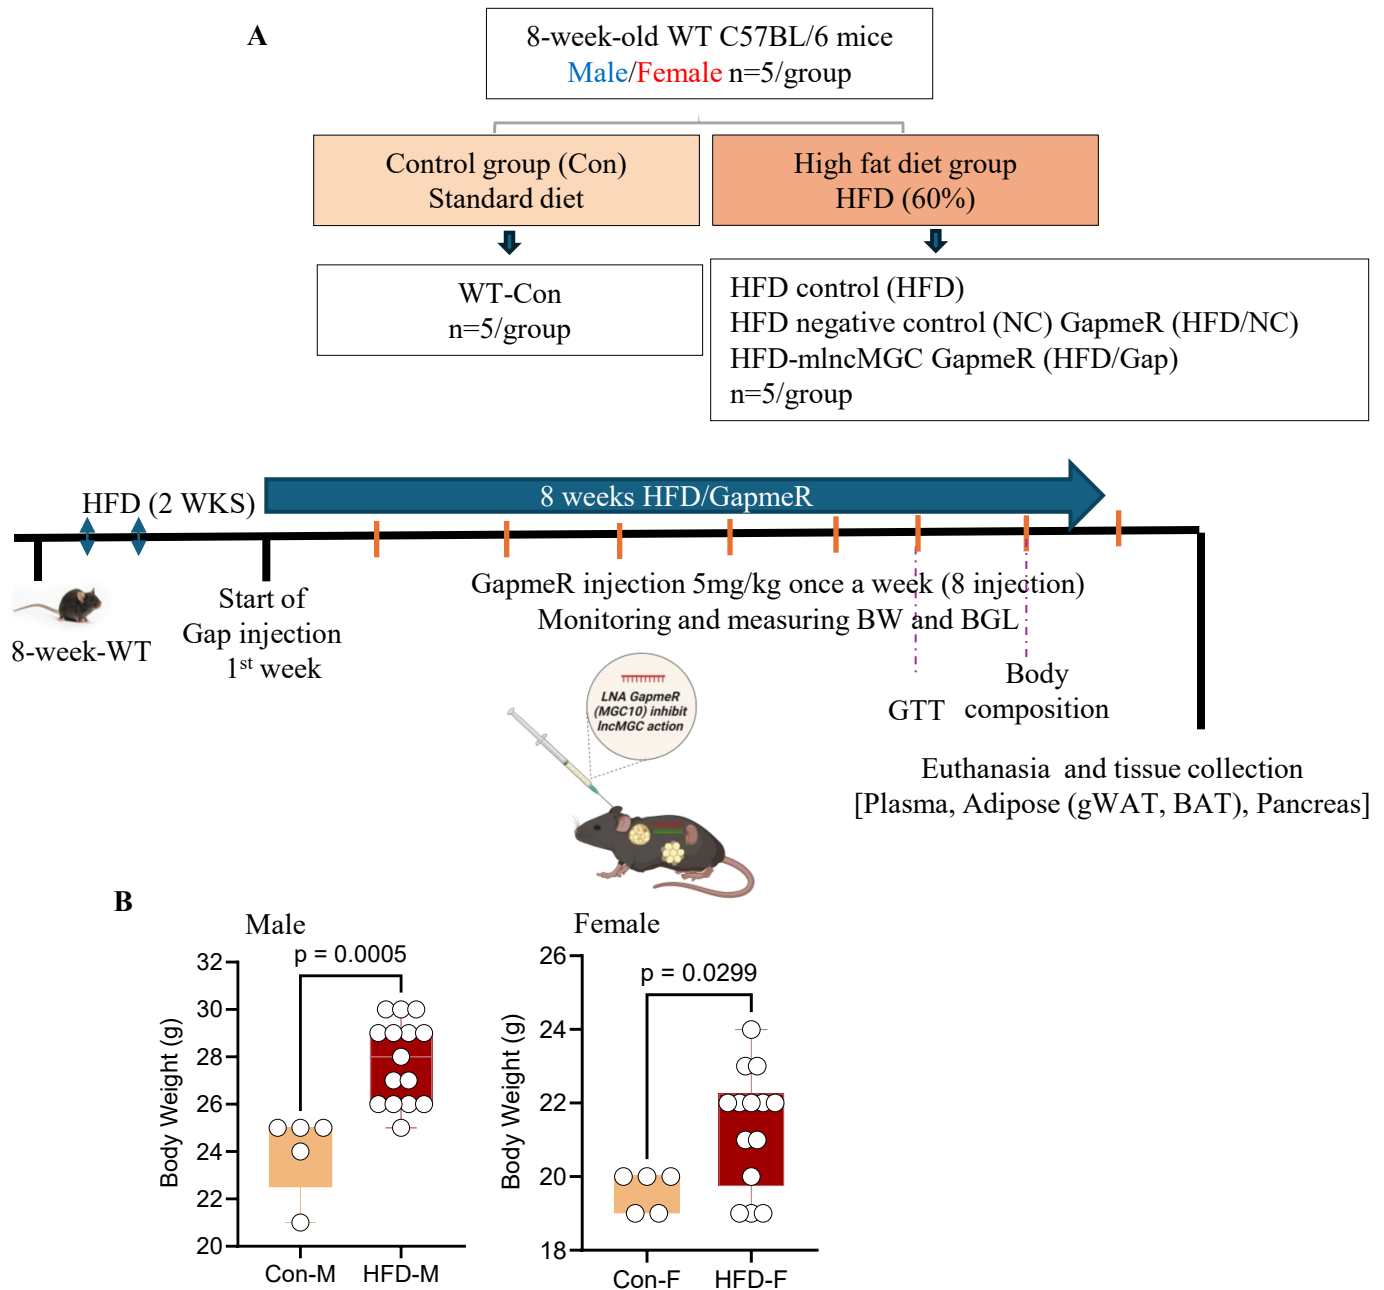

**Figure S12. Experimental scheme for treatment with GapmeR targeting mouse lncMGC in high-fat diet (HFD) fed induced- obesity mice model. (A)** 8-wk-old female and male wild type (WT) C57BL/6J mice were randomly divided into groups and fed with laboratory control chow diet (Con) or high-fat diet (HFD) (60% kcal from fat) for 2 weeks. Then, mice under HFD were randomly divided into 3 groups and injected with negative control (NC), GapmeR (HFD/NC), or GapmeR targeting mouse lncMGC (HFD/Gap) at 5 mg/kg body weight once a week for 8 weeks. HFD-fed mice without treatment were used as control (HFD). Body weights (BW) and blood glucose levels (BGL) were monitored weekly during 10 weeks of diets. Glucose tolerance tests (GTT) were performed, and body composition was measured at 10 weeks of study. After euthanasia, plasma, perigonadal white adipose tissue (gWAT), and interscapular brown adipose tissue (BAT) and pancreata were harvested. **(B)** Average body weights after the first 2 weeks of HFD. Statistical comparisons between two groups were performed using two-sided Student's t-tests. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. P-values are indicated in the bar graphs.

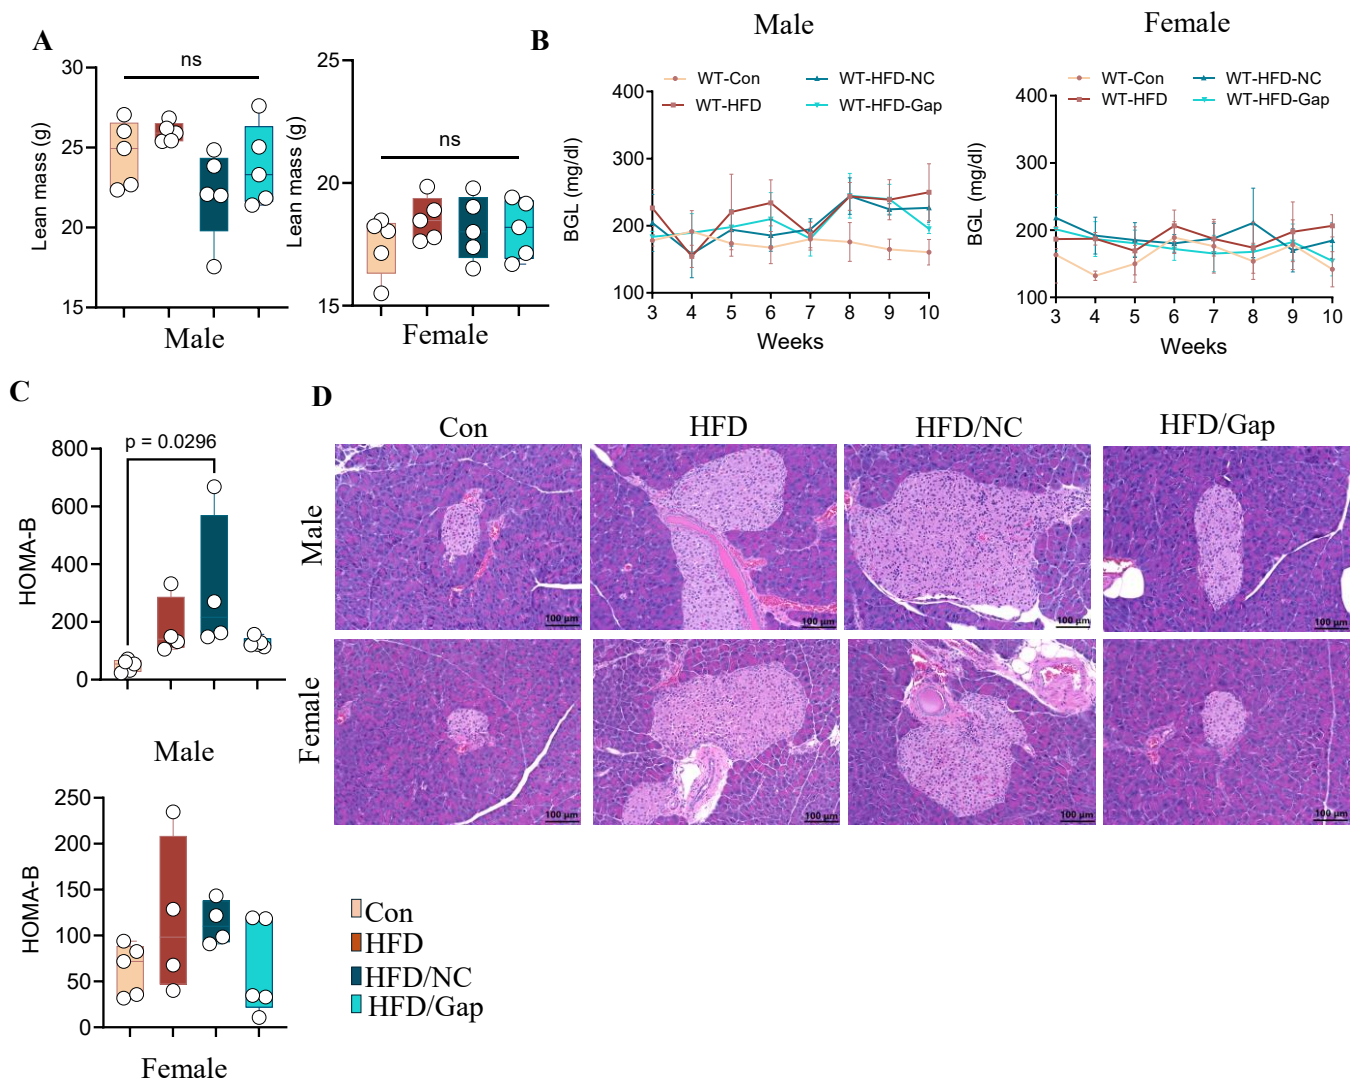

**Figure S13. GapmeR targeting lncMGC improved beta cell function in HFD-fed mice.** (A) Lean mass in male and female mice at 10 weeks of diets. (B) Average non-fasting blood glucose levels (BGL) of male and female mice over 10 weeks of diets. (C) Percentage of Homeostasis Model Assessment (HOMA) analysis for  $\beta$ -cell function (HOMA-B) in male and female mice. (D) H&E-stained sections showing islets hyperplasia and hypertrophy in HFD and HFD/NC mice and improvement in HFDGap mice. Control chow-diet (Con), high-fat diet (HFD), negative control GapmeR (HFD-NC) and GapmeR targeting lncMGC (HFD-Gap). n=4-5/group. Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. XY graphs show the mean (SD). The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs.

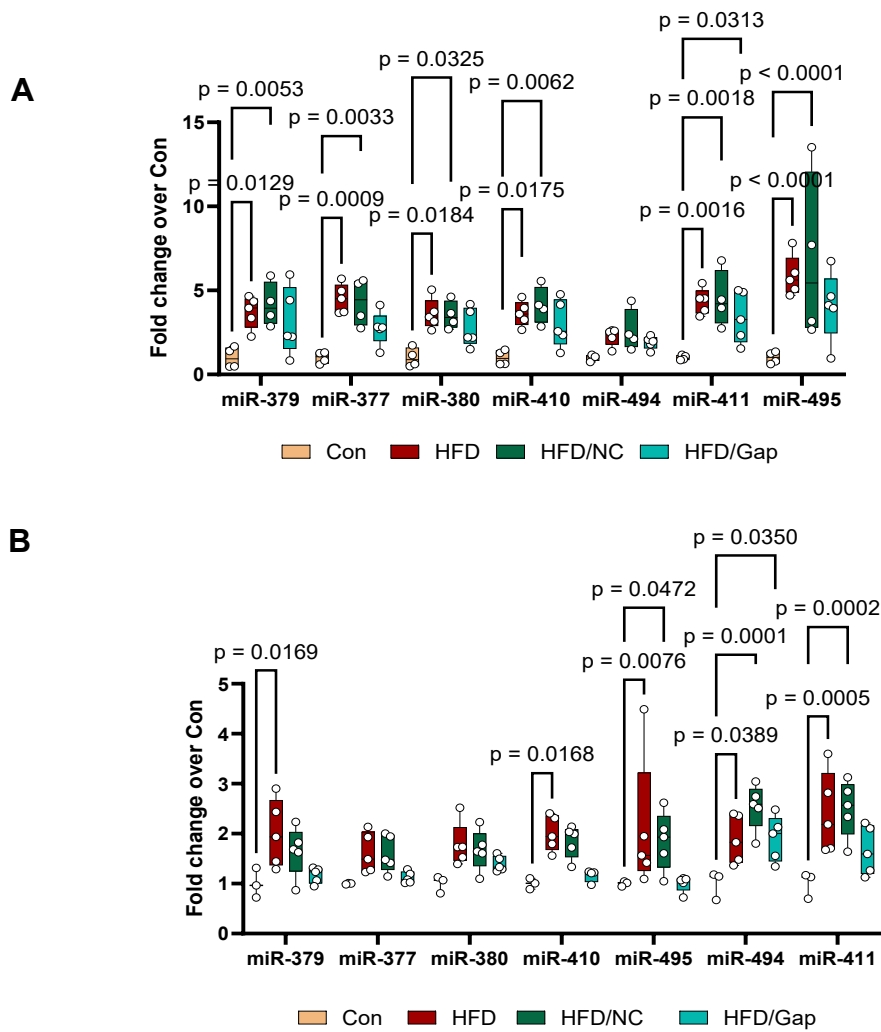

**Figure S14.** Expression of some of the cluster micro RNAs (miRs) in the perigonadal white adipose tissues from (A) male and (B) female mice treated with or without GapmeRs. 10 weeks HFD. Control chow-diet (Con), high-fat diet (HFD), negative control (NC) GapmeR (HFD/NC) and GapmeR targeting lncMGC (HFD/Gap). Statistical analyses were performed by two-way ANOVA with a post-hoc Tukey test for multiple comparisons.  $n=4-5$ . The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant  $p$ -values are indicated in the bar graphs.

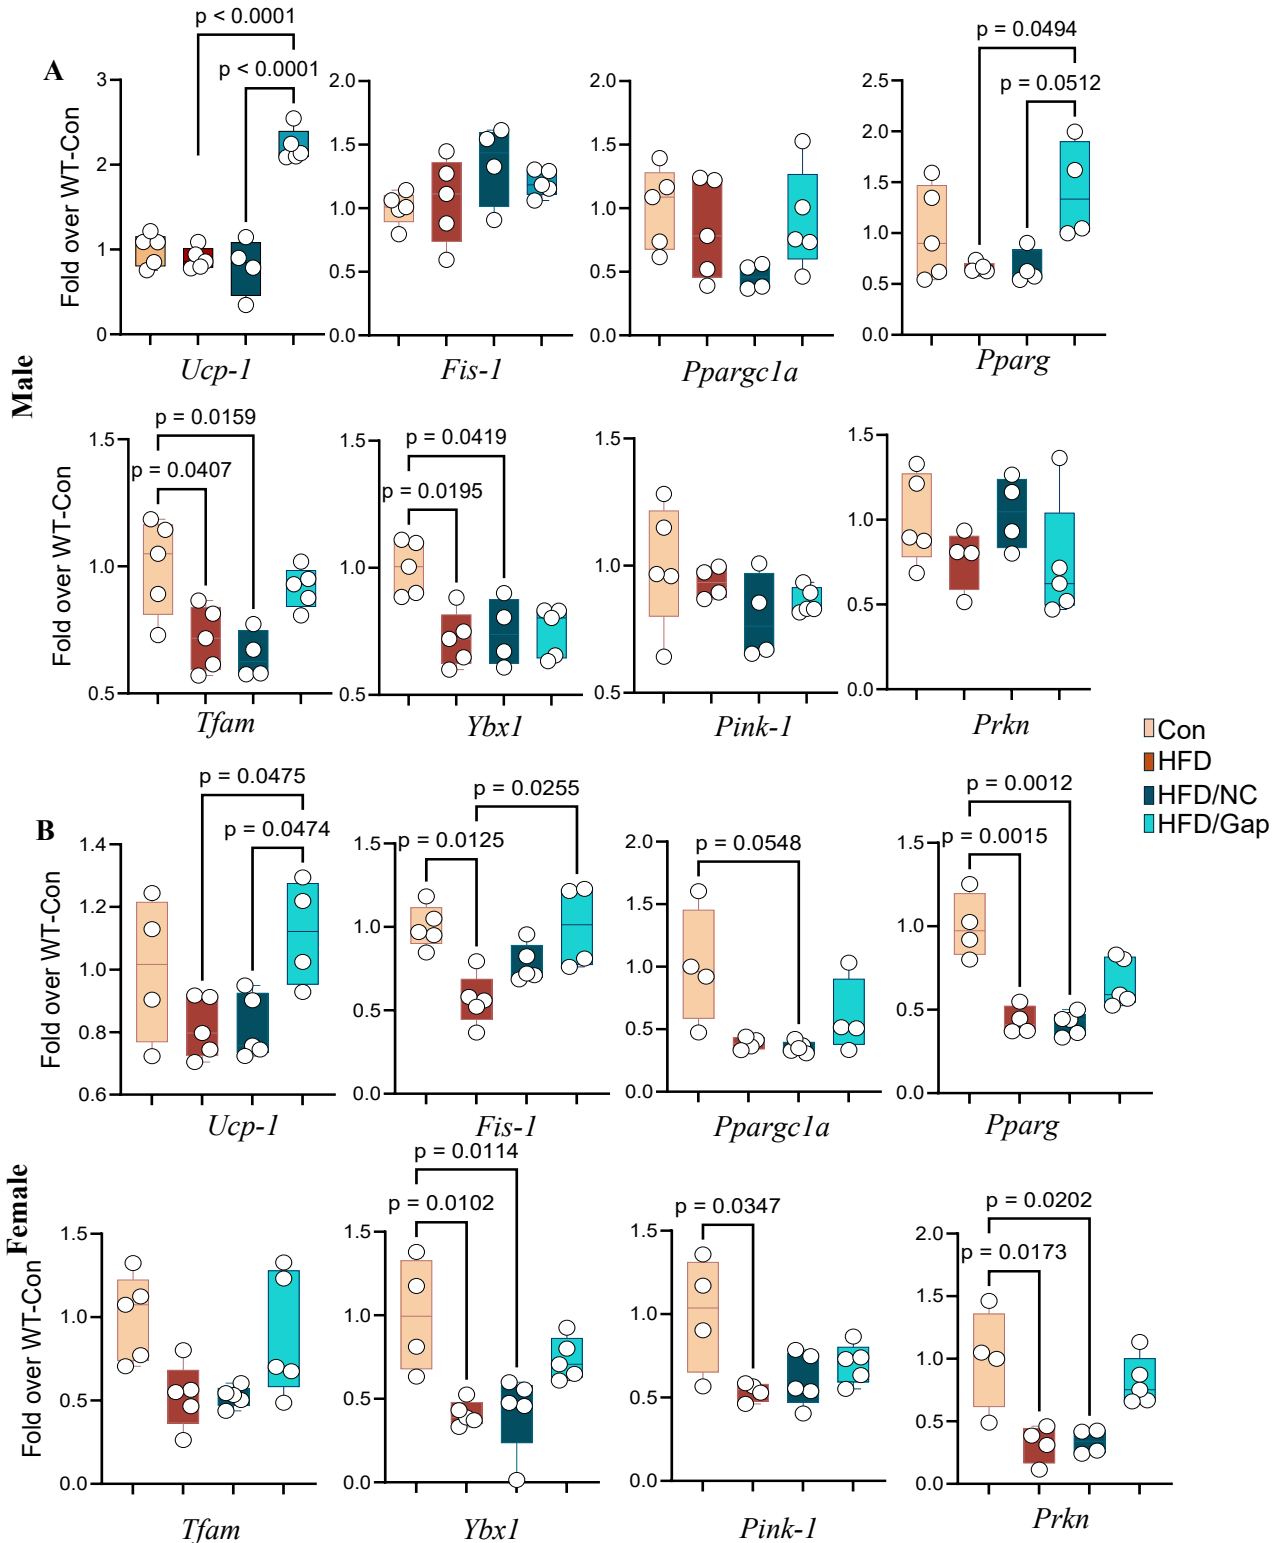

**Figure S15. Gene expression of mitochondrial markers in brown adipose tissues from mice treated with or without GapmeRs.** Gene expression of mitochondrial markers in (A) male and (B) female mice. 10 weeks HFD. Statistical analyses were performed by Two-way ANOVA with post-hoc Tukey test for multiple comparisons. Control chow-diet (Con), high-fat diet (HFD), negative control (NC) GapmeR (HFD/NC) and GapmeR targeting lncMGC (HFD/Gap). n=4-5. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs.

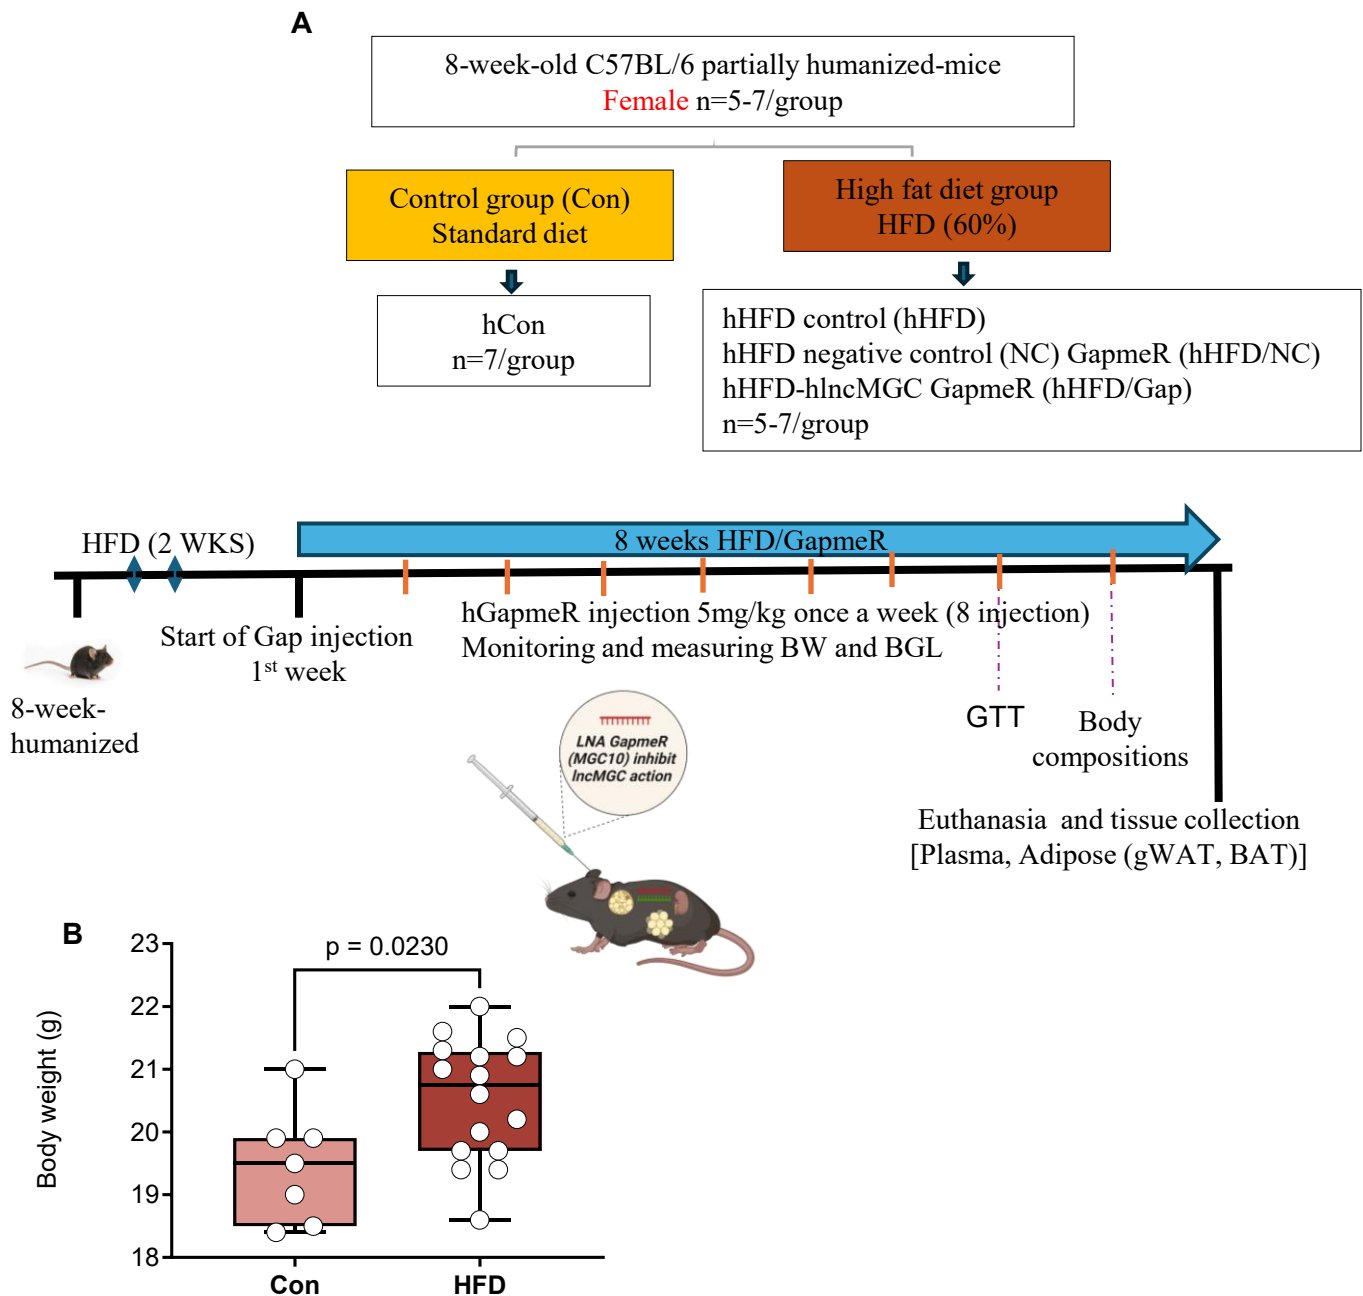

**Figure S16. Experimental scheme for treatment with GapmeR targeting human lncMGC in high-fat diet (HFD) fed induced- obesity mice model with partially humanized lncMGC mice.** (A) 8-wk-old female partially humanized lncMGC (hlncMGC) mice were randomly divided into groups and fed with laboratory control chow-diet (hCon) or high-fat diet (hHFD) (60% kcal from fat) for 2 weeks, then, hHFD mice were randomly divided into 3 groups and injected with negative control (NC) GapmeR (hHFD/NC) or GapmeR targeting lncMGC (hHFD/Gap) at 5 mg/kg body weight once a week for 8 weeks. hHFD-fed mice without treatment were used as control (hHFD). Body weight (BW) and blood glucose levels (BGL) were monitored weekly during 10 weeks of diets. Glucose tolerance tests (GTT) were performed, and body composition was measured at 10 weeks of study. After euthanasia, plasma, perigonadal white adipose tissue (gWAT), and interscapular brown adipose tissue (BAT) were harvested. (B) Average body weights after the first 2 weeks of HFD. Statistical comparisons between two groups were performed using two-sided Student's t-test. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. P-values are indicated in the bar graphs.

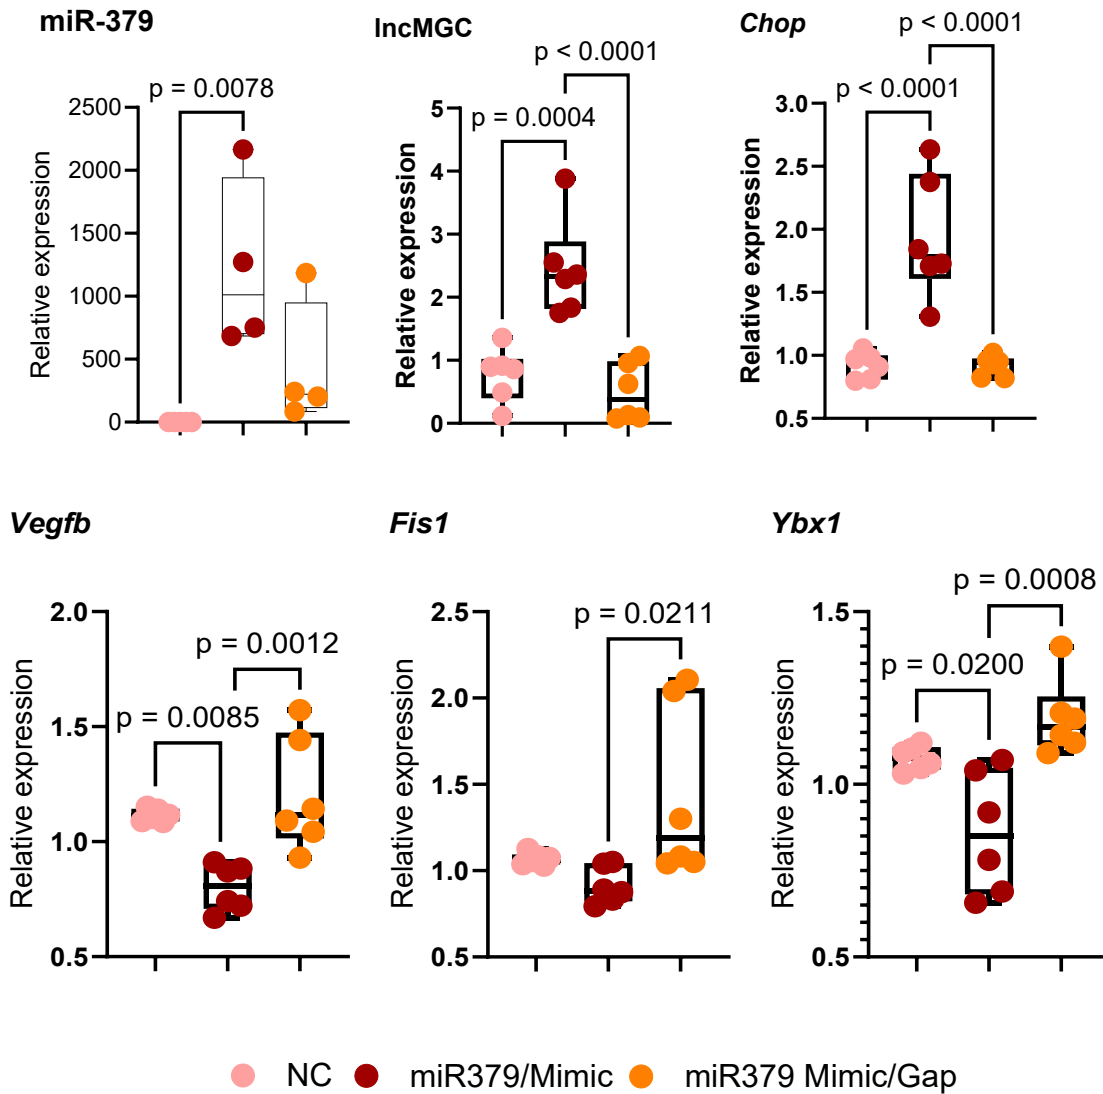

**Figure S17.** HIB1B brown adipocytes ( $\sim 3.5 \times 10^5$  cells/transfection) were transfected with oligo mimics of miR-379 (50 nmol/L) or the corresponding negative control (NC) oligos (50 nmol/L) using Lipofectamine RNAiMAX. Cells were then treated with lncMGC-GapmeR (2  $\mu$ mol/L) for 3 days via Gymnosis. Expression of miR-379, lncMGC, *Chop*, and the miR-379 target genes *Vegfb*, *Fis-1*, and *Ybx1*. Statistical analyses were performed by one-way ANOVA with a post-hoc Tukey test for multiple comparisons. n=6. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant p-values are indicated in the bar graphs.

**Table S1. Clinical parameters of lean, overweight /obese human donors of adipose tissues.**

The fully de-identified white adipose tissue (WAT) samples were obtained as discard tissues from the Southern California Islet Cell Resource Center (City of Hope) and classified into two groups—lean, and overweight/obese based on the donor's body mass index (BMI).

**Table S2. The sequences of PCR primers used in this study.**

| Target                              | Forward primer                 | Reverse primer                  |
|-------------------------------------|--------------------------------|---------------------------------|
| <i>mVegfb</i>                       | GAACCTCATGTCTCACCTCAG          | TCATAACAGAACCCCAAATCCCG         |
| <i>mTfam</i>                        | AGC GTG CTA AAA GCA CTG GG     | ACT TCG GAA TAC AGA CAA GAC TGA |
| <i>mFis1</i>                        | ACCATCGCCTTCCCTTTTC            | ATGACAGGGTTAAACGACAGG           |
| <i>mYbx1</i>                        | GCA GAC CGT AAC CAT TAT AGA CG | TCT CCG CAT GTA GTA AGG TGG     |
| <i>mChop</i><br>( <i>Ddit</i> )     | GCACCTATATCTCATCCCCAG          | TGCGTGTGACCTCTGTTG              |
| <i>mPpargc1a</i><br>( <i>Pgc1</i> ) | CACCAAACCCACAGAAAACAG          | GGGTCAGAGGAAGAGATAAAGTTG        |
| <i>mPrkn</i>                        | GCA CAC CCA ACC TCA GAC AA     | TCA GTG GAG ATG AGG CCG A       |
| <i>mPink1</i>                       | GTG GGA CTC AGA TGG CTG TC     | ACT GGA GCT GTT GAA AGG CAG     |
| <i>mCebpb</i>                       | AGCCCCTACCTGGAGCCGCTCGCG       | GCGCAGGGCGAACGGGAAACCG          |
| <i>mPparg</i>                       | TGTTATGGGTGAAACTCTGGG          | AGAGCTGATTCCGAAGTTGG            |
| <i>mlncMGC</i>                      | ATTTTCTGAGTTAGTGTGGCCTTCATCTG  | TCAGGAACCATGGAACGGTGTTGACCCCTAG |
| <i>mCypa</i>                        | ATGGTCAACCCACCGTGT             | TTCTTGCTGTCTTTGGAACCTTGTC       |
| <i>hlnMGC</i>                       | GCCTGCTTCCAATGCCAAATC          | CTTCAGGAACCACGGAATGGT           |
| <i>hCYPa</i>                        | CCCACCGTGTTCTTCGACATT          | GGACCCGTATGCTTTAGGATGA          |

**Table S3: Sample ID, ROI selected area, and nuclei count per ROI.**

| Sample_ID     | ROI | Segment  | Area     | Nuclei | (v1.0) Mouse NGS Whole Transcriptome Atlas RNA |
|---------------|-----|----------|----------|--------|------------------------------------------------|
| WT Con        | 001 | Full ROI | 97592.29 | 290    | MW0031123                                      |
| WT Con        | 002 | Full ROI | 97592.29 | 392    | MW0031123                                      |
| WT Con        | 003 | Full ROI | 97592.29 | 221    | MW0031123                                      |
| WT Con        | 004 | Full ROI | 97592.29 | 217    | MW0031123                                      |
| WT HFD        | 005 | Full ROI | 97592.29 | 129    | MW0031123                                      |
| WT HFD        | 006 | Full ROI | 97592.29 | 168    | MW0031123                                      |
| WT HFD        | 007 | Full ROI | 97592.29 | 174    | MW0031123                                      |
| WT HFD        | 008 | Full ROI | 97592.29 | 158    | MW0031123                                      |
| WT HFD        | 009 | Full ROI | 97592.29 | 206    | MW0031123                                      |
| WT HFD        | 010 | Full ROI | 97592.29 | 170    | MW0031123                                      |
| IncMGC KO Con | 011 | Full ROI | 97592.29 | 323    | MW0031123                                      |
| IncMGC KO Con | 012 | Full ROI | 97592.29 | 360    | MW0031123                                      |
| IncMGC KO Con | 013 | Full ROI | 97592.29 | 345    | MW0031123                                      |
| IncMGC KO Con | 014 | Full ROI | 97592.29 | 330    | MW0031123                                      |
| IncMGC KO Con | 015 | Full ROI | 97592.29 | 365    | MW0031123                                      |
| IncMGC KO HFD | 016 | Full ROI | 97592.29 | 223    | MW0031123                                      |
| IncMGC KO HFD | 017 | Full ROI | 97592.29 | 274    | MW0031123                                      |
| IncMGC KO HFD | 018 | Full ROI | 97592.29 | 258    | MW0031123                                      |
| IncMGC KO HFD | 019 | Full ROI | 97592.29 | 282    | MW0031123                                      |
| IncMGC KO HFD | 020 | Full ROI | 97592.29 | 263    | MW0031123                                      |
| IncMGC KO HFD | 021 | Full ROI | 97592.29 | 311    | MW0031123                                      |
| IncMGC KO HFD | 022 | Full ROI | 97592.29 | 269    | MW0031123                                      |

Sample ID, ROI selected area, and nuclei count per ROI. from brown adipose tissues in wild type control (WT Con), WT-high fat diet (HFD), IncMGCKO Con and IncMGCKO HFD female mice. ROI: Region of interest

**Table S4: ER-stress related genes.**

| Gene ID | Log2FC<br>WT HFD vs WT Con | P value | Log2FC<br>KO HFD vs KO Con | P value |
|---------|----------------------------|---------|----------------------------|---------|
| Hspa1a  | 1.3299                     | 0.0086  | 0.6337                     | 0.6105  |
| App     | 0.7965                     | 0.0063  | 0.4292                     | 0.0001  |
| Ccnd1   | 0.5279                     | 0.0139  | 0.7302                     | 0.0003  |
| Nck1    | 0.4272                     | 0.0137  | 0.3314                     | 0.0095  |
| Bcl2l1  | 0.3983                     | 0.0023  | 0.2974                     | 0.0727  |
| Trim25  | 0.2849                     | 0.0493  | 0.1361                     | 0.1540  |
| Hsp90b1 | 0.2661                     | 0.0296  | -0.1852                    | 0.0325  |
| Ddit3   | 0.2602                     | 0.0566  | -0.0335                    | 0.8923  |
| Ube4b   | 0.2532                     | 0.0728  | -0.0013                    | 0.9915  |
| Ppp2cb  | 0.2467                     | 0.0696  | 0.0786                     | 0.4564  |
| Serinc3 | 0.2446                     | 0.0258  | 0.1418                     | 0.1631  |
| Sgf29   | 0.2434                     | 0.0445  | 0.1445                     | 0.2667  |
| Ubxn4   | 0.2127                     | 0.0805  | -0.1772                    | 0.4392  |
| Hspa5   | 0.2038                     | 0.0277  | -0.1657                    | 0.1423  |

Differential expression of ER stress–related genes in brown adipose tissue from WT and IncMGC-KO mice. Using RNA-seq analysis, genes associated with endoplasmic reticulum (ER) stress were upregulated in WT-HFD mice compared with controls. Expression of these ER stress–related genes was attenuated in IncMGC KO HFD mice relative to IncMGC KO controls. 

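Table S4 gives a log2 fold change and a p for 14 genes in each genotype. Differences of the group means of the log2 Q3-normalized values equal all 28 of its fold changes to 4 decimals, in WT as well as in lncMGC KO. The limma fit leaves these fold changes as they are and gives other p-values. At an unadjusted p under 0.05 it passed 15 of the 28.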

The table summarizes fold-change (FC) values for ER stress–related genes.

# Supplementary material for: Metabolic beneficial effects of targeting a long non-coding RNA, lnc-megacluster, in obesity
**Source:** Mol Ther Nucleic Acids. 2025 Dec 8;37(1):102792. doi: 10.1016/j.omtn.2025.102792
**Supplement:** Document S2. Article plus supplemental information

# Metabolic beneficial effects of targeting a long non-coding RNA, lnc-megacluster, in obesity

Maryam Abdollahi,<sup>1</sup> Vajir Malek,<sup>1</sup> Vinay Singh Tanwar,<sup>1</sup> Mitsuo Kato,<sup>1</sup> Linda Lanting,<sup>1</sup> Alireza Rezaei,<sup>2</sup> Lingxiao Zhang,<sup>1</sup> Lixin Yang,<sup>2</sup> Raju K. Pillai,<sup>2,3</sup> Leah Kebrom,<sup>1</sup> Jathan Nandi,<sup>1</sup> Wendong Huang,<sup>1,4</sup> Ke Ma,<sup>1,4</sup> and Rama Natarajan<sup>1,4</sup>

<sup>1</sup>Department of Diabetes Complications and Metabolism, Arthur Riggs Diabetes and Metabolism Research Institute and Beckman Research Institute of City of Hope, Duarte, CA 91010, USA; <sup>2</sup>Research Molecular Pathology Shared Resource, Beckman Research Institute of City of Hope, Duarte, CA 91010, USA; <sup>3</sup>Department of Pathology, City of Hope National Medical Center, Duarte, CA 91010, USA; <sup>4</sup>Irell and Manella Graduate School of Biological Sciences, Beckman Research Institute of City of Hope, Duarte, CA 91010, USA

**The long noncoding RNA (lncRNA) lnc-megacluster (lncMGC) is implicated in diabetic kidney disease and pancreatic islet dysfunction. However, its role in obesity and insulin resistance (IR) is unknown. Herein, we investigated the regulatory role of lncMGC in obesity and adipose dysfunction using lncMGC knockout (KO) mice and further determined the translational potential of lncMGC-based therapeutics for obesity using GapmeR antisense oligonucleotides in wild-type and partially humanized-lncMGC mice. We found lncMGC is upregulated in perigonadal white adipose (gWAT) and brown adipose tissues (BAT) from high-fat diet (HFD)-induced obese mice along with increased endoplasmic reticulum stress signaling. Inhibition of lncMGC in mice via genetic ablation or GapmeRs targeting mouse or human lncMGC displayed protective effects against HFD-induced IR, weight gain, and associated adipose dysfunction, with some sex-specific differences. In parallel, key lncMGC targets regulating gWAT and BAT functions were altered. In gWAT, loss of lncMGC either in KO mice or through GapmeR treatment improved angiogenesis and reduced adipocyte hypertrophy and inflammation. In BAT, lncMGC deficiency or inhibition enhanced mitochondrial thermogenesis and mitophagy markers. Collectively, these new findings underscore the pathogenic role of lncMGC in adipose dysfunction and the therapeutic potential of targeting key lncRNAs for obesity and associated metabolic dysfunction.**

## INTRODUCTION

The prevalence of obesity has reached epidemic proportions worldwide, posing a major public health challenge,<sup>1,2</sup> because obesity, a chronic inflammatory condition, greatly increases the risk for type 2 diabetes (T2D) and associated comorbidities like kidney, liver, and cardiovascular diseases.<sup>2–4</sup> The number of overweight adults is estimated to increase significantly, with over 40% of adults expected to be obese in the U.S. by 2030<sup>5,6</sup> and hence effective interventions are needed to counteract this trend. Currently, lifestyle and dietary modifications,

along with therapeutic treatment including glucagon-like peptide receptor-1 agonists (GLP1-RAs), have been highly effective in managing obesity.<sup>7</sup> However, these drugs can also have adverse outcomes, including body weight regain after discontinuation of medication, weight loss accompanied by reduction in muscle mass, and high costs.<sup>8,9</sup> There is thus an urgent need to increase efforts in identifying additional factors driving obesity and target them using mono- or combination therapies to prevent obesity.<sup>10</sup>

Over 90 percent of the human genome encodes for RNAs that are not translated into proteins, known as noncoding RNAs (ncRNAs), including long noncoding RNAs (lncRNAs, greater than 200 nucleotides), microRNAs (miRNAs), and tRNA-derived and rRNA-derived small RNAs. Since their discovery, the biological relevance of ncRNAs has become increasingly apparent, including their involvement in genome organization and regulation of gene expression through various mechanisms, such as post-translational modifications and epigenetic regulation.<sup>11</sup> Besides, ncRNAs are increasingly recognized as crucial contributors to various diseases, including obesity.<sup>12,13</sup> miRNAs regulate gene expression via interaction with their target genes to repress their translation or induce their degradation, thereby altering cellular states and disease conditions regulated by these target genes. lncRNAs, on the other hand, can have several mechanisms of action, which also depend on their subcellular location. Some lncRNAs can serve as host genes for miRNAs, or as sponges for miRNAs, thereby preventing interactions with the corresponding miRNA target

Received 8 April 2025; accepted 3 December 2025;  
<https://doi.org/10.1016/j.omtn.2025.102792>.

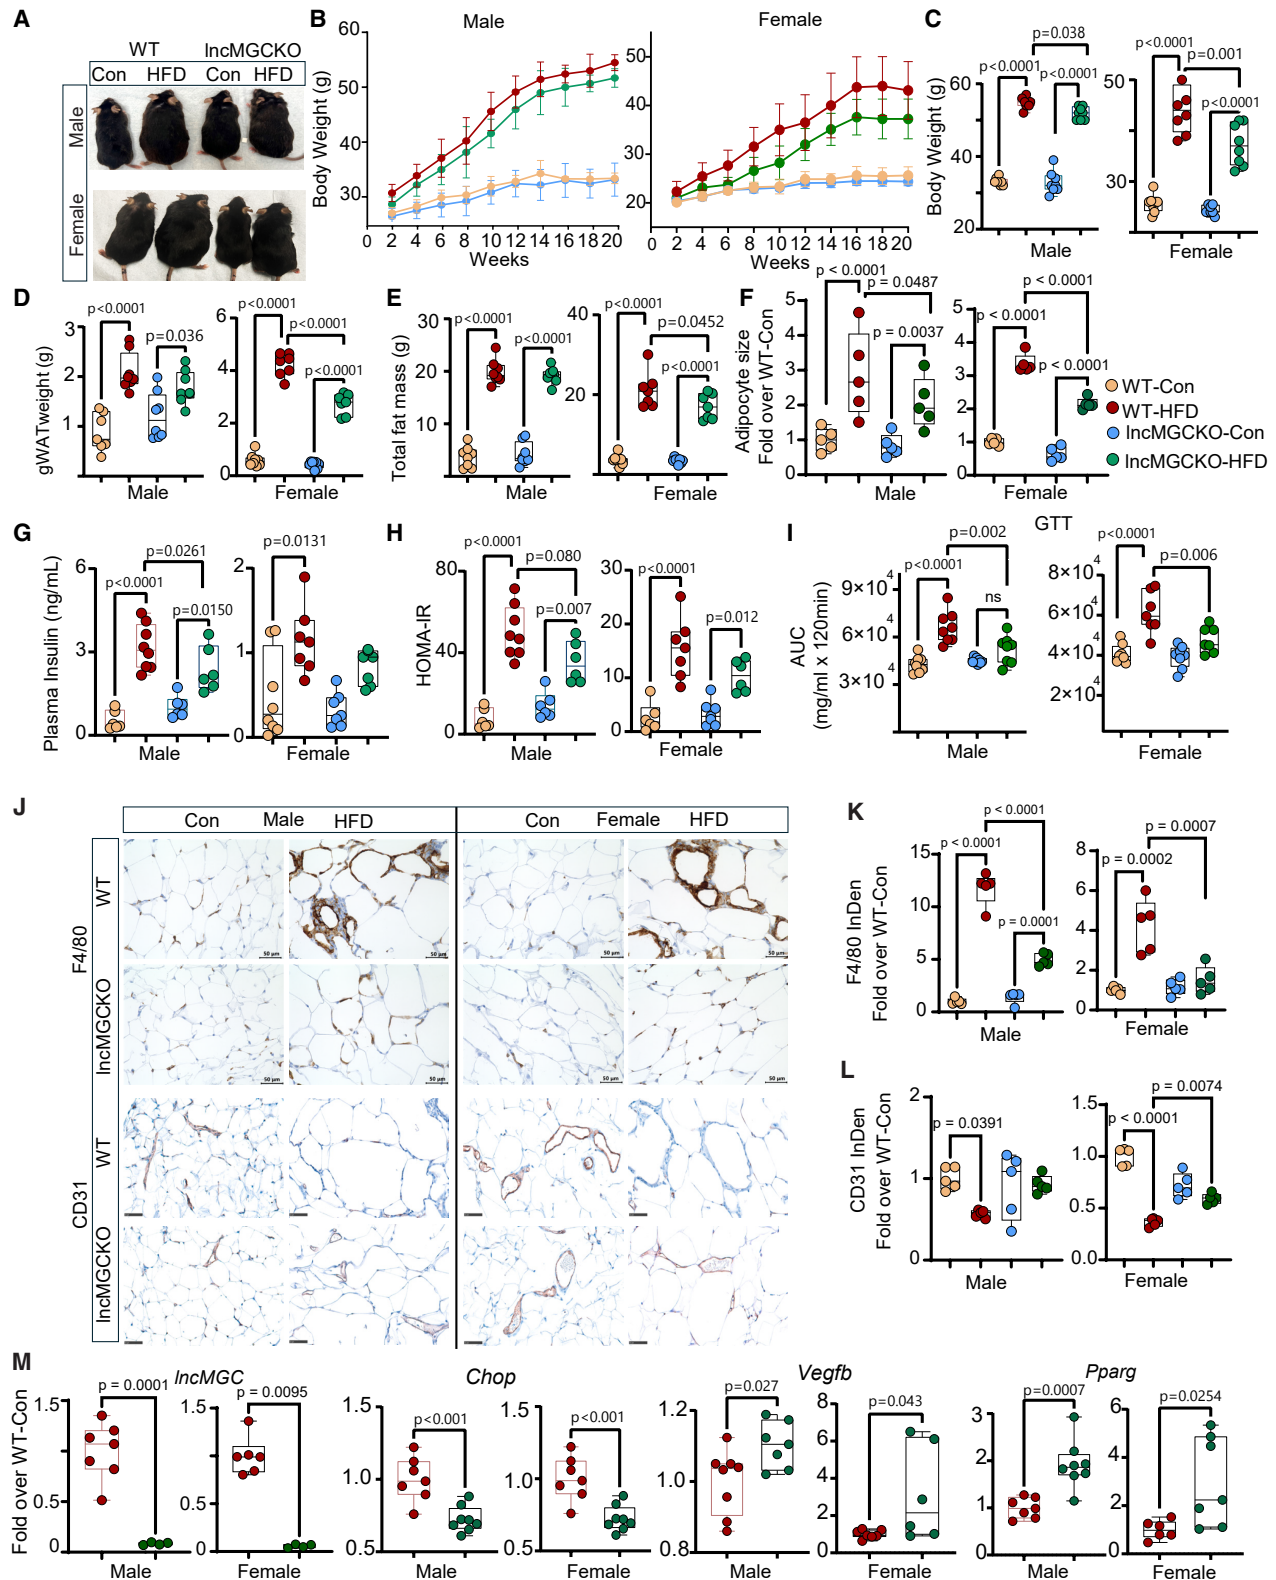

(legend on next page)

genes.<sup>14,15</sup> lncRNAs are emerging as promising therapeutic targets and biomarkers due to their roles in regulating cellular processes and disease progression.

Using various molecular techniques in combination with genetic mouse models, our previous studies revealed the functional involvement of several key miRNAs and lncRNAs in metabolic disorders, including vascular dysfunction, hypertension, inflammation, diabetic kidney disease, obesity, and insulin resistance (IR).<sup>14,16–28</sup> The human lnc-megacluster (lncMGC) lncRNA, hosting about 40 miRNAs (miR-379 cluster), is located on human Chromosome 14q32.2 (chr14). In mice, the lncMGC is situated on chromosome 12qF1 (chr12) and includes the miR-379 cluster from miR-379 to miR-3072.<sup>20,27,29</sup> We demonstrated that miR-379 and its host transcript, lncMGC, are induced by endoplasmic reticulum (ER) stress in the pancreas of diabetic mice and isolated human pancreatic islets from diabetic subjects.<sup>29</sup> A GapmeR (locked nucleic acid [LNA] and phosphorothioate-modified antisense oligonucleotide [ASO]) targeting lncMGC could ameliorate hyperglycemia in mice models of type 1 diabetes and also preserve human and mouse islet viability.<sup>29</sup> The lncMGC/miR-379 axis is increased in the kidney glomeruli of diabetic<sup>18</sup> and high-fat diet (HFD) fed mice,<sup>30</sup> and miR-379 has been implicated in obesity and IR in mice through modulation of key target genes.<sup>31</sup> The functional roles of several miRNAs in obesity and related disorders have been reported to involve adipocyte differentiation, fat metabolism, or insulin signaling.<sup>32–34</sup> However, the specific role of lncMGC in obesity and adipose tissue dysfunction has not been examined. Moreover, the translational potential of lncRNA-based therapies for adipose dysfunction associated with IR and obesity has not been well investigated. Here, using novel lncMGC knockout (lncMGC KO) mice created by CRISPR-Cas9 editing, we show that HFD upregulates adipose lncMGC, and that lncMGC alters the expression of target factors involved in adipogenesis and mitochondrial function in adipose tissues, thereby contributing to the pathogenesis of obesity, adipose dysfunction, IR, and metabolic disease. In addition, using GapmeRs targeting mouse and human lncMGC, we show that targeting lncMGC may be a novel therapeutic approach to combat these disorders.

## RESULTS

### HFD-induced obesity, adipocyte hypertrophy, and impaired insulin sensitivity are attenuated in lncMGC KO mice

lncMGC KO mice were generated by CRISPR-Cas9 editing approach as described earlier<sup>27,29</sup> and the lncMGC KO5 line was

used in the current study. To determine the regulatory role of lncMGC in obesity-associated adipose tissue dysfunction, wild-type (WT) and lncMGC KO male and female mice were fed with a 60% HFD for 20 weeks, while keeping mice fed with a normal chow diet as controls (Con) (Figure S1A). All HFD-fed mice gained significant body weight (Figures 1A–1C and S1B), perigonadal white adipose tissue (gWAT), and total fat mass compared to their respective controls (Figures 1D and 1E). Interestingly, lncMGC KO HFD mice (male and female) showed significantly lower body weight along with comparatively lower gWAT and total fat mass than WT HFD mice, and these differences were more evident in female mice (Figures 1A–1E and S1B). However, lean mass, body temperature, plasma total cholesterol (TC), and triglyceride levels of WT HFD and lncMGC KO HFD mice were comparable (Figures S2B–S2D). Consistent with the lower body weight observed in lncMGC KO HFD mice, gWAT expansion and adipocyte hypertrophy seen in WT HFD mice were significantly attenuated in male and female lncMGC KO mice on HFD (Figure 1F).

WT HFD mice showed moderate increase in blood glucose levels (BGLs, Figure S2A), along with significant insulin resistance characterized by hyperinsulinemia (Figure 1G), and as assessed by HOMA-IR (an insulin resistance index, Figure 1H), and glucose tolerance tests (GTT, Figure 1I) as compared to WT Con mice. Interestingly, male lncMGC KO HFD mice display improvement in these indices, indicating better insulin sensitivity when compared to male WT HFD mice. On the other hand, female lncMGC KO HFD mice showed improved glucose tolerance but no change in plasma insulin and HOMA-IR, versus female WT HFD mice. In addition, HOMA-B%, an index of beta cell function,<sup>35,36</sup> which had a significant correlation with plasma insulin levels, was increased in WT HFD mice (Figures S3A and S3B), whereas no change was observed in lncMGC KO HFD mice when compared to respective control mice (Figure S3A). Hematoxylin and eosin (H&E) staining revealed pancreatic islet hyperplasia in WT HFD, which was alleviated in lncMGC KO HFD mice (Figure S3C), suggesting potential protective effects against HFD-induced beta cell dysfunction in these KO mice. We compared lncMGC KO and WT mice under baseline (control diet) conditions and did not observe any significant differences in general characteristics or phenotype, including body weight, GTT, BGLs, or key physiological markers such as insulin levels. These findings suggest that the observed effects under HFD conditions are not due to baseline differences in the knockout mice.

### Figure 1. High-fat diet (HFD)-induced obesity and impaired insulin sensitivity are attenuated in lncMGC KO mice

(A) Representative images of wild type (WT) and lncMGC KO control (Con) and HFD-fed male and female mice after 20 weeks on the HFD. (B–D) Biweekly body weight gain, (C) endpoint body weight, (D) gWAT weight, (E) total fat mass, ( $n = 7–8$  mice/group), and (F) adipocyte size (5/group), in male and female mice. (G–I) plasma insulin levels, (H) HOMA-IR, and (I) area under the curve (AUC) for GTT, in male and female mice. (J–L) IHC staining of F4/80 (macrophage inflammation marker) and CD31 (endothelial cell marker) in gWAT sections from WT and lncMGC KO male and female mice. Scale bars, 50  $\mu$ m. Quantitative analysis of (K) F4/80 ( $n = 5$ /group) and (L) CD31 ( $n = 5$ /group) in male and female mice. (M) Gene expression of *lncMGC* ( $n = 4–7$ , lncMGC was not detected by qPCR in 4 samples in lncMGC KO HFD mice), *Chop*, *Vegfb*, and *Pparg* in isolated stromal vascular fraction (SVF) from gWAT in male and female mice ( $n = 7–8$ /group). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. Student's *t* tests for comparisons between two groups. XY graphs show the mean (SD). The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

### HFD-induced impaired angiogenesis, adipogenesis, and ER-stress are attenuated in lncMGC KO mice

Appropriate angiogenesis helps maintain adipose tissue function, whereas impaired angiogenesis in an obese state may induce hypoxia, exacerbate inflammation, and lead to metabolic dysfunction.<sup>37</sup> Herein, we examined whether lncMGC KO can improve these pathways in the gWAT of HFD mice. In comparison with the male and female WT HFD cohort, lncMGC KO HFD mice displayed markedly lower gWAT inflammation, along with improved angiogenesis, as indicated by F4/80 (a macrophage marker) and CD31 (an endothelial marker) immunostaining, respectively (Figures 1J–1L).

The stromal vascular fraction (SVF) isolated from adipose tissue represents heterogeneous cell populations composed of preadipocytes (a precursor of mature adipocytes), endothelial cells (integral for angiogenesis), and various progenitors (involved in adipose tissue remodeling).<sup>38,39</sup> To examine the potential mechanisms/factors mediating the involvement of lncMGC in adipocyte hypertrophy and gWAT dysfunction, we isolated SVF from gWAT of WT and lncMGC KO mice. lncMGC expression was significantly increased in SVF from WT HFD mice (male and female) compared to chow diet controls (Figure S2E). As expected, lncMGC was absent in SVF from lncMGC KO HFD mice (Figure 1M). The expression of C/EBP homologous protein (*Chop*), pro-endoplasmic reticulum [ER] stress factor, and regulator of lncMGC expression<sup>20</sup> was significantly decreased in parallel. In contrast, vascular endothelial growth factor B (*Vegfb*), a proangiogenic factor and target of miR-379, and peroxisome proliferator-activated receptor  $\gamma$  (*Pparg*), adipogenic marker, were upregulated in SVF from lncMGC KO HFD mice compared to WT HFD male and female mice (Figure 1M). These findings suggest that lncMGC KO may attenuate HFD-induced inflammation and ER stress, and potentially enhance angiogenesis and adipogenesis, although further studies are needed to confirm these effects.

### Energy expenditure and oxygen consumption are increased in lncMGC KO mice

Whole-body energy homeostasis was monitored to explore possible mechanisms by which lncMGC KO protects mice against HFD-induced weight gain and adipose tissue dysfunction. These analyses include food intake, movement, energy expenditure (EE), oxygen consumption (VO<sub>2</sub>), and energy balance.<sup>31</sup> EE was greater in male lncMGC KO HFD mice as compared to WT HFD mice (Figures 2A and 2C), while in females, EE was increased only in lncMGC KO mice under chow diet (Con) condition as determined by ANOVA using total mass as covariate (Figures 2B and 2D). Similarly, oxygen consumption (VO<sub>2</sub>) was also increased in lncMGC KO mice (Figure S4). Total calorie intake from food, measured in kilocalories using metabolic cages, was increased during the nighttime in WT and lncMGC KO HFD compared to their respective control mice (Figure 2E). However, food and water intake, locomotor activity, and respiratory exchange ratio (RER) were comparable between the genotypes (Figures 2E–2G), indicating that lncMGC KO did not alter feeding and activity patterns. Interestingly, HFD-induced increased energy balance observed in WT male mice was nearly abol-

ished in lncMGC KO HFD mice (Figure 2H). Together, these data suggest that increased EE in the KO mice may be potentially attributed to the improvement in brown adipose tissue (BAT) function, as BAT is closely associated with energy production.

### Factors related to energy metabolism and mitochondrial activity in BAT are improved in lncMGC KO HFD female mice

Recent advances in spatial transcriptomics have made it possible to perform high-throughput quantification of RNAs within specific regions of intact tissue sections, thereby enabling precise measurement of gene expression *in situ* at cellular resolution.<sup>40</sup> BAT is integral to EE, primarily by generating heat through thermogenesis, which significantly influences lipid metabolism and plays a vital role in maintaining the body's overall energy homeostasis.<sup>41</sup> Therefore, to elucidate the mechanisms underlying our observation of improved EE in lncMGC KO mice, we generated a whole transcriptome atlas (WTA) using GeoMx digital spatial profiling (DSP) platform in BAT from WT and lncMGC KO female mice. Subsequently, we performed RNA sequencing analysis (Figure S5, as described in the methods section). Volcano plots represent the differentially expressed genes (DEGs) between WT HFD versus WT Con, lncMGC KO HFD versus lncMGC KO Con, and lncMGC KO HFD versus WT HFD female mice, respectively (Figures 3A–3C). Interestingly, lncMGC KO HFD mice showed upregulation of mitochondrial function (e.g., *Ucp-1* and *Cox15*) and lipid metabolism [very-long-chain fatty acid elongase (*Elovl3*)]<sup>42</sup> related genes in comparison to WT HFD mice (Figure 3C). Gene ontology biological process (GOBP) analysis of the downregulated genes revealed strong enrichment of genes (gene numbers based on their associated biological processes) involved in the generation of precursor metabolites and energy and fatty acid metabolic processes in the WT HFD, and fatty acid metabolic process in lncMGC KO HFD mice compared to their respective controls (Figures 3D and 3E). Notably, these pathways were significantly improved in lncMGC KO HFD, as assessed by adjusted *p* values for the enrichment of these pathways (Figure 3F). As illustrated in the heatmap in Figure 3G, key mitochondrion-related genes were markedly decreased under HFD as compared to the chow diet in the WT mice. However, these reductions were attenuated in lncMGC KO HFD mice. These include *Mdh1* (malate dehydrogenase 1), which is involved in cellular metabolism, or *Cox7c* and *b*, subunits of cytochrome *c* oxidase (Complex IV) in the mitochondrial electron transport chain, which plays a pivotal role in the final step of oxidative phosphorylation.<sup>43</sup> Additionally, Insulin receptor substrates 1 and 2 (*Irs1* and *Irs2*), which are critical factors in the insulin signaling pathway and influence glucose uptake, lipid metabolism, and thermogenesis in BAT,<sup>44</sup> were markedly downregulated in WT HFD but improved in lncMGC KO HFD compared to WT HFD mice. However, no significant changes were observed in differential gene expression (Figure S6A) or GOBP (Figures S6B and S6C) when comparing basal levels between WT and lncMGC KO control groups, indicating the results observed in lncMGC KO HFD mice are likely due to the reduction of lncMGC under HFD conditions.

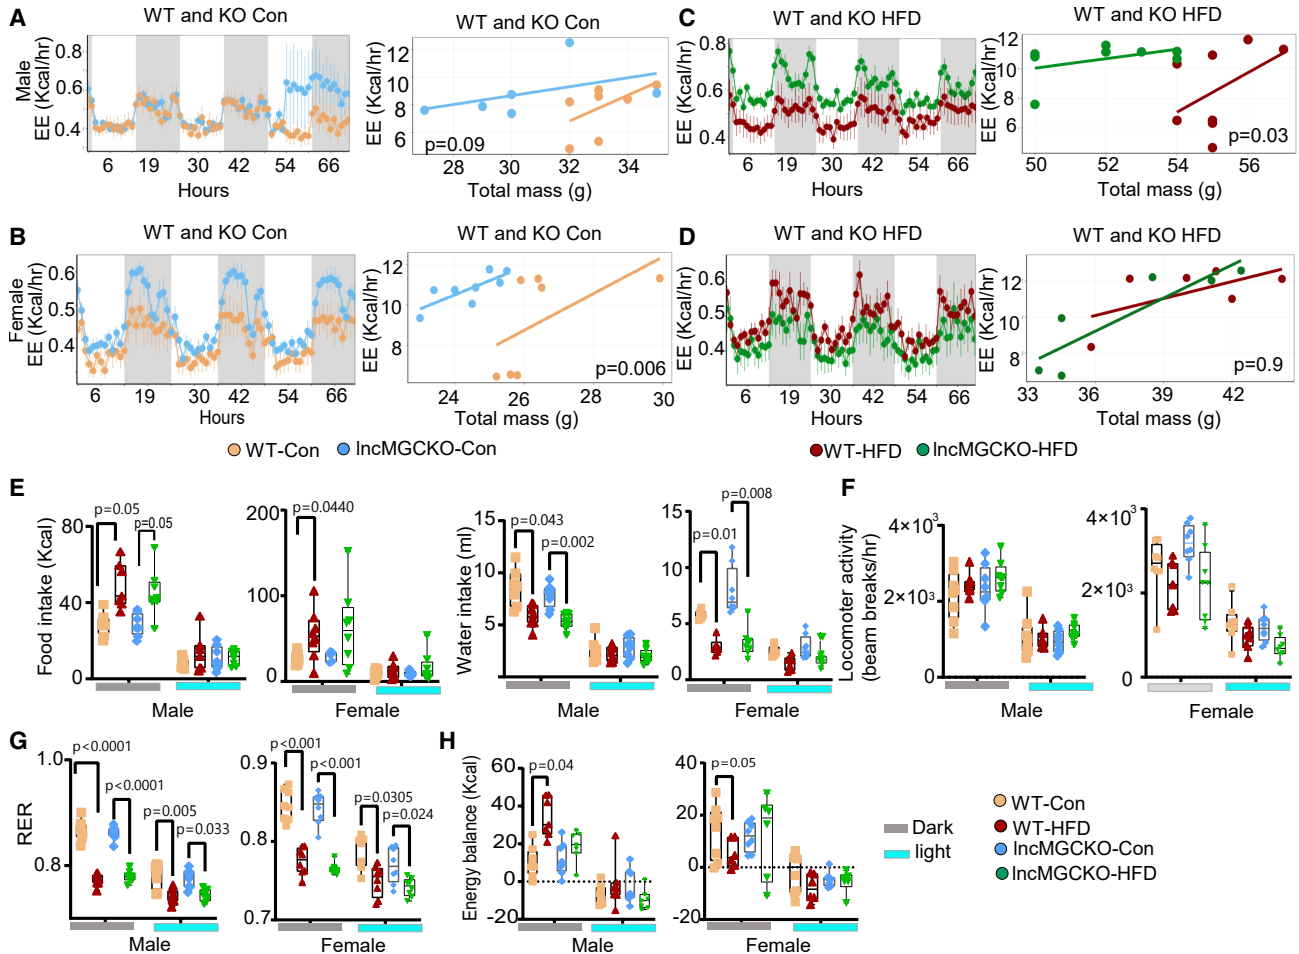

**Figure 2. IncMGC KO mice exhibited higher energy expenditure compared to their respective controls**

Energy expenditure (EE) and regression analysis of EE and total body mass in (A and B) WT and IncMGC KO Control and in (C and D) WT and IncMGC KO HFD male and female mice during day and night (gray-shades) time. Metabolic parameters, including (E) food and water intake, (F) movement, (G) respiratory exchange ratio (RER), and (H) energy balance in male and female mice during day and night-time. Data were analyzed for EE and total mass regression using ANCOVA with EE as a dependent variable, genotype as fixed variable, and body mass as a covariate. Two-way ANOVA with post hoc Tukey's test for multiple comparisons was used to analyze metabolic parameters. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant  $p$  values are indicated in the bar graphs.

#### Factors related to ER-stress in BAT are improved in IncMGC KO HFD female mice

Further analysis of RNA-seq data revealed a significant enrichment of genes related to ER stress in the WT-HFD group. These ER stress-associated genes were markedly upregulated in WT-HFD, indicating activation of the unfolded protein response. Notably, these ER stress-related genes were attenuated in the IncMGC KO-HFD group, suggesting a potential protective effect that may contribute to improved BAT function (Figure S7). ER dysfunction is not limited to the endoplasmic reticulum but also impacts other components of the protein secretory pathway, as evidenced by the upregulation of some protein chaperones, including heat shock proteins (HSPs).<sup>45,46</sup> For instance, ER stress-related transcript HSPA5 is elevated in individuals with higher body mass index.<sup>47</sup> In our RNA-

seq analysis, we found HSP genes such as *Hsp90b1*, *Hspa5*, *Hspa1a* were increased in WT-HFD and reduced in IncMGC KO HFD mice. Notably, the increased expression of *Ddit3/Chop*, ER stress marker and regulator of IncMGC expression, observed in WT-HFD mice vs. control mice, decreased in IncMGC KO HFD mice (Figure S7). It is known that cyclin D1 (*Ccnd1*) plays a key role in regulating PPAR $\gamma$ -driven adipocyte differentiation by increasing histone deacetylase activity, thereby inhibiting both PPAR $\gamma$  activity and adipogenesis.<sup>48</sup> Furthermore, studies have shown that tripartite motif-containing 25 (TRIM25) regulates adipocyte differentiation through proteasome-mediated degradation of PPAR $\gamma$ , and that knockdown of TRIM25 increases PPAR $\gamma$  protein levels and enhances adipogenic differentiation.<sup>49</sup> Our RNA-seq data show that the increased expression of these genes in WT-HFD mice was

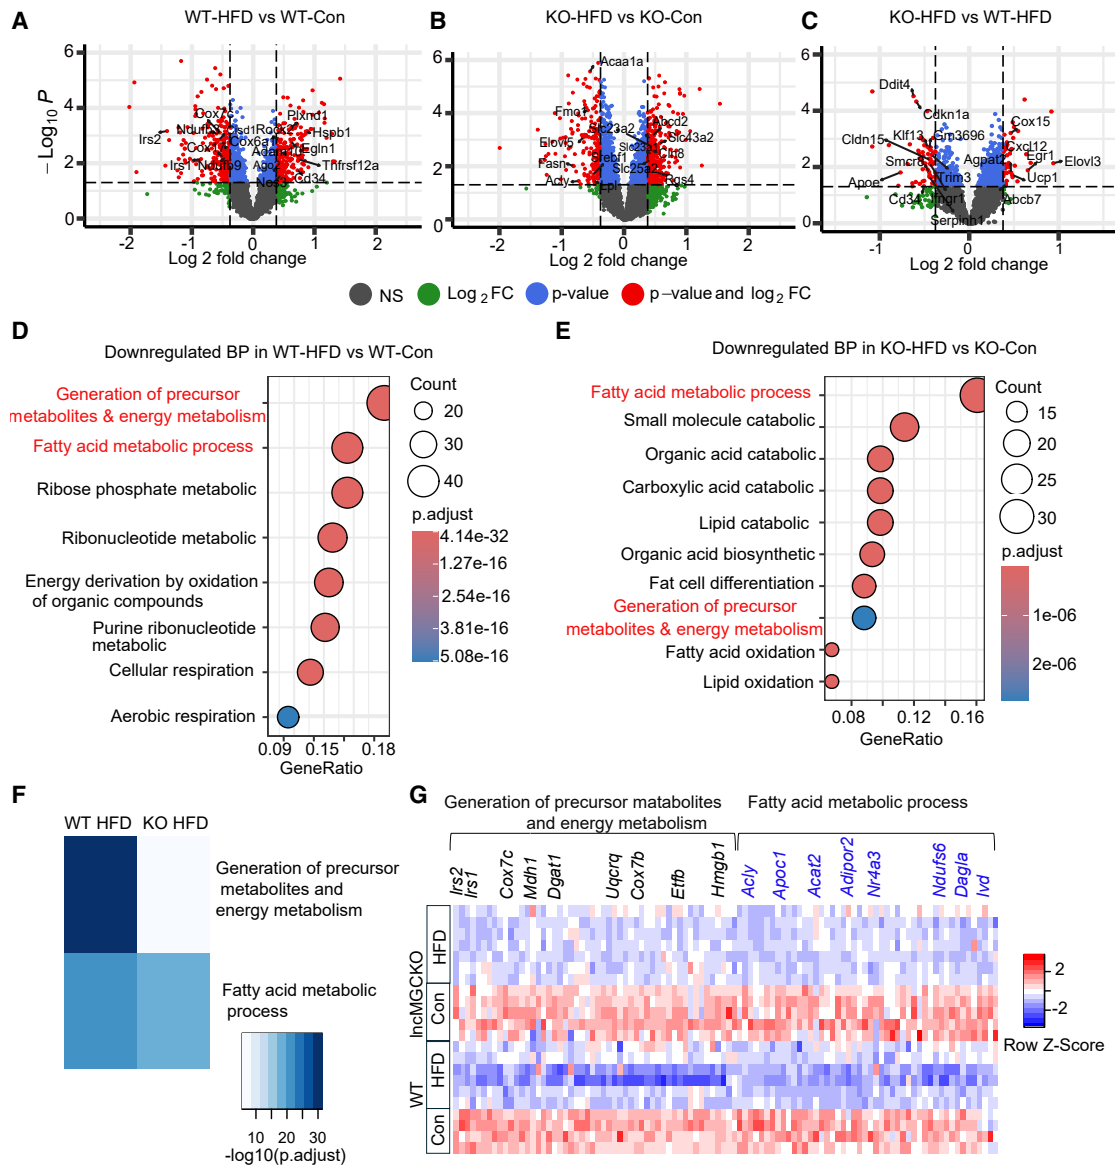

**Figure 3. Factors related to energy metabolism and mitochondrial activity are improved in brown adipose tissue of IncMGCKO HFD female mice**

The Nanostring GeoMx Digital Spatial Profiler (DSP) Whole Transcriptome Atlas (WTA) was used to analyze multiple RNA analytes from a single paraffin-embedded BAT sample. Volcano plots obtained from RNA sequencing analysis represent comparison of differential gene expression between (A) WT HFD versus WT Con, (B) IncMGCKO HFD versus IncMGCKO Con, and (C) IncMGCKO HFD versus WT HFD mice. Top enriched downregulated gene ontology biological process (GOBP), gene numbers based on their associated biological processes, in (D) WT HFD vs. WT Con and (E) IncMGCKO HFD vs. IncMGCKO Con and (F) comparison of enriched biological process of WT HFD vs. WT Con and IncMGCKO HFD vs. IncMGCKO Con. (G) A heatmap illustrating the genes related to generation of precursor metabolites and energy and fatty acid metabolic process were significantly modulated between regions of interest (ROIs) in UCP-1 positive segments across all groups; normalized Q3 values used to generate the heatmap. Data analysis was performed using R. Log2 fold change  $\pm 0.378$  and  $p$  value  $< 0.05$ . The columns of the heatmap represent mitochondrion-related genes depicting markedly altered expression levels as indicated by fold change.

downregulated in IncMGCKO HFD mice (Figure S7). We compared the fold changes (FC) in the expression of ER stress-related genes across groups. This analysis revealed that IncMGCKO decreased the HFD-induced upregulation of ER stress-related genes, indicating an attenuation of ER stress signaling in IncMGCKO HFD mice compared with WT-HFD mice (Table S4).

Collectively, these findings also suggest that enhanced BAT function observed in IncMGCKO HFD mice may be mediated, at least in part, by improved ER stress responses and enhanced adipogenesis.

To strengthen the mechanistic aspects, we also conducted a more in-depth pathway analysis of the RNA-seq data, which revealed strong

enrichment in pathways related to protein regulation, including protein catabolic processes, localization, as well as transport (e.g., carboxylic acid, organic acid, organic anion, and organic amine), and adipogenesis, also evidenced by increased fat cell differentiation in lncMGC KO HFD vs. WT HFD mice (Figure S8).

Together, these data suggest that increased EE in lncMGC KO mice is due to increased mitochondrial activity, adipogenesis, and related processes in BAT.

#### Loss of lncMGC improves mitochondrial structure and function in brown adipose tissue in HFD-fed mice

The data from DSP noted previously revealed that metabolic improvements in BAT of the lncMGC KO mice could be driving the anti-obesity effect, at least in part. We thus examined the regulatory impact of lncMGC on BAT structure and function through analysis of BAT whitening and mitochondrial morphological changes. Increased whitening of BAT and lipid droplets in WT HFD mice (versus WT Con) were significantly attenuated in lncMGC KO HFD, in both male (Figures 4A and 4B) and female (Figures 4F and 4G) mice. Transmission electron microscopy (TEM) analysis of mitochondrial ultrastructure revealed that abnormal morphology of BAT mitochondria characterized by elongated shape and loss of structured cristae (outlined in red) seen in WT HFD mice were markedly alleviated in lncMGC KO HFD male (Figure 4A) and female (Figure 4F) mice. Furthermore, decreased mitochondria number and increased mitochondrial area and length detected in WT HFD mice were not observed in lncMGC KO HFD male (Figure 4C) and female mice (Figure 4H). Immunostaining revealed that HFD-induced decrease in the expression of uncoupling protein-1 (UCP-1), a key thermogenic marker, mitochondrial fission 1 protein (FIS1), a mitophagy marker and target of miR-379,<sup>18</sup> and RNA binding protein Y-box binding protein 1 [(YBX1),<sup>50</sup> a potential target of miR-379] in WT HFD mice were attenuated in lncMGC KO HFD male (Figure 4D) and female (Figure 4I) mice. Additionally, increased expression of CHOP protein staining observed in WT-HFD vs. WT-Con was attenuated in lncMGC KO HFD male and female mice (Figure S10). Compared to WT Con, the expression of lncMGC was significantly increased in BAT of WT HFD male (Figure 4E) and female mice (Figure 4J). In male mice, compared to WT Con, we did not observe a significant decrease in gene expression of *Ucp-1* and *Fis-1* despite decreases in their protein levels in WT HFD mice (Figure S11A); this may be due to post-transcriptional regulation since certain miRNA targets are regulated at both the post-transcriptional and translational levels.<sup>51</sup> However, gene expression of mitochondrial transcription factor A [(*Tfam*), a potential target of miR-3072 and miR-539],<sup>52</sup> *Ybx1*, and mediator of mitophagy PTEN-induced putative kinase 1 (*Pink1*)<sup>53</sup> were significantly decreased in WT HFD but not in the corresponding lncMGC KO HFD mice compared to the respective controls (Figure S11A). Furthermore, partial reduction of mitophagy regulator Parkin RBR E3 ubiquitin-protein ligase (*Prkn*)<sup>50</sup> seen in WT HFD versus WT con was attenuated in lncMGC KO HFD mice (Figure S11A). In female mice, decreased gene expressions of

*Ucp-1*, *Fis-1*, *Tfam*, *Ybx1*, and *Pink1* in WT HFD compared to WT Con were restored in lncMGC KO HFD mice (Figure S11B), while no significant differences in *Prkn* gene expression were detected between the groups. In addition, we measured the expression of miRs-379, -377, and -410 in the BAT from WT and lncMGC KO HFD male mice (Figure S11C). We observed that the expression of miR-379 was significantly decreased in lncMGC KO control and HFD mice compared to their respective controls (Figure S11C).

These data suggest that lncMGC/miR-379 axis can regulate key parameters involved in BAT mitochondrial function.

#### GapmeR targeting mouse lncMGC reduces weight gain and improves insulin sensitivity in HFD-fed mice

Locked nucleic acid (LNA)-modified GapmeRs (DNA-RNA hybrid antisense oligonucleotides) are optimized for specific RNA inhibition *in vitro* and *in vivo* and are particularly effective for inhibiting nuclear lncRNAs.<sup>20,54</sup> We recently demonstrated that GapmeR targeting miR-379 (the first miRNA in the lncMGC/miR379 cluster) efficiently reduced the expression of miR-379 and increased target genes in 3T3L1 preadipocyte cells.<sup>31</sup> Moreover, GapmeR targeting lncMGC significantly reduced lncMGC/miR379 in mouse models of diabetic kidney disease and in human and mouse renal cells and islets.<sup>20,29</sup> Here, we tested the potential effects of the GapmeR targeting mouse lncMGC (mlncMGC) on HFD-induced obesity and adipose dysfunction in WT-C57BL/6J mice (Figure S12A). We fed WT male and female mice with chow diet or HFD, and as expected, we observed significant weight gain in HFD-fed mice after two weeks (Figure S12B). Then, mice were randomly divided into 3 groups and injected with either negative control (NC) GapmeR (HFD/NC) or GapmeR targeting mlncMGC (HFD/Gap) at 5 mg/kg body weight once a week for an additional 8 weeks, while untreated HFD-fed mice were used as control (HFD) (Figure S12A).

Delivery and accumulation of mlncMGC GapmeR (red signals) into the gWAT was confirmed by an *in situ* hybridization assay with a fluorescent antisense LNA-modified probe (Figure 5A). mlncMGC expression was decreased in gWAT in HFD/Gap mice compared to the HFD/NC groups (Figure 5B).

We found that mice receiving the GapmeR targeting lncMGC showed significantly lower rates of weight gain in HFD/Gap mice vs. HFD/NC mice (Figures 5C and 5D), accompanied by reduced total body fat as assessed by Echo/MRI when compared to HFD or HFD/NC mice (Figure 5E). Total lean mass did not differ between these groups (Figure S13A).

At the end of the study, both male and female mice in the HFD groups (control and NC) exhibited higher BGLs compared to chow-fed control mice, with HFD/Gap mice showing a slight BGLs reduction (Figure S13B). Interestingly, HFD/Gap male mice exhibited significant improvement in hyperinsulinemia, HOMA-IR, glucose tolerance (GTT), and HOMA-B%, while HFD/Gap female mice showed a moderate improvement in these parameters

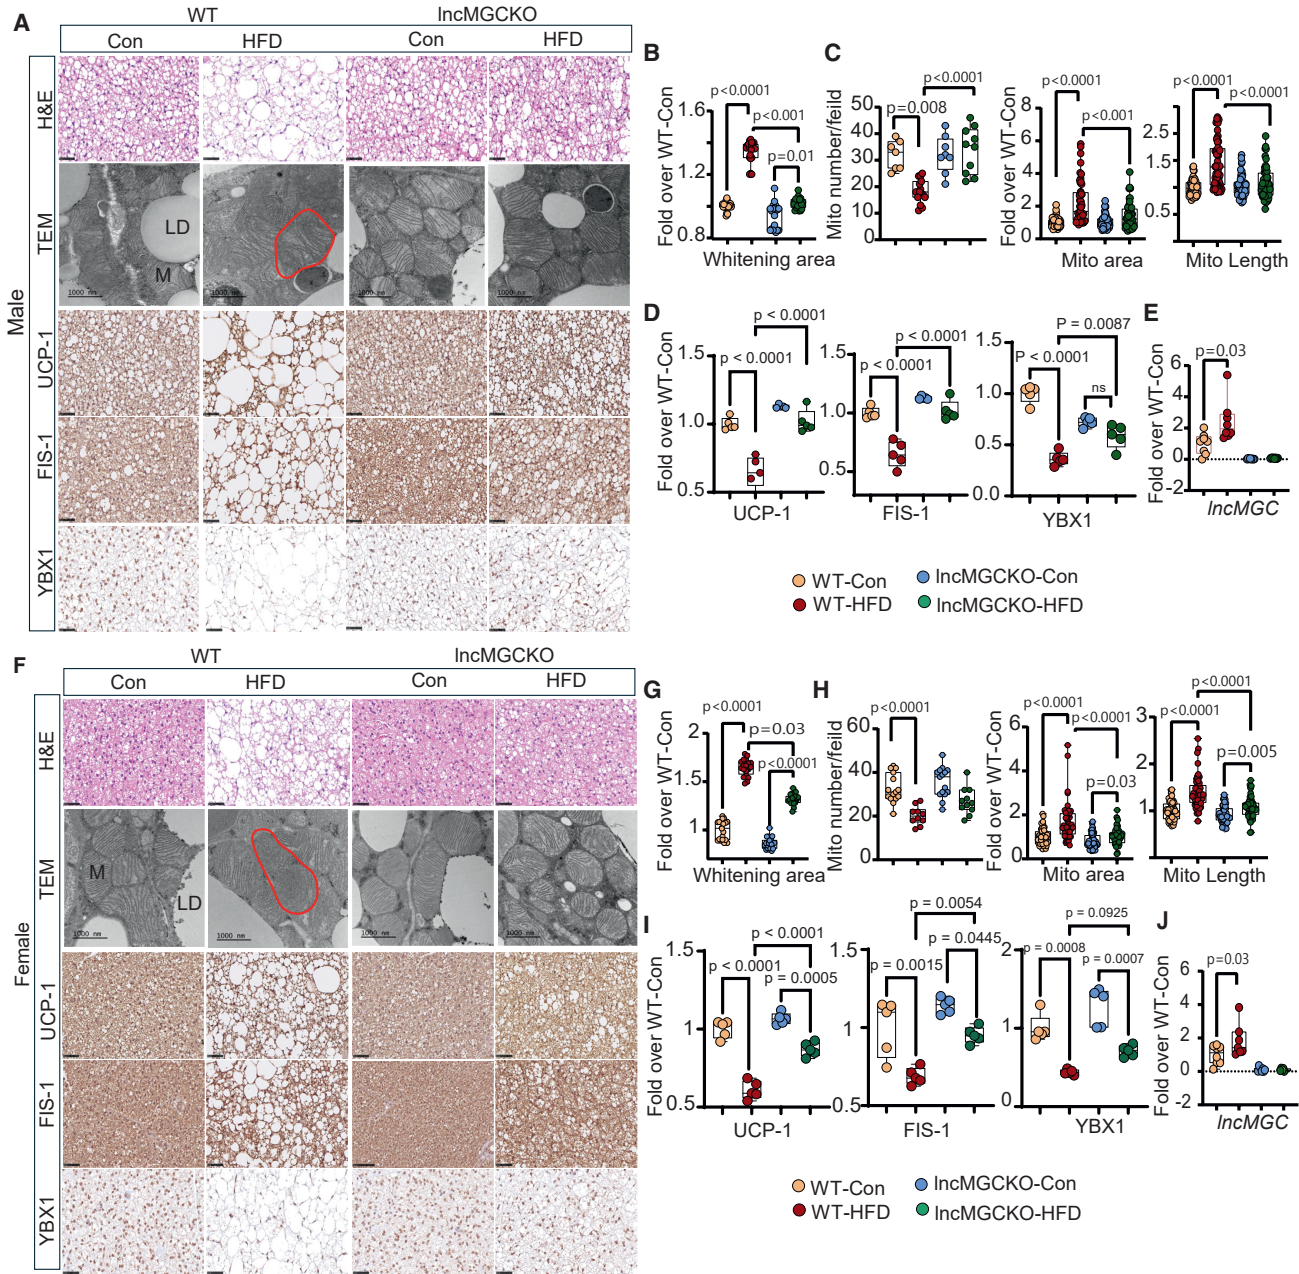

**Figure 4. IncMGC KO improves mitochondrial structure and function markers in brown adipose tissue of HFD-fed mice**

In male mice, (A) H&E staining shows increased lipid droplets and whitening of BAT in WT HFD, which are reduced in IncMGC KO HFD mice. TEM images show mitochondrial structure (Red line). IHC shows staining of UCP-1 (thermogenesis marker), FIS1 (mitophagy marker and target of miR-379), and YBX1 (RNA binding protein which regulates thermogenesis and mitophagy) in BAT. Quantitative analysis of (B) lipid droplet accumulation (H&E staining, whitening area) ( $n = 20$  area/group). (C) mitochondrial number ( $n = 7-15$  field), area ( $n = 50$  mitochondria/field), and length ( $n = 50$  mitochondria/field); (D) UCP-1 FIS1, and YBX1.  $n = 5$ /group. (E) Gene expression of IncMGC in BAT ( $n = 6-8$ /group). In female mice, (F) H&E staining shows whitening of BAT in WT- HFD female mice, which was reduced in IncMGC KO HFD. TEM images showing mitochondrial structure (Red line), and IHC staining of UCP-1, FIS1, and YBX1 in BAT. Quantitative analysis of (G) lipid droplet accumulation ( $n = 20$  area/group). (H) mitochondrial number ( $n = 10-15$  field), area ( $n = 50$  mitochondria/field), and length ( $n = 50$  mitochondria/field), (I) UCP-1, FIS1, and YBX1.  $n = 5$ /group. (J) Gene expression of IncMGC in BAT ( $n = 7-8$  mice/group). 20 weeks HFD. Scale bars, 50  $\mu$ m. Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant  $p$  values are indicated in the bar graphs.

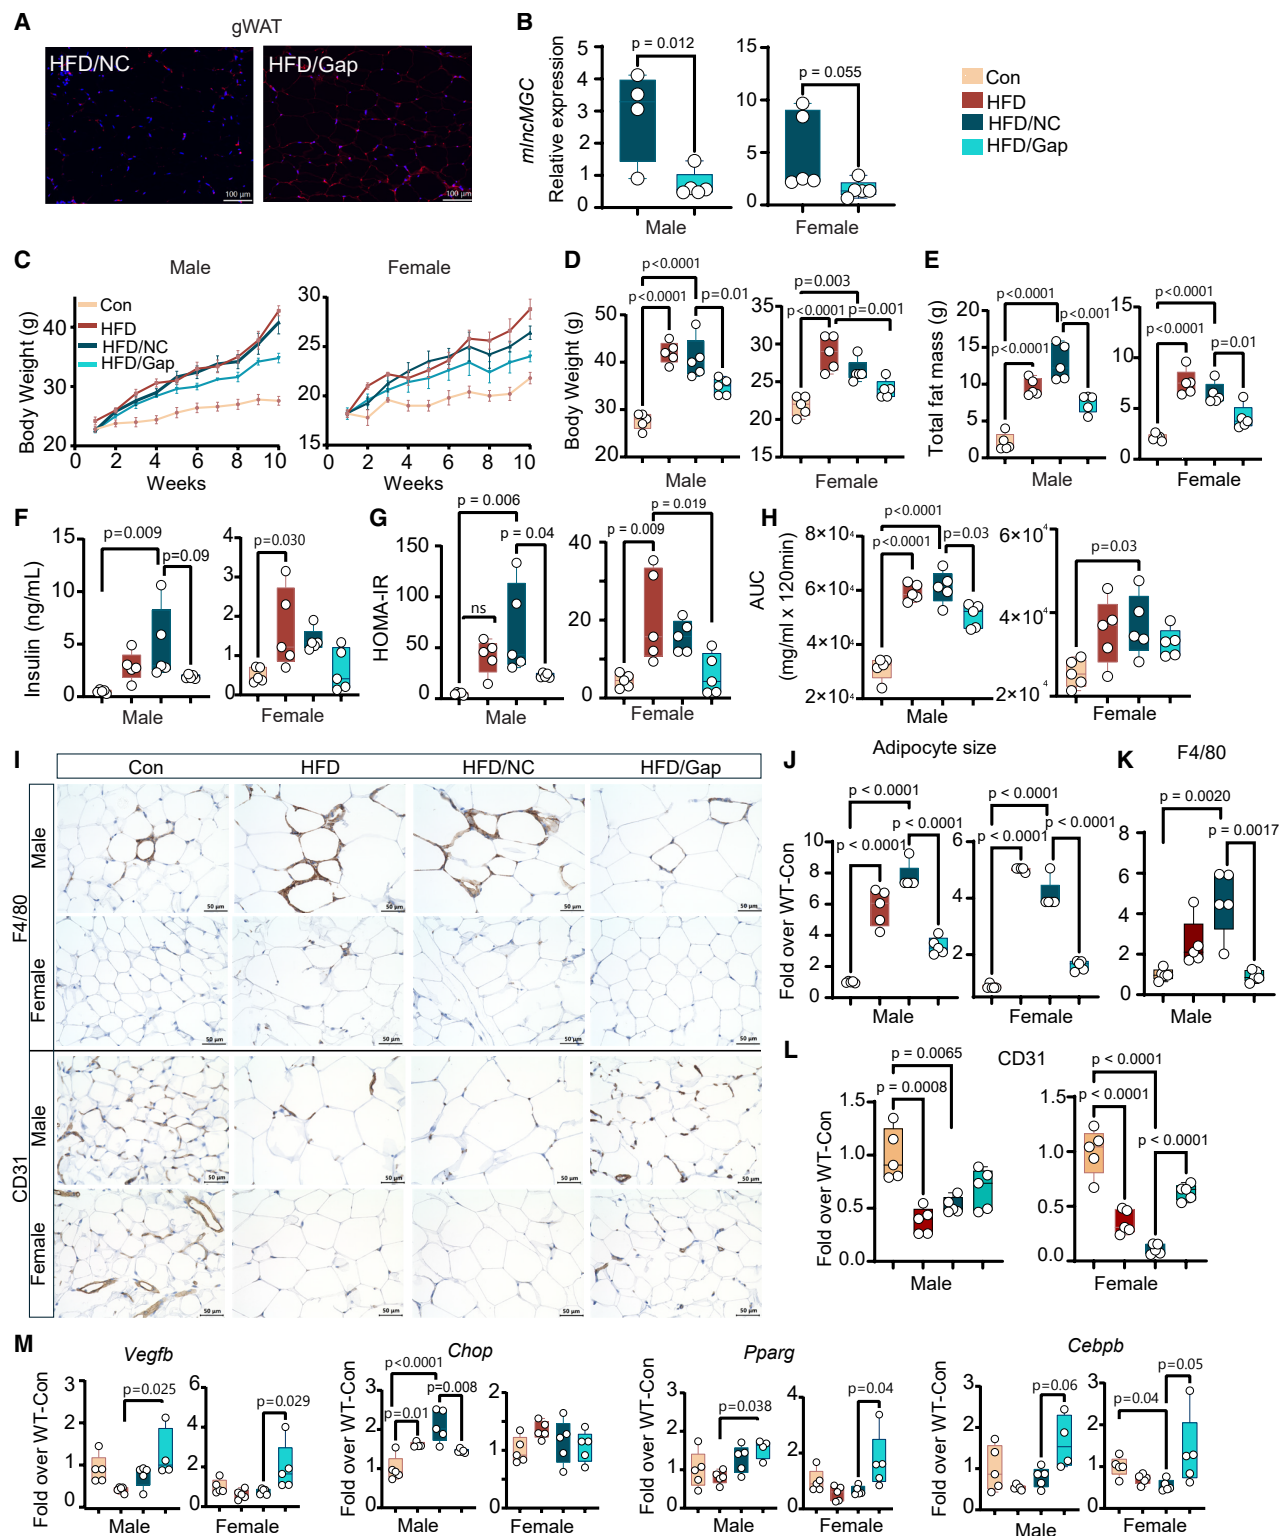

**Figure 5. IncMGC-GapmeR treatment reduces the rate of weight gain and improves insulin sensitivity in HFD-fed mice**

(A) Representative images show GapmeR accumulation in gWAT in HFD/NC and HFD/Gap mice by *in situ* hybridization with a fluorescent antisense LNA-modified probe. (B) Gene expression of *mlncMGC* (n = 4–5/group) in HFD/NC and HFD/Gap mice. (C–H) Weekly body weight gain, (D) endpoint body weight, (E) total body fat, (F) plasma insulin (legend continued on next page)

when compared to respective HFD/NC mice (Figures 5F–5H and S13C). Moreover, pancreatic islet hyperplasia seen in HFD was alleviated in HFD/Gap mice (Figure S13D).

Histological examination and quantitative analysis showed that mlncMGC-GapmeR attenuated adipocyte hypertrophy in HFD/Gap mice versus HFD/NC (Figures 5I and 5J). Immunohistochemistry data showed that mlncMGC-GapmeR reduced gWAT inflammation (F4/80) in HFD male mice (Figures 5I and 5K). We did not observe distinct F4/80 positive cells in gWAT from female HFD mice (Figure 5I). The decreased level of CD31 (vascular endothelial marker) observed in HFD mice was also restored in gWAT of HFD/Gap mice (Figures 5I–5L), suggesting improved angiogenesis. This was further supported by data showing that in gWAT, *Vegfb* (an angiogenesis marker) gene expression was significantly increased in HFD/Gap compared to HFD mice (Figure 5M). The expression of *Chop* was significantly increased by HFD in male mice but was attenuated by lncMGC Gap treatment, suggesting ameliorated ER stress. *Pparg* and *Cebpb* (adipogenic markers) were increased in HFD/Gap compared to the HFD/NC group (Figure 5M). We have also measured the expression of some other cluster miRNAs, including miR-379, in the gWAT in control and HFD lncMGC-GapmeR-treated male and female groups. The expressions of miRs-379, -377, -380, -410, -411, and -495 were increased by HFD in gWAT in male mice. In female mice, miRs-379, 494, -410, -411, and -495 were increased by HFD in gWAT (Figure S14). Although we observed lncMGC GapmeR-mediated reduction in the expression of these miRNAs in HFD/Gap mice, the changes were not statistically significant compared to HFD/NC mice (Figure S14). Unlike targeting a single microRNA such as miR-379, targeting lncMGC provides broader regulatory effects. Our findings demonstrate that inhibition of lncMGC with a GapmeR confers significant metabolic benefits and anti-obesity effects.

#### GapmeR targeting mlncMGC improves BAT mitochondrial structure and function markers in HFD-fed mice

Using *in situ* hybridization, we confirmed that the GapmeR accumulated in BAT (Figure 6A). In parallel, gene expression of mlncMGC was significantly reduced in BAT of HFD/Gap mice compared to HFD/NC in male and female mice (Figure 6B). BAT whitening observed in HFD mice was attenuated in HFD/Gap male (Figure 6C) and female mice (Figure 6D). IHC staining and quantitative analysis showed the levels of UCP-1, FIS-1, and mitochondrial oxidative phosphorylation marker succinate dehydrogenase B (SDHB)/mitochondrial complex II,<sup>55</sup> were significantly increased in BAT in HFD/Gap male (Figures 6C and 6E) and female

(Figures 6D and 6F) mice versus HFD/NC mice. Decreased level of YBX1 in HFD and HFD/NC mice (Figures 6C and 6F) was restored only in HFD/Gap female mice (Figures 6D and 6F). We found that mlncMGC GapmeR significantly increased the gene expression of *Ucp-1*, *Pparg*, and *Tfam* in HFD/Gap male mice compared to HFD/NC mice (Figure S15A). However, we did not observe any differences in the gene expression of other putative targets [*Fis-1*, thermogenesis regulator peroxisome proliferator-activated receptor  $\gamma$  coactivator 1 $\alpha$  (*Ppargc1a*), *Ybx1*, *Pink*, *Prkn*] between the HFD groups (Figure S15A). On the other hand, the altered expression of these genes was fully or partially attenuated in corresponding HFD/Gap female mice, revealing some sex-specific differences (Figure S15B). The observation that certain endpoints show significance only in one sex suggests potential sex-specific biological differences in other endpoints tested that may influence the measured outcomes. Female C57BL/6 mice have been reported to be less prone to HFD diet-induced obesity relative to male mice.<sup>56</sup> These differences could be attributed to various factors, including hormonal regulation, genetic patterns, metabolic differences, and variations in immune responses between males and females. For instance, sex hormones such as estrogen can modulate signaling pathways differently, potentially affecting gene expression, insulin sensitivity, inflammatory responses, or sex differences in gut microbiome.<sup>57–59</sup> Additionally, epigenetic modifications unique to each sex may contribute to variations in chromatin accessibility and gene regulation, influencing the observed effects.<sup>60</sup>

#### GapmeR targeting human lncMGC protects partially humanized lncMGC mice from obesity and adipocyte hypertrophy

In WAT samples obtained from obese/overweight human donors, we observed that human lncMGC expression was significantly increased as compared to lean individuals (Figure 7A). To determine the translational potential of targeting lncMGC to reduce obesity/metabolic dysfunction in humans, we used novel partially humanized lncMGC (hlncMGC) mice generated in our laboratory using CRISPR-Cas9 editing in which key non-homologous mouse sequences are replaced with human sequences.<sup>29</sup> hlncMGC homo (500 bp) mice were selected for experiments as recently described.<sup>29</sup>

Based on our findings that mlncMGC-GapmeR protected further weight gain in WT HFD mice, we tested whether hlncMGC-GapmeR reduces/slows down weight gain in hlncMGC HFD mice. We fed hlncMGC female mice with a chow diet or HFD for two weeks and observed significant weight gain in HFD-fed mice after two weeks (Figure S16B). They were then randomly treated with

levels, (G) Homeostatic model assessment HOMA-IR, and (H) area under the curve (AUC) for glucose tolerance test (GTT) in male and female mice. (I–L) IHC staining of F4/80 (macrophage marker) and CD31 (endothelial cell marker) in gWAT in male and female mice. Scale bars, 50  $\mu$ m; 40 $\times$  magnification. Quantitative analysis of (J) adipocyte size, (K) F4/80, and (L) CD31.  $n = 5$ /group. (M) Gene expression of *Vegfb* (angiogenesis marker) *Chop* (ER stress marker) *Pparg* and *Cebpb* (adipogenesis markers) in gWAT in male and female mice. Control chow-diet (Con), high-fat diet (HFD), negative control (NC) GapmeR (HFD/NC), GapmeR targeting lncMGC (HFD/Gap). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. XY graphs show the mean (SD). The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant  $p$ -values are indicated in the bar graphs.

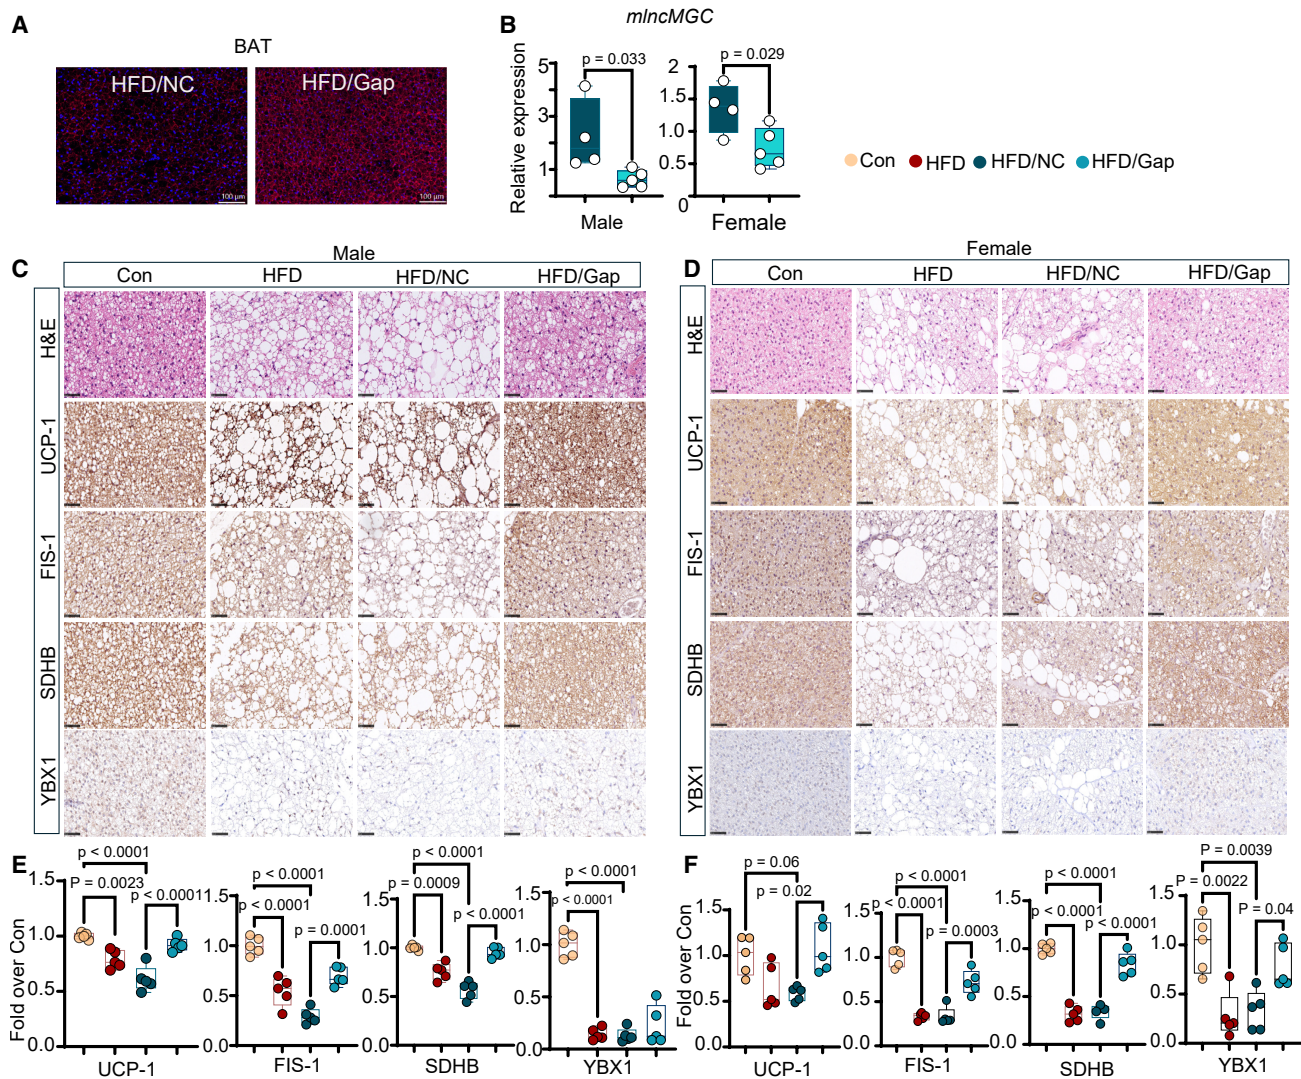

**Figure 6. GapmeR targeting mouse lncMGC improves mitochondrial structure and function markers in brown adipose tissue of HFD-fed mice**

(A) Representative images show GapmeR accumulation in BAT in HFD

/GapmeR mice by *in situ* hybridization with a fluorescent antisense LNA-modified probe. Scale bars, 100  $\mu$ m; 20 $\times$  magnification. (B) Gene expression of lncMGC in BAT in HFD/NC and HFD/Gap male and female mice. (*n* = 4–5 mice/group). In male mice, (C) H&E staining shows reduced lipid droplets and whitening of BAT in HFD mice treated with lncMGC-GapmeR. (D) H&E staining reveals an increase in lipid droplets and whitening of BAT in HFD mice, which is reduced in HFD mice treated with lncMGC-GapmeR. (E) IHC staining and (F) quantitative analysis of UCP-1, FIS-1, SDHB (mitochondrial respiratory marker), and YBX1. (*n* = 5/group). In female mice, (D) H&E staining reveals an increase in lipid droplets and whitening of BAT in HFD mice, which is reduced in HFD mice treated with lncMGC-GapmeR. (E) IHC staining and (F) quantitative analysis of UCP-1, FIS-1, SDHB, and YBX1. (*n* = 5/group). 10 weeks HFD. Scale bars, 50  $\mu$ m; 40 $\times$  magnification. Control chow-diet (Con), high-fat diet (HFD), negative control (NC) GapmeR (HFD/NC), GapmeR targeting lncMGC (HFD/Gap). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. The bar and whisker plot displays the distribution of the data. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant *p* values are indicated in the bar graphs.

NC-GapmeR (hHFD/NC) or GapmeR targeting hlnMGC (hHFD/Gap) 5 mg/kg/once a week for 8 weeks. Untreated HFD (hHFD) mice served as control (Figure S16A). As shown in Figures 7B and 7C, hHFD/Gap mice gained weight at a significantly slower rate compared to hHFD/NC mice. The increase in total fat mass observed in hHFD and hHFD/NC mice was significantly reduced in hHFD/Gap mice (Figure 7D).

We confirmed GapmeR accumulation in gWAT using *in situ* hybridization (Figure 7E, red signals) and a significant decline in lncMGC expression in both gWAT and BAT of hHFD/Gap mice compared to hHFD/NC mice (Figure 7F). Histology of gWAT showed significant improvements in adipocyte hypertrophy in hHFD/Gap mice compared to HFD/NC mice (Figure 7H). In addition, the decrease in CD31 observed in HFD/NC mice was significantly reversed

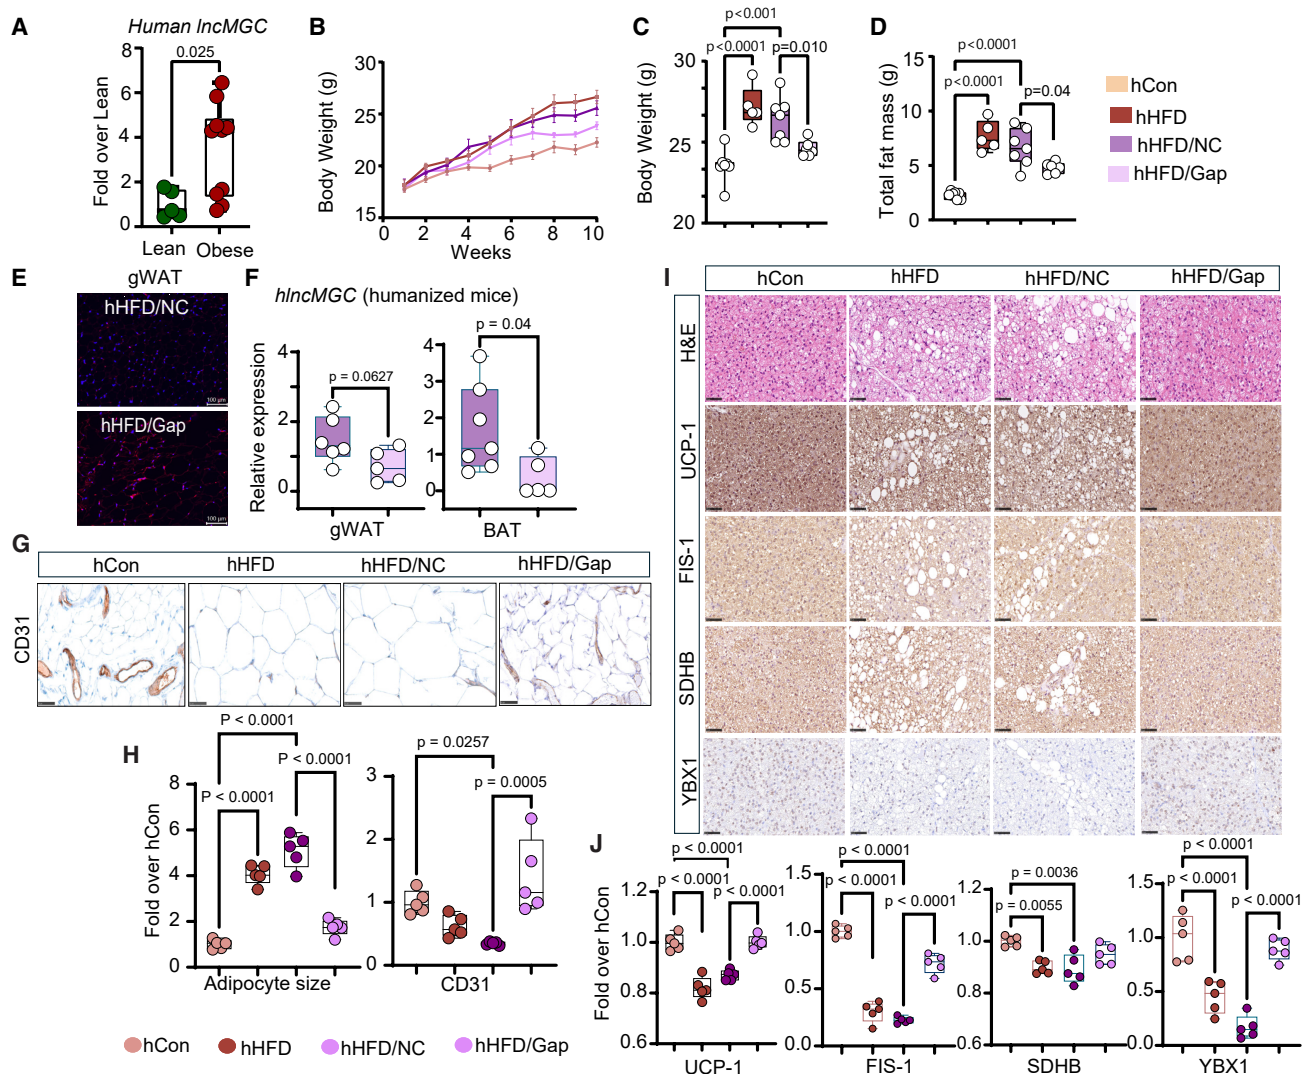

**Figure 7. *hIncMGC*-GapmeR treatment reduces the rate of weight gain and improves key functional markers in gWAT and BAT of partially humanized *IncMGC* HFD-fed female mice**

(A) Expression of *IncMGC* in white adipose tissue (WAT) samples obtained from human lean and overweight/obese donors. (B) Weekly and (C) endpoint body weight, (D) total body fat in partially humanized female mice fed HFD for 10 weeks. (E) Representative images show GapmeR accumulation (red signals) in gWAT in partially humanized *IncMGC* HFD/GapmeR (hHFD/Gap) female mice by *in situ* hybridization. (F) Expression of *hIncMGC* in gWAT in negative control (NC) GapmeR (hHFD/NC) and hHFD/Gap humanized mice ( $n = 5-7$ /group) and (G) IHC staining of CD31 in gWAT sections. (H) Quantitative analysis of adipocyte size and CD31.  $n = 5$ /group. (I) H&E staining shows a significant reduction of lipid droplets and whitening of BAT in hHFD/Gap mice. (J) IHC staining and (J) quantitative analysis of UCP-1, FIS-1, SDHB, and YBX1 in BAT.  $n = 5$ /group. Scale bars, 50  $\mu$ m; 40 $\times$  magnification. Control chow-diet (hCon), high-fat diet (hHFD). Statistical analyses were performed by two-way ANOVA with post-hoc Tukey test for multiple comparisons. XY graph shows mean SD. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant  $p$  values are indicated in the bar graphs.

in hHFD/Gap mice, indicating improvement in angiogenesis (Figures 7G and 7H). Consistent with our observations in *mlncMGC* KO and WT GapmeR HFD mice, BAT whitening was markedly attenuated in hHFD/Gap female mice (Figure 7I). IHC examination and quantification analysis revealed that UCP-1, FIS-1, SDHB, and YBX1 levels were significantly elevated in HFD/Gap versus HFD/NC mice (Figures 7I and 7J).

#### ***IncMGC* controls key regulators of adipogenesis and mitochondrial gene programs**

To further interrogate regulatory connections, we examined if the factors related to adipogenesis and mitochondrial function that were altered in *IncMGC* deficient mice are also directly altered by the *IncMGC* GapmeR *in vitro* in adipose cells. We treated cultured 3T3L1 preadipocytes and HIB 1B brown adipocytes with

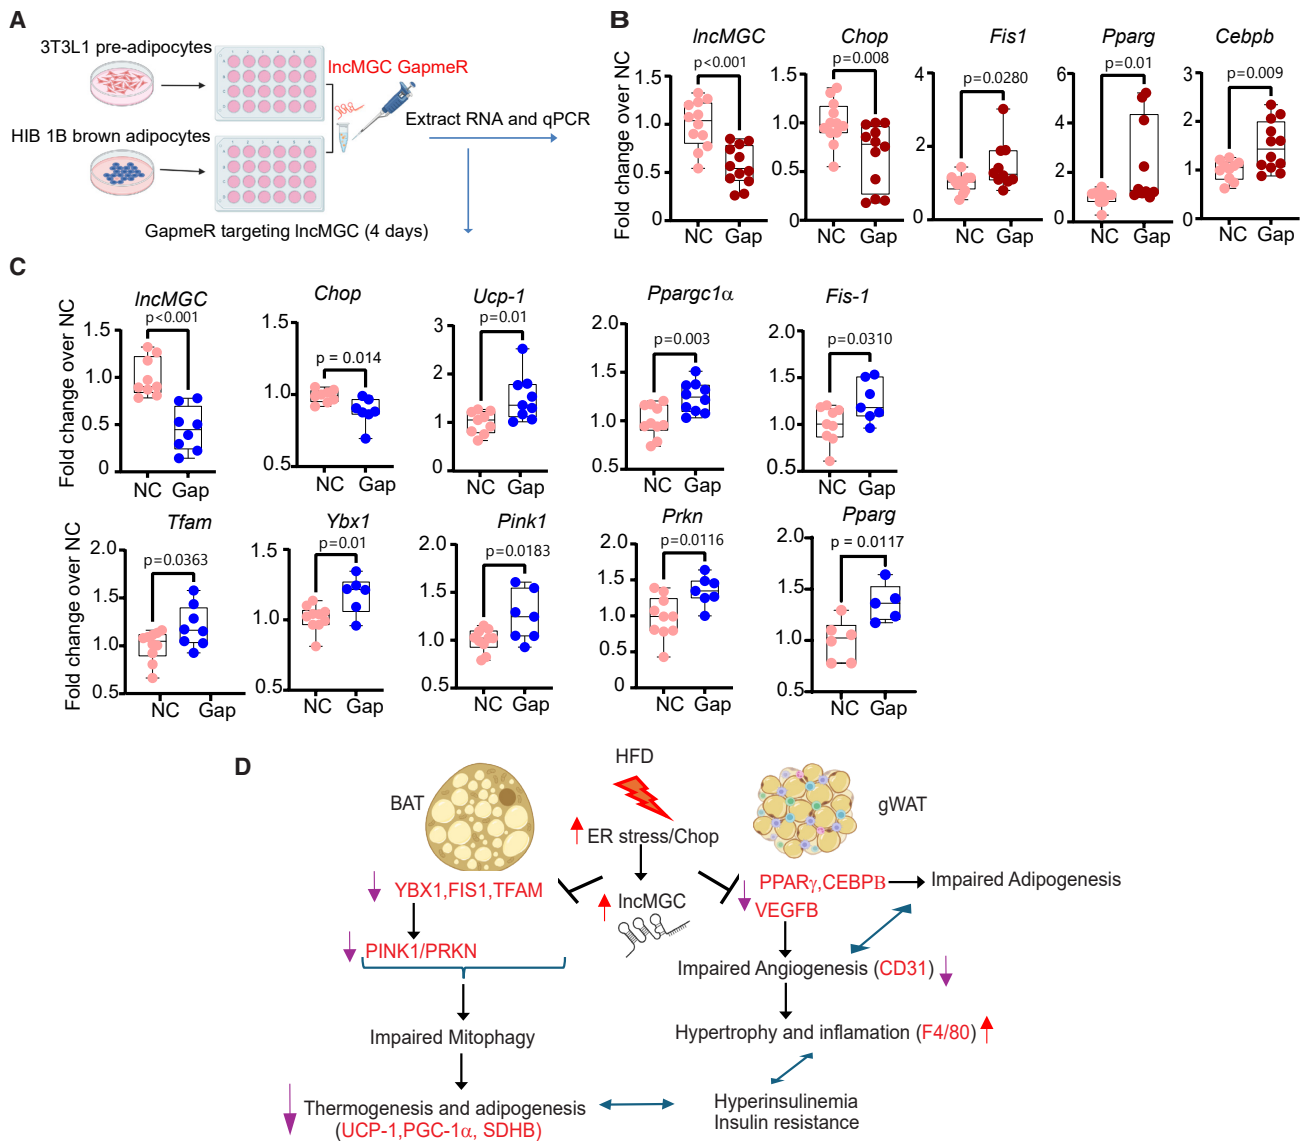

**Figure 8. IncMGC regulates key factors related to adipogenesis and mitochondrial gene program**

(A and B) 3T3L1 pre-adipocytes were transfected with negative control GapmeR (NC) or mIncMGC-GapmeR (1  $\mu\text{mol/L}$ ) for 4 days by Gymnos. (B) gene expression of *IncMGC*, *Chop*, *Fis1*, *Pparg*, and *Cebpb* in 3T3L1 preadipocytes ( $n = 10\text{--}12/\text{group}$ ). (A, C) HIB 1B brown adipocytes were transfected with NC or IncMGC-GapmeR (1  $\mu\text{mol/L}$ ) for 4 days by Gymnos. (C) gene expression of *IncMGC*, and mitochondrial markers in HIB 1B brown adipocytes ( $n = 5\text{--}10/\text{group}$ ). Data were analyzed using Student's  $t$ -tests for comparisons between two groups. The whiskers extend from the minimum to the maximum values. Individual data points are overlaid as dots. Statistically significant  $p$ -values are indicated in the bar graphs. (D) HFD increases ER stress and IncMGC in gWAT and BAT. In gWAT and BAT, IncMGC regulates adipose tissue function, in part, by influencing adipogenesis, angiogenesis, inflammation, and mitochondrial markers associated with thermogenesis and mitophagy, potentially through mechanisms involving ER stress. These processes contribute to metabolic dysfunction and insulin resistance in obesity. Abdollahi and colleagues show that decreasing levels of a long noncoding-RNA, IncMGC, by genetic knockout or GapmeR antisense oligonucleotides can attenuate obesity, obesity induced adipose tissue dysfunction, and insulin resistance in mice. Targeting IncMGC may represent a promising therapeutic strategy for treating adipose dysfunction, obesity, and associated complications.

NC or IncMGC GapmeR [(1  $\mu\text{mol/L}$ ) for 4 days] (Figure 8A). Expression of IncMGC was effectively suppressed in 3T3L1 and HIB 1B cells treated with IncMGC GapmeR (Figures 8B and 8C). Compared to the NC group, IncMGC GapmeR-treated 3T3L1 cells depicted significantly decreased *Chop* expression, while *Fis1*, *Pparg*, and *Cebpb* expression levels were upregulated (Figure 8B). The ex-

pressions of genes related to ER stress and mitochondrial function, and adipogenesis were significantly improved by GapmeR treatment in HIB 1B brown adipocytes compared to NC controls (Figure 8C). As miR-379 is one of IncMGC's major downstream effectors targeting *Vegfb*, *Fis1*, and potentially *Ybx1*, (RNA-binding protein and a potential target of miR-379), we performed

miR-379–lncMGC axis rescue in HIB 1B brown adipocytes (Figure S17). The relative expression of miR-379 was significantly increased in cells transfected with miR-379 mimics ( $901.9 \pm 321.8$  vs.  $1.185 \pm 0.68$  in NC) and reduced following treatment with lncMGC targeting GapmeR ( $175.7 \pm 81.26$  vs.  $901.9 \pm 321.8$  in miR-379 mimics). Furthermore, transfection with miR-379 mimics enhanced the expression of lncMGC and *Chop*, an ER stress marker and positive regulator of lncMGC expression, which was significantly reduced by lncMGC–GapmeR treatment (Figure S17). miR-379 enhances ER stress by repressing ER-associated degradation components such as EDEM3, which also elevates CHOP expression. Since CHOP transcription factor directly activates the lncMGC/miR-379 cluster locus,<sup>20</sup> this creates an autoregulatory feedback amplification loop where increased miR-379 can in turn upregulate lncMGC expression. Furthermore, expressions of *Vegfb*, *Fis-1*, and *Ybx1* were significantly increased by lncMGC–GapmeR treatment (Figure S17), indicating the observed phenotype is caused (at least partly) by decreased levels/activity of lncMGC.

How the deposited data were processed for this re-analysis (not part of the article)

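RNA in brown fat of female mice was measured by GeoMx digital spatial profiling in 22 ROIs, 4 of WT Con, 6 of WT HFD, 5 of lncMGC KO Con and 7 of lncMGC KO HFD, with 3 mice in each group. The labels do not tie ROIs to animals, so each ROI entered the tests as 1 value, and the p-values are too small to the extent that ROIs share an animal. The signal values of the deposited table were made by the authors from counts per target, which were filtered (8320 targets kept) and divided by a factor per ROI that set the upper quartile (Q3) to the same value in every ROI. The deposited raw files hold the count per probe barcode that the authors obtained with the GeoMx NGS Pipeline (2.3.3.10), without duplicates and without alignment to a genome. They do not pair barcodes with gene names.

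Counts per gene were recovered from the table by undoing the factor of each ROI. At least 99.96% of the values of each ROI then lay within 0.02 of a whole number, and in the 21 ROIs with a raw file of their own 8313 of 8319 genes equalled exactly 1 probe in every ROI, while 6 equalled none. The raw file listed for WT Con 1 equals that of the blank well (14 counts on 14 probes from 2122 raw reads), so the counts of this ROI rest on the table alone. Depth limits precision most in lncMGC KO Con 1, where the total count was 170309. Counting error alone is covered by such totals, not the difference between animals.

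The log2 of the Q3-normalized value was used without a pseudocount, since the lowest value was 6.97. limma (3.58.1, R 4.3.3) fitted a mean per group to all 22 ROIs with a trend of the variance, and 5 comparisons were taken from this fit: both diet effects, the genotype difference on each diet, and their interaction. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over 8319 genes, and separately at the study's threshold of 0.378 on the log2 scale with an unadjusted p under 0.05. DESeq2 left some genes without an adjusted p, 5000 of them in the interaction, so its adjustment covers fewer genes. Tests of single genes, lists and means were two-sided, and those of separation and of matched gene sets one-sided. Where 1 value per ROI was compared, an exact permutation test was used. The paper's text gives the threshold for the profiling data without the test, and its general statistics name two-sided Student's t tests.

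Shifts of 14 gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and with the estimated correlation. The lists are OXPHOS subunits, cytosolic ribosomal proteins and mitochondrial ribosomal proteins (by symbol pattern), fatty acid oxidation, lipogenesis, the genes of Table S4, the unfolded protein response, fat cell differentiation, clock genes, immediate early genes, and markers of leukocytes, erythrocytes, endothelial cells and white adipocytes. Attenuation of the diet effect was measured on the genes lower in WT HFD at the study's threshold, beside simulations without a genotype effect and beside genes chosen on one part of the WT ROIs and measured on the other.

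Named are the genes the paper's text names from these data, the genes of Table S4, per comparison the 5 genes that rose and the 5 that fell most among called genes without overlap between the groups, genes the study measured by other assays in brown fat, with Vegfb, which it measured in white fat and in cultured brown fat cells, and genes labelled in a figure panel that a passage is about. A gene that falls under this rule is not reported here, and Pparg, which falls under it, was listed only after the results were seen. The values of Table S4 and of the figures had been seen when this rule was written. The rule, the comparisons, the lists and the alternatives were set before the data were examined, apart from a Welch test on values without a log, which was chosen after the p-values of Table S4 were seen to equal it, and shares of variance over the first 5 components, chosen after Figure S9 was compared. Counts out of 12 alternatives include that Welch test.

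The alternatives were a pseudocount of 10, leaving out the 25% of genes with the lowest mean (6239 genes left), quantile normalization, scaling to the negative probe, a fit of only the groups compared, array weights, the replicate number of the labels as a block, the log2 nuclei count as a covariate, the methods' t-test, edgeR (4.0.16) and DESeq2 (1.42.0) on the recovered counts, and each ROI left out in turn. For gene lists the side of the threshold under an alternative was read from the unadjusted p. Beside the paper's values, a p was counted as different when it lay on the other side of 0.05, a log2 fold change when the signs differed or the gap exceeded the standard error, and a share of variance when one value was over 1.5 times the other.

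The tools were tested on simulated data with 100 changed genes per size among 8319. For a change of 0.5 limma recovered 62% in the WT diet comparison, 68% in the lncMGC KO diet comparison, 71% between the HFD groups, 59% between the Con groups and 31% in the interaction, and for a change of 1 it recovered 99% in each comparison but the interaction, where it recovered 92%. Python (3.11.15) with NumPy (2.4.6), pandas (2.3.3), SciPy (1.17.1) and matplotlib (3.10.9) was used for the counts and figures. lncMGC was not analysed here, and ontology terms were left out because their members are not given in the sources used here.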

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

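The tests of depth and single ROIs on Hspa8 and the immediate early genes, those on Ide and the comparison of the number of distant ROIs with chance were chosen after the results were seen. The tests of the random exchanges of genotype, of the matched gene sets, of scaling and of counting error were set before theirs.

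The total count of lncMGC KO Con 1, 170309, lay far from those of the other lncMGC KO Con ROIs (1996053 to 2709460). In the same ROI, of the genes of Table S4, Ddit3 had a log2 value of 6.50 (5.96 to 6.12 in the others), Bcl2l1 5.80 (6.45 to 6.54), Serinc3 7.71 (7.30 to 7.40) and Ubxn4 7.39 (6.08 to 6.40). Ubxn4 had 24 counts where 11.4 were expected from the other ROIs, a distance of 3.75 counting standard errors, and the distances were 1.14 for Ddit3, -1.37 for Bcl2l1 and 1.36 for Serinc3. Counting error may account for the last 3 genes, and for Ubxn4 it cannot be told apart from a difference of the ROI, because the standard error is itself uncertain at so few counts. The cause of the low total was not tested, and no biological explanation was tested for this ROI.

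Other ROIs lay far from their group. In lncMGC KO HFD 7 the mean log2 value was 8.03 for the white adipocyte markers (7.37 to 7.63 in the others) and 9.83 for the OXPHOS subunits (9.70 to 9.74), and the log2 values were 10.13 for Cox7c (9.82 to 9.94), 10.78 for Cox7b (10.55 to 10.64), 10.75 for Etfb (10.37 to 10.53) and 10.57 for Uqcrq (10.29 to 10.36). Ucp1 was 12.51 in WT Con 2 (11.74 to 11.84), and the ROIs were chosen on UCP-1. Cox15 was 6.02 in WT HFD 3 (6.51 to 6.64). Hsp90b1 was 7.91 in WT Con 2 (7.60 to 7.62) and 7.25 in lncMGC KO HFD 2 (7.54 to 7.76). Hspa5 was 8.40 in lncMGC KO HFD 3 (7.89 to 8.07). Over 168 groups of values tested, 16 were found, where chance gives 8.4. The number is under 2 times that of chance, the bound set afterwards, so chance stays open, and genes that vary together are found together. With scaling to the negative probe 20% of the gene and list values stayed beyond the limit, which is consistent with a part of the scaling to Q3, although the negative probe adds a spread of its own. Differences between animals stay open, since the labels do not tie ROIs to animals.

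The diet effect on Hspa8, a constitutive heat shock protein, differed between the genotypes by -0.89 (limma adjusted p = 0.00541), from 0.78 in WT (higher in 6 of 6 WT HFD ROIs) to -0.11 in lncMGC KO (lower in 5 of 7 lncMGC KO HFD ROIs). Without lncMGC KO Con 1 the adjusted p was 0.00736, so the low depth of that ROI does not account for it. With 1 ROI left out, Hspa8 was among the called genes each time. Of 100 exchanges of the genotype labels within diets, the real one included, 3 called as many genes. This share lies under 0.05 for independent ROIs, but the exchanges part ROIs of 1 animal, so chance among animals is not excluded. The highest other exchange called 6 genes where the real one called 1. That is several times as many and points to a structure of the ROIs other than genotype. A difference of the genotypes in the response of Hspa8 is a hypothesis, found and tested on the same ROIs, and animals, handling and time of collection stay open.

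The diet effect on the genes of Table S4 differed between the genotypes by -0.24 on average. All of these genes rise in WT HFD, and in case they were chosen for it, sets of 14 genes with matched WT effects were drawn, and 2.75% of 10000 sets had a mean as low (mean of the sets -0.13). A choice of the genes for their rise would thus explain a part. The genes of a set were drawn separately, matched on the WT effect alone and measured on the same ROIs, so the whole is not excluded. What remains may be a smaller response of these genes in lncMGC KO, as a hypothesis. The unfolded protein response list averaged 0.035 and did not pass. Its sign changed with the negative probe (-0.16), quantile normalization (-0.012), edgeR (-0.024) and DESeq2 (-0.024), each at an unadjusted p above 0.05. That list therefore does not decide the question. How the Table S4 genes were chosen is not given in the sources used here, so other ways of choosing are not covered by the matched sets.

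The diet effect on the immediate early genes differed between the genotypes by 0.50 (22 genes, 19 higher, camera adjusted p = 7.13e-11; estimated correlation 0.0153). limma called 0 of them over all genes and 10 adjusted over the list alone. In WT the list fell by 0.56 on HFD (17 lower, 7.13e-11; estimated 0.0153; 9 called and 15 adjusted over the list alone) and in lncMGC KO it averaged -0.065 (10 lower, 0.465; median 0.031, of the other sign; 4 called, Junb, Jund, Egr1 and Nr4a1, of which Junb and Jund are named after their values were seen, and 6 adjusted over the list alone). Between lncMGC KO Con and WT Con it averaged -0.43 (19 lower, 4.34e-18; estimated 0.000758; 0 called by limma, 10 adjusted over the list alone), with 6.51 ± 0.28 (SD, n = 5) against 6.94 ± 0.12 (SD, n = 4) per ROI (exact permutation p = 0.0397). Without lncMGC KO Con 1 this shift was -0.35 and without any 1 WT Con ROI it was -0.39 or further from 0, so neither accounts for it alone. These genes respond fast to stimuli, and a difference in handling or time of tissue collection cannot be told apart from a genotype difference, because collection times are not given in the sources used here. The gap between the highest lncMGC KO Con and the lowest WT Con value (-0.0079) decides nothing here, since either would give it. The list between the HFD groups averaged 0.071 (0.692; 1 called, Egr1, also adjusted over the list alone).

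Ide, a gene outside those the paper discusses, was higher in lncMGC KO than in WT on both diets, by 0.95 on Con and 0.92 on HFD (mean 0.93), above every WT ROI of the same diet in 5 of 5 and 7 of 7 ROIs. With edgeR, DESeq2 and scaling to the negative probe the highest adjusted p of either comparison was 8.31e-05, so depth and scaling do not account for it. Of the 10 nearest measured genes the highest mean difference over both diets was 0.046 (lowest -0.15), and on either diet alone they ranged from -0.28 to 0.32 with no adjusted p under 0.244, which argues against a copy number change of a longer stretch. A copy number change limited to Ide is consistent with the mean of 0.93, near a doubling, and a strain variant near Ide, an effect of the deletion on Ide and a variant in the probe's target stay open and untested.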

How the results depend on the processing

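The Welch test on values without a log was chosen after the result was seen, and the other tests here were set beforehand. For each change given in this part the cause was not tested, apart from the fewer genes or ROIs that a filter, a fit of fewer groups or a ROI left out brings. Attenuation of the WT diet effect (0.12 to 0.18, with 77.0% to 88.2% of genes higher), the number of Table S4 genes with a smaller diet effect in lncMGC KO (12 to 13 of 14) and the separation of groups other than the Con groups kept their direction and side under every alternative run on them. Attenuation was not run with the other scalings and tools. The negative probe moved the median of all genes between the HFD groups from 0.029 to -0.065, so the size of the attenuation may depend on the scaling. ROIs that share an animal make every p-value here too small.

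A pseudocount of 10 changed the number at the study's threshold from 149 to 99 between the HFD groups and from 141 to 86 between the Con groups.

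Leaving out the 25% of genes with the lowest mean changed the number at the study's threshold from 141 to 91 between the Con groups. Of the gene lists, the mean for OXPHOS subunits in the interaction was 0.086 (0.083 before, then past 0.05).

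Quantile normalization changed the number of genes at the adjusted p from 2 to 1 between the Con groups (Ide) and from 1 to 2 in the interaction (Hspa8, Zbtb16) and changed the number at the study's threshold from 729 to 474 for HFD in lncMGC KO and from 141 to 71 between the Con groups. The list mean for fatty acid oxidation for HFD in WT was 0.071 (-0.084 before, another sign and past 0.05), fat cell differentiation for HFD in WT was -0.088 (-0.19 before, no longer past 0.05), fatty acid oxidation for HFD in lncMGC KO was 0.11 (0.019 before, then past 0.05), fat cell differentiation for HFD in lncMGC KO was -0.11 (-0.17 before, no longer past 0.05), OXPHOS subunits in the interaction was 0.047 (0.083 before, then past 0.05), unfolded protein response in the interaction was -0.012 (0.035 before, another sign) and fat cell differentiation in the interaction was -0.018 (0.023 before, another sign). Reversed were Cox15 for HFD in lncMGC KO (0.0034), Cox7c between the HFD groups (-0.048), Etfb between the HFD groups (-0.031), Pparg between the HFD groups (-0.0051), Ube4b for HFD in lncMGC KO (0.0028) and Ppp2cb for HFD in lncMGC KO (-0.012).

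Scaling to the negative probe changed the number of genes at the adjusted p from 562 to 373 for HFD in WT, from 822 to 2050 for HFD in lncMGC KO and from 1 to 4 in the interaction (Aplnr, Hspa8, Ivns1abp, Zbtb16) and changed the number at the study's threshold from 729 to 1457 for HFD in lncMGC KO and from 414 to 794 in the interaction. The mean shift of fatty acid oxidation for HFD in lncMGC KO was -0.22 (0.019 before, another sign), Table S4 ER stress genes for HFD in lncMGC KO was -0.065 (0.17 before, another sign), lipogenesis between the HFD groups was 0.015 (0.11 before, then past 0.05), fat cell differentiation between the HFD groups was -0.029 (0.065 before, another sign), OXPHOS subunits in the interaction was -0.11 (0.083 before, another sign), fatty acid oxidation in the interaction was -0.093 (0.10 before, another sign), unfolded protein response in the interaction was -0.16 (0.035 before, another sign) and fat cell differentiation in the interaction was -0.17 (0.023 before, another sign). Another sign was found for Trim25 for HFD in lncMGC KO (-0.10), Cox7c between the HFD groups (-0.079), Irs1 between the HFD groups (-0.0014), Etfb between the HFD groups (-0.015), Adipor2 between the HFD groups (-0.016), Cox7b in the interaction (-0.10), Irs2 in the interaction (-0.033), Uqcrq in the interaction (-0.13), Adipor2 in the interaction (-0.014), Fis1 between the HFD groups (-0.010), Ppargc1a between the HFD groups (-0.0069), Pparg between the HFD groups (-0.076), Ppp2cb for HFD in lncMGC KO (-0.16), Serinc3 for HFD in lncMGC KO (-0.092) and Sgf29 for HFD in lncMGC KO (-0.090). The median log2 fold change of all genes with this scaling was -0.19 for HFD in lncMGC KO and -0.14 in the interaction.

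Fitting only the groups compared changed the number of genes at the adjusted p from 562 to 333 for HFD in WT and from 2 to 1 between the Con groups (Ide) and changed the number at the study's threshold from 141 to 68 between the Con groups.

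Array weights changed the number of genes at the adjusted p from 822 to 1584 for HFD in lncMGC KO, from 2 to 22 between the Con groups and from 1 to 7 in the interaction and changed the number at the study's threshold from 141 to 86 between the Con groups. Of the gene lists, the mean for fatty acid oxidation for HFD in lncMGC KO was -0.0081 (0.019 before, another sign), Table S4 ER stress genes for HFD in lncMGC KO was 0.15 (0.17 before, then past 0.05) and fat cell differentiation in the interaction was -0.080 (0.023 before, another sign and past 0.05). The sign changed for Cox15 for HFD in lncMGC KO (0.030), Ddit3 for HFD in lncMGC KO (0.044), Cox7c between the HFD groups (-0.031), Trim25 between the HFD groups (0.027), Irs2 in the interaction (-0.050), Pparg between the HFD groups (-0.011) and Ubxn4 for HFD in lncMGC KO (0.030).

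The replicate number as a block changed the number of genes at the adjusted p from 66 to 43 between the HFD groups, from 2 to 6 between the Con groups and from 1 to 4 in the interaction (Apoe, Dusp1, Hspa8, Klf2). The list mean for fatty acid oxidation for HFD in lncMGC KO was -0.0043 (0.019 before, another sign) and lipogenesis between the HFD groups was 0.14 (0.11 before, then past 0.05). Reversed were Ucp1 for HFD in WT (-0.015), Cox15 for HFD in lncMGC KO (0.0080) and Cox7c between the HFD groups (-0.020).

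The log2 nuclei count as a covariate changed the number of genes at the adjusted p from 562 to 132 for HFD in WT, from 822 to 261 for HFD in lncMGC KO, from 66 to 0 between the HFD groups (534 at an unadjusted p under 0.05), from 2 to 1 between the Con groups (Ide) and from 1 to 2 in the interaction (Hspa8, Rsrp1) and changed the number at the study's threshold from 149 to 388 between the HFD groups. The mean shift of unfolded protein response for HFD in WT was 0.0022 (-0.055 before, another sign), fat cell differentiation for HFD in WT was -0.0044 (-0.19 before, no longer past 0.05), unfolded protein response for HFD in lncMGC KO was 0.0090 (-0.020 before, another sign), OXPHOS subunits between the HFD groups was 0.073 (0.11 before, no longer past 0.05), lipogenesis between the HFD groups was 0.30 (0.11 before, then past 0.05), unfolded protein response between the HFD groups was -0.064 (-0.0089 before, then past 0.05), fat cell differentiation between the HFD groups was -0.12 (0.065 before, another sign and past 0.05) and fat cell differentiation in the interaction was -0.068 (0.023 before, another sign and past 0.05). Another sign was found for Elovl3 for HFD in lncMGC KO (0.046), Ddit3 for HFD in lncMGC KO (0.068), Cox7c between the HFD groups (-0.052), Ppargc1a between the HFD groups (-0.33), Pparg between the HFD groups (-0.29) and Ube4b for HFD in lncMGC KO (0.11).

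The methods' t-test changed the number of genes at the adjusted p from 562 to 125 for HFD in WT, from 66 to 1 between the HFD groups (Zbtb16) and from 2 to 1 between the Con groups (Ide) and changed the number at the study's threshold from 141 to 37 between the Con groups. Of the gene lists, the mean for fatty acid oxidation for HFD in lncMGC KO was 0.019 (0.019 before, then past 0.05).

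edgeR changed the number of genes at the adjusted p from 2 to 11 between the Con groups and from 1 to 3 in the interaction (Hspa8, Ivns1abp, Zbtb16) and changed the number at the study's threshold from 729 to 467 for HFD in lncMGC KO and from 141 to 48 between the Con groups. The list mean for fatty acid oxidation for HFD in lncMGC KO was -0.026 (0.019 before, another sign), unfolded protein response in the interaction was -0.024 (0.035 before, another sign) and fat cell differentiation in the interaction was -0.063 (0.023 before, another sign). Reversed were Ddit3 for HFD in lncMGC KO (0.030), Cox7c between the HFD groups (-0.021), Irs2 between the HFD groups (0.0056), Irs2 in the interaction (-0.013) and Pparg between the HFD groups (-0.014).

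DESeq2 changed the number of genes at the adjusted p from 2 to 7 between the Con groups and from 1 to 12 in the interaction and changed the number at the study's threshold from 729 to 456 for HFD in lncMGC KO, from 141 to 40 between the Con groups and from 414 to 267 in the interaction. The mean shift of fatty acid oxidation for HFD in lncMGC KO was -0.024 (0.019 before, another sign), unfolded protein response in the interaction was -0.024 (0.035 before, another sign) and fat cell differentiation in the interaction was -0.055 (0.023 before, another sign). Another sign was found for Cox15 for HFD in lncMGC KO (0.00031), Ddit3 for HFD in lncMGC KO (0.030), Cox7c between the HFD groups (-0.020), Irs2 between the HFD groups (0.0038) and Pparg between the HFD groups (-0.013).

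The Welch test on values without a log, chosen after the data were seen, changed the number of genes at the adjusted p from 562 to 54 for HFD in WT, from 822 to 466 for HFD in lncMGC KO, from 66 to 0 between the HFD groups (796 at an unadjusted p under 0.05) and from 2 to 0 between the Con groups (348 at an unadjusted p under 0.05) and changed the number at the study's threshold from 141 to 45 between the Con groups. Of the gene lists, the mean for fatty acid oxidation for HFD in lncMGC KO was 0.019 (0.019 before, then past 0.05).

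With each ROI left out in turn, counts ranged as follows. The number of genes at the adjusted p for HFD in WT ranged from 349 (without WT Con 3) to 739 (without lncMGC KO Con 1). The number at the study's threshold for HFD in lncMGC KO ranged from 467 (without lncMGC KO Con 1) to 979 (without lncMGC KO Con 5). The number of genes at the adjusted p between the HFD groups ranged from 26 (without lncMGC KO HFD 4) to 102 (without lncMGC KO Con 1). The number of genes at the adjusted p between the Con groups ranged from 1 (without WT Con 1) to 10 (without WT Con 2). The number at the study's threshold between the Con groups ranged from 62 (without lncMGC KO Con 1) to 275 (without lncMGC KO Con 5). The number of genes at the adjusted p in the interaction ranged from 1 (without WT Con 1) to 3 (without lncMGC KO Con 1).

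Over the ROIs left out, the shift of fat cell differentiation for HFD in WT lay from -0.22 (without WT Con 1) to -0.12 (without WT Con 2), the shift of fatty acid oxidation for HFD in lncMGC KO lay from -0.0062 (without lncMGC KO Con 1) to 0.047 (without lncMGC KO Con 3), the shift of Table S4 ER stress genes for HFD in lncMGC KO lay from 0.15 (without lncMGC KO Con 1) to 0.18 (without lncMGC KO Con 5), the shift of OXPHOS subunits between the HFD groups lay from 0.028 (without WT HFD 3) to 0.16 (without WT HFD 6), the shift of lipogenesis between the HFD groups lay from 0.041 (without WT HFD 3) to 0.15 (without WT HFD 6), the shift of unfolded protein response between the HFD groups lay from -0.023 (without WT HFD 1) to 0.0042 (without WT HFD 4), the shift of OXPHOS subunits in the interaction lay from 0.0039 (without WT HFD 3) to 0.14 (without WT HFD 6), the shift of fatty acid oxidation in the interaction lay from 0.021 (without WT HFD 3) to 0.14 (without WT HFD 6), the shift of fat cell differentiation in the interaction lay from -0.054 (without lncMGC KO Con 1) to 0.063 (without lncMGC KO Con 3), the separation of groups in PC1 to PC3 between the Con groups lay from -0.076 (without WT Con 3) to 0.16 (without WT Con 2).

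For single genes whose sign changed with 1 ROI left out, the log2 fold change lay as follows. Ucp1 for HFD in WT -0.0025 (without WT Con 1) to 0.25 (without WT Con 2), Cox15 for HFD in lncMGC KO -0.088 (without lncMGC KO Con 5) to 0.043 (without lncMGC KO Con 1), Elovl3 for HFD in lncMGC KO -0.25 (without lncMGC KO HFD 4) to 0.0047 (without lncMGC KO HFD 7), Hspa1a for HFD in lncMGC KO -0.014 (without lncMGC KO Con 1) to 1.02 (without lncMGC KO Con 5), Ddit3 for HFD in lncMGC KO -0.10 (without lncMGC KO HFD 2) to 0.061 (without lncMGC KO HFD 4). Cox7c between the HFD groups -0.056 (without WT HFD 3) to 0.068 (without WT HFD 5), Irs2 between the HFD groups -0.077 (without lncMGC KO HFD 6) to 0.13 (without lncMGC KO HFD 3), Etfb between the HFD groups -0.0028 (without WT HFD 3) to 0.12 (without WT HFD 5), Trim25 between the HFD groups -0.085 (without WT HFD 1) to 0.058 (without WT HFD 4), Cox7c in the interaction -0.075 (without WT HFD 3) to 0.050 (without WT HFD 5). Cox7b in the interaction -0.0083 (without WT HFD 3) to 0.15 (without WT HFD 6), Irs2 in the interaction -0.014 (without lncMGC KO Con 1) to 0.30 (without lncMGC KO HFD 3), Etfb in the interaction -0.12 (without WT HFD 3) to 0.010 (without WT HFD 5), Uqcrq in the interaction -0.024 (without WT HFD 3) to 0.12 (without WT HFD 5), Pparg between the HFD groups -0.016 (without WT HFD 1) to 0.061 (without WT HFD 5). Ube4b for HFD in lncMGC KO -0.053 (without lncMGC KO Con 1) to 0.035 (without lncMGC KO HFD 2), Ubxn4 for HFD in lncMGC KO -0.29 (without lncMGC KO Con 4) to 0.040 (without lncMGC KO Con 1).

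The replicate numbers of the labels do not pair ROIs between groups: of 28 pairs tested 1 had a correlation above 0.1 (range -0.114 to 0.116). Depth limits what can be seen in lncMGC KO Con 1 and in the WT HFD ROIs. Over all ROIs, 15.4% to 35.7% of the genes of a ROI lay below 1.5 times the negative probe.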

Differences from the paper's values

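For the 14 genes of Table S4 all 28 log2 fold changes equal those of the ROIs to 4 decimals, and 3 of the 28 p-values lay on the other side of 0.05. The paper's p for Bcl2l1 in lncMGC KO HFD over lncMGC KO Con is 0.0727 and limma's unadjusted p was 0.0131. Of the 11 alternatives set before the data were examined, scaling to the negative probe, array weights, the nuclei covariate, the methods' t-test, edgeR and DESeq2 gave a p on the paper's side, and the other 5 did not. The paper's p for Ube4b in WT is 0.0728 and limma gave 0.0270, with scaling to the negative probe, the replicate block, the methods' t-test, edgeR and DESeq2 on the paper's side and the other 6 not. The paper's p for Sgf29 in WT is 0.0445 and limma gave 0.0622, with edgeR and DESeq2 on the paper's side and the other 9 not. A Welch test on values without a log, chosen after seeing the values, equals all 28 p-values and drops 0 of the paper's called items.

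The shares of variance of PC1 to PC3 for lncMGC KO HFD and WT HFD were 19.8%, 14.3% and 9.57%, where Figure S9 shows about 33%, about 24% and about 16%, read by eye. With genes not scaled PC1 came to 23.2%, within 1.5 times the figure's, and PC2 and PC3 stayed outside it, as did all shares with 1 ROI left out. As shares of the variance of the first 5 components, a setting chosen after seeing the values, they were 33.3%, 24.0% and 16.1%, and in the 4 pairs all 12 shares came within 1.51 points of the figure's.

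The paper states that Irs1 and Irs2 improved in lncMGC KO HFD over WT HFD. The log2 fold changes were 0.092 and -0.0071 (limma adjusted p = 0.812 and 0.992), with both genes lower on HFD in each genotype. For Irs1 scaling to the negative probe gave -0.0014. For Irs2 edgeR and DESeq2 gave 0.0056 and 0.0038, and its lowest value over the alternatives was -0.31. None of these was called. For Cox7c and Cox7b the paper states an attenuated reduction. Cox7c fell by 0.55 in WT and 0.55 in lncMGC KO, while the fall of Cox7b was smaller in lncMGC KO, with an interaction of 0.10 that was not called. Mdh1 goes with the statement, with an interaction of 0.24, not called either.

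The paper states that Ccnd1 and Trim25 rose in WT HFD and were lower in lncMGC KO HFD. Between the HFD groups the log2 fold changes were 0.12 for Ccnd1 and -0.0035 for Trim25, and the diet effect on Ccnd1 was larger in lncMGC KO (0.73) than in WT (0.53), and that on Trim25 smaller (0.14 against 0.28). None of these differences between the genotypes was called, with interactions of 0.20 for Ccnd1 (adjusted p = 0.836) and -0.15 for Trim25 (0.836). All Con values of Ccnd1 lay below 1.5 times the negative probe, so both of its diet effects rest on values near background.

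The paper states no significant change in gene expression between lncMGC KO Con and WT Con. limma called 2 genes, Ide and Dbp, and 141 genes passed the study's threshold (37 with the methods' t-test, 48 with edgeR, 40 with DESeq2 and 62 without lncMGC KO Con 1), while Fig. S6A labels 18 genes. With the added Welch test, chosen after seeing the values, 0 genes passed the adjusted p (348 at an unadjusted p under 0.05) and 45 the study's threshold, and quantile normalization, the nuclei covariate, the fit of only the groups compared and the methods' t-test left Ide alone. More genes were called with array weights (22), edgeR (11), DESeq2 (7) and the replicate block (6). The 18 labelled genes all passed the study's threshold with that Welch test, and 16 in the limma fit. The paper also states that the plots of principal components show separate groups. The lncMGC KO Con and WT Con ROIs did not separate (silhouette -0.0046), and the other pairs did (0.340, 0.425 and 0.275).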

Other observations

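The tests of lncMGC KO Con 1, of genes chosen on part of the ROIs, of single WT HFD ROIs and of the nuclei count were chosen after the results were seen, and the random splits and the thinning were set before.

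Of 100 random splits of the ROIs, the real one included, 2 called as many genes as the 562 of WT HFD and WT Con. The highest other split, 725, set 4 WT HFD ROIs against the 4 WT Con and the other 2 WT HFD ROIs, so it follows diet for the most part. As many as the 822 of lncMGC KO HFD and lncMGC KO Con came in 1 split (highest other 332), and as many as the 66 of the HFD groups in 1 (highest other 2). For these comparisons few splits called as many, which argues against chance among independent ROIs only. For the Con groups 10 of 100 splits called as many as 2 genes, so chance is not excluded, and 1 split called 33, several times the real number, which points to a structure of the ROIs. ROIs of 1 animal are split as if independent. The real groups keep them together and random splits part them, so chance among animals is not excluded.

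At the study's threshold 510 genes were higher and 219 lower in lncMGC KO HFD than in lncMGC KO Con, and without lncMGC KO Con 1, the ROI of lowest depth, 249 and 218. With that ROI kept, quantile normalization gave 249 and 225, edgeR 189 and 278 and DESeq2 186 and 270. The excess of higher genes may come from that ROI or from the scaling, which cannot be told apart because each removes most of it. With the counts of the 21 other ROIs thinned to 474661 per ROI (pseudocount 1), 347 of 741 calls between WT HFD and WT Con, 46.8%, were kept among 382, all with the same sign, and the median ratio of thinned to full log2 fold changes was 0.991. Random thinning keeps the expected ratios between ROIs, so the expectation that a ratio near 1 argues against biased fold changes was wrong, and a bias from low depth stays open. The number of calls moved with depth, and thinning also lowers power.

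The OXPHOS subunits were higher in lncMGC KO HFD than in WT HFD by 0.11. Without WT HFD 3 the shift was 0.028, so this ROI may carry much of it, and the slope of the OXPHOS value on the log2 nuclei count within groups was 0.050 (standard error 0.153). Fewer nuclei in the WT HFD ROIs cannot be told apart from genotype, because nuclei differ between all ROIs of these groups. The genes lower in WT HFD were higher in lncMGC KO HFD by 0.14, where simulations without a genotype effect gave 0.054 (0.037 to 0.069) and none of 100 as much, with 84.5% of genes higher against at most 74.2%. The simulated noise was independent between genes, so these ranges leave out spread that genes share within a ROI, and they hold for the scaling to Q3 only. They therefore cannot exclude the choice of genes as the whole of the difference. Scaled to the negative probe, the median of all genes between the HFD groups moved from 0.029 to -0.065, and these genes were not followed with that scaling. With genes chosen on one part of the WT ROIs and measured on the other the median was 0.075, so the choice accounts for a part, and the whole is not excluded by these ROIs, as 97 of 100 splits, not all, lay above 0. Animal, genotype, scaling and the number of nuclei stay open.

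Other gene lists, as mean log2 fold changes with camera adjusted p, moved as follows. Clock genes (14 of 19 measured) averaged 0.10 (8 of 14 higher, adjusted p = 0.000382, estimated 0.00283) between the Con groups, -0.079 (5 of 14 higher, adjusted p = 0.0202, estimated 0.0797) in the interaction, 0.070 (0.216) for HFD in WT, -0.0091 (0.472, median 0.078) in lncMGC KO and 0.023 (0.875) between the HFD groups, and Dbp was the only one called between the Con groups, with Tef and Hlf, named after their values were seen, adjusted over the list alone.

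Cytosolic ribosomal proteins averaged -0.15 (7 of 76 higher, adjusted p = 3.56e-10, estimated 0.00853) for HFD in WT, -0.20 (6 of 76 higher, adjusted p = 7.40e-24, estimated 1.43e-05) in lncMGC KO, -0.030 (21 of 76 higher, adjusted p = 0.00185, estimated 0.320) between the HFD groups, 0.013 (0.0641) between the Con groups and -0.043 (27 of 76 higher, adjusted p = 0.000148, estimated 0.211) in the interaction. limma called 15 and 36 in the diet comparisons, 26 and 58 adjusted over the list alone. Mitochondrial ribosomal proteins averaged -0.17 (7 of 75 higher, adjusted p = 5.69e-07, estimated 0.308), -0.094 (20 of 75 higher, adjusted p = 1.53e-05, estimated 0.400), 0.091 (60 of 75 higher, adjusted p = 0.00121, estimated 0.531), 0.019 (47 of 75 higher, adjusted p = 0.0299, estimated 0.704) and 0.072 (52 of 75 higher, adjusted p = 0.466, estimated 0.856) in the same order. limma called 12 and 11 in the diet comparisons, 18 and 11 adjusted over the list alone.

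Cell type markers that passed the filter were 13 of 24 for leukocytes, 4 of 10 for erythrocytes, 17 of 18 for endothelial cells and 5 of 14 for white adipocytes, and no cell type was inferred from them. Leukocyte markers averaged 0.18 (0.136) for HFD in WT, 0.22 (0.217) in lncMGC KO, -0.087 (0.163) between the HFD groups, -0.12 (0.334) between the Con groups and 0.037 (0.739, median -0.022) in the interaction. Erythrocyte markers averaged 0.35 (0.242), 0.068 (0.974), 0.22 (0.453), 0.50 (4 of 4 higher, adjusted p = 0.00318, estimated 0.320) and -0.28 (0.163) in that order. Endothelial markers averaged 0.15 (12 of 17 higher, adjusted p = 0.0102, estimated 0.433), 0.12 (0.198), -0.080 (0.0570), -0.052 (0.953, median 0.028) and -0.028 (0.188). White adipocyte markers averaged -0.18 (0.472), -0.57 (0.481, median 0.30), -0.27 (0.0986), 0.12 (0.666) and -0.39 (0.126).

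Between lncMGC KO Con and WT Con the mean shift was 0.024 (51 of 80 higher, adjusted p = 0.0241, estimated 0.802) for OXPHOS subunits, 0.041 (17 of 28 higher, adjusted p = 0.0182, estimated 0.704) for fatty acid oxidation, -0.19 (4 of 21 higher, adjusted p = 0.00204, estimated 0.514) for lipogenesis, 0.042 (16 of 29 higher, adjusted p = 0.0168, estimated 0.565) for fat cell differentiation, 0.037 (0.136) for the Table S4 genes and -0.044 (0.995) for the unfolded protein response, where limma called 0 genes of these lists over all genes and, adjusted over the list alone, Slc25a1, Scd1, Acss2 and Elovl5 of lipogenesis, named after their values were seen.

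Of genes the study measured in brown fat by other assays, the log2 fold change between the HFD groups was 0.084 for Fis1, -0.12 for Tfam, -0.039 for Ybx1, 0.20 for Pink1, 0.087 for Ppargc1a and 0.11 for Sdhb, none called by limma (adjusted p from 0.439 to 0.889). Vegfb, which the study measured in white fat and in brown fat cells in culture, was 0.13 (adjusted p = 0.580). Pparg, measured in brown fat but missed when the genes were listed and added after the results were seen, was 0.018 (adjusted p = 0.959), with another sign under quantile normalization (-0.0051), with the negative probe (-0.076), array weights (-0.011), the nuclei covariate (-0.29), edgeR (-0.014) and DESeq2 (-0.013), none called. With scaling to the negative probe Fis1 was -0.010 and Ppargc1a -0.0069, and with the nuclei covariate Ppargc1a was -0.33. Of the 562 genes called between WT HFD and WT Con, 95.9% moved the same way in lncMGC KO.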
